# Systematic Disruption of Zebrafish Fibrillin Genes Identifies a Translational Zebrafish Model for Marfan Syndrome

**DOI:** 10.1016/j.jacbts.2026.101543

**Published:** 2026-04-22

**Authors:** Karo De Rycke, Marina Horvat, Lisa Caboor, Petra Vermassen, Griet De Smet, Sophie Lobbestael, Marta Santana Silva, Wouter Steyaert, Matthias Van Impe, Patrick Segers, Julie De Backer, Patrick Sips

**Keywords:** animal disease models, aortic disease, bulbus arteriosus, CRISPR/Cas9, extracellular matrix, fibrillinopathies

## Abstract

Fibrillin defects lead to severe cardiovascular complications in Marfan syndrome (MFS), including aortic dilation, dissection, and rupture. To model MFS, zebrafish mutants lacking various fibrillin genes were generated. Among these mutant lines, only fibrillin-3–deficient zebrafish exhibited cardiovascular phenotypes mimicking human disease. Multimodal imaging revealed early cardiac defects, bulbus arteriosus dilation, and valve abnormalities. Transcriptomic analysis identified altered regulation of pathways related to extracellular matrix homeostasis and immune system activation. This zebrafish model, recapitulating key cardiovascular features of MFS, provides a valuable platform to investigate disease mechanisms and identify novel treatment strategies.

## Highlights

• Zebrafish fibrillins were disrupted to create a novel animal model of MFS.
• Detailed cardiovascular phenotyping was applied across both early developmental and adult stages of fibrillin-impaired zebrafish.
• *fbn3*^*–/–*^ zebrafish exhibit aortic dilation and valvular abnormalities resembling the cardiovascular manifestations observed in patients with MFS.
• This *fbn3*^*–/–*^ zebrafish model represents a relevant tool for advancing our understanding of MFS pathogenesis and for identifying urgently needed therapeutic strategies.

Fibrillin microfibrils are fundamental components of the extracellular matrix that contribute to the integrity of connective tissue in various organs, including blood vessels, lungs, skin, skeleton, and eyes.^1^ These microfibrils can either directly provide stress-bearing structural support to the tissue or play an essential role as a scaffold for tropoelastin deposition, leading to the formation of elastic fibers that provide tensile strength to the extracellular matrix.^2^^,^^3^ In addition to their structural role, fibrillin microfibrils are crucial for tissue mechanobiology and homeostasis through the regulation of the bioavailability of growth factors of the transforming growth factor-β (TGF-β) and bone morphogenetic protein family, as well as by interactions with cell surface receptors such as integrins.^4^

The human genome contains 3 fibrillin isoforms: fibrillin-1 (*FBN1*), fibrillin-2 (*FBN2*), and fibrillin-3 (*FBN3*). Pathogenic variants in *FBN1* and *FBN2* have been associated with connective tissue disorders, including Marfan syndrome (MFS; OMIM #154700) and Beals-Hecht syndrome, also known as congenital contractural arachnodactyly (OMIM #121050), respectively.^5^, ^6^, ^7^ MFS is an autosomal dominant inherited disorder with pleiotropic manifestations, including skeletal abnormalities (eg, skeletal overgrowth, joint laxity), ocular manifestations (eg, ectopia lentis), and skin abnormalities (eg, striae).^1^

In addition to the cardinal cardiovascular manifestations, namely thoracic aortic aneurysm and dissection (TAAD) and mitral valve disease, impaired myocardial function and arrhythmias occur more frequently in patients with MFS. These cardiovascular manifestations contribute to significant morbidity and an increased risk of early mortality in patients with MFS.^8^^,^^9^ Patients with congenital contractural arachnodactyly have an MFS-like skeletal phenotype, but the eyes and aorta are typically not affected. Nevertheless, some cases have been described in which pathogenic variants in human *FBN2* were linked to aortic dilation, indicating a level of functional overlap between different fibrillins.^6^^,^^7^ Noteworthy, syndromes with opposite phenotypes (eg, short instead of tall stature) have been observed as well in patients harboring pathogenic variants in specific domains of *FBN1* and *FBN2*.^10^ To date, the importance of *FBN3* remains less well characterized. However, some associations of *FBN3* variants were reported with polycystic ovary syndrome, Bardet-Biedl syndrome, and Weill-Marchesani syndrome.^11^^,^^12^

Previous research on MFS and other fibrillinopathies has significantly advanced our understanding of their genetic basis and the importance of fibrillin proteins for maintaining extracellular matrix integrity and biomechanical signaling. Nevertheless, the precise molecular mechanisms linking these fibrillin defects to the complex cardiovascular manifestations remain incompletely understood. More flexible in vivo models are therefore needed to address this knowledge gap.

During the last decades, zebrafish (*Danio rerio*) has emerged as a versatile animal model to complement established mammalian models. Although the cardiovascular system of teleosts has a less complex architecture than its mammalian counterpart, mainly due to the lack of pulmonary circulation, it has nonetheless proven to be a valuable model for studying cardiovascular diseases.^13^^,^^14^ Zebrafish have several unique characteristics that make them an attractive disease model: 1) optical transparency during early development, enabling easy intravital microscopic observation; 2) suitability for high-throughput applications due to low cost and high fecundity; and 3) high genetic similarity to humans, with >70% of human coding genes having at least one zebrafish ortholog.^15^ For cardiac pathologies specifically, 96% of the genes known to cause cardiomyopathies are conserved and highly expressed in the zebrafish heart.^16^ These distinctive traits make zebrafish an invaluable model for cardiovascular research, particularly for small-molecule, high-throughput drug screens to discover novel therapeutic targets.^14^ Due to their genetic tractability, zebrafish can also be used to assess the physiological effects of variants of uncertain significance, which would be a significant contribution to improved patient management.^17^^,^^18^

As in humans, the zebrafish genome contains 3 fibrillin genes, termed *fibrillin-1* (*fbn1*), *fibrillin-2* (*fbn2*), and *fibrillin-3* (*fbn3*), although conflicting annotations have been used in different publications and databases. A phylogenetic study conducted by Piha-Gossack et al^19^ found only small evolutionary changes in fibrillin protein structure among different species. The ancestral fibrillin gene already contained most key elements except for the unique characteristic domain located at the N-terminus and specific RGD (Arg-Gly-Asp) motifs.

In the current study, we systematically disrupted the 3 different fibrillin genes in zebrafish using CRISPR/Cas9 technology to examine their impact on the development and function of the cardiovascular system. The findings revealed multiple phenotypes that are pertinent to MFS.

## Methods

All materials and methods are described in detail in the Supplemental Methods. The raw ribonucleic acid (RNA) sequencing data in this publication have been deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus^20^ and are accessible through Gene Expression Omnibus Series accession number GSE300393. All experiments were approved by the Animal Ethics Committee of the Ghent University Faculty of Medicine and Health Sciences (ECD 17-75K, ECD 17-78, and ECD 19-16K) and conform to the guidelines from Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes.

### Statistical Analysis

Continuous data are presented as the mean ± SEM or count (percentage). Group differences of continuous variables were compared by using Student’s *t*-test or the Mann-Whitney *U* test, dependent on normality. Comparisons across multiple groups used one- or two-way analysis of variance with Dunnett’s (comparisons vs a control) or Tukey’s (all pairwise) post hoc tests for multiple comparisons if normally distributed or the Kruskal-Wallis test otherwise. Categorical data (eg, phenotypic distribution) were analyzed by using the Fisher exact test. Kaplan-Meier curves were used to evaluate survival analysis of offspring. A *P* value <0.05 was considered statistically significant, and GraphPad Prism version 10.1.2 (GraphPad Software) was used for all statistical analyses.

Statistical outlier tests to remove individual data points were not applied. Some phenotypes in the study data set exhibit genuine biological heterogeneity and incomplete penetrance (eg, atrioventricular [AV] valve abnormalities ranging from absent to overtly abnormal). Excluding extreme values would therefore remove true biological variation rather than technical artifacts. To accurately represent the full phenotypic spectrum, all samples were retained in the analysis. Normality of continuous data was assessed by using the Shapiro-Wilk test. Data that violated the normality distribution were log-transformed when possible.

## Results

### Protein Homology Between Human and Zebrafish Fibrillin Isoforms

The protein structure of the human fibrillin family has been well documented and shows that the various fibrillin genes share an almost identical organization of functional domains. To analyze the zebrafish fibrillin gene family, this study used the genomic *fbn2* and *fbn3* sequences, which were mapped and annotated in the GRCz11 assembly of the zebrafish genome sequence. A genome assembly gap, however, prevented correct annotation of the first 32 exons of the zebrafish *fbn1* gene. Recently, a full-length complementary DNA sequence prediction was assigned to *fbn1* (XM_073930076.1), and this sequence, which aligned with our own complementary DNA sequencing data, was used for in-depth analysis (Supplemental Figure 1). Analysis using InterProScan software (version 96.0) revealed a highly conserved protein domain organization between species, with the characteristic four-cysteine domain, two hybrid domains, and seven 8-cystein or TGF-β binding-like domains present in all 3 zebrafish fibrillin proteins, as schematically represented in Figure 1A. Consequently, the zebrafish fibrillins present a high level of homology to human fibrillin proteins with an average overlap in amino acid sequence of 70% (Figure 1B).

**Figure 1:**
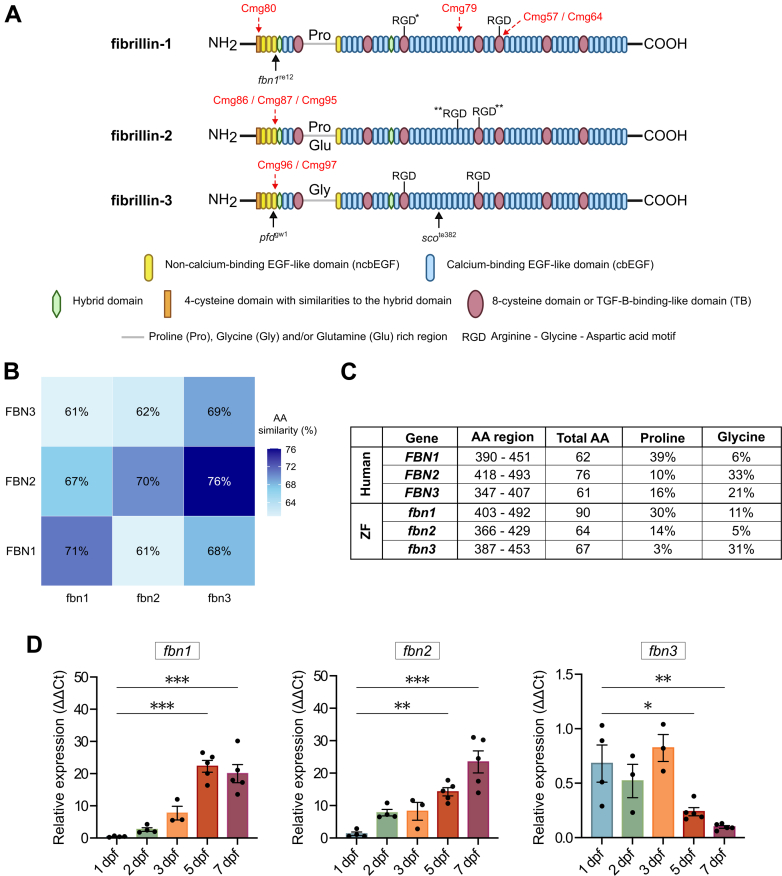
Overview of the Three Fibrillin Isoforms in ZF (A) Schematic representation of the protein domains identified in all 3 zebrafish (ZF) fibrillin isoforms (fibrillin-1, fibrillin-2, and fibrillin-3). Unique proline/glycine/glutamine (Pro/Gly/Glu)–rich regions and the various RGD-motifs are indicated, some of which are exclusively present in ZF (asterisk). CRISPR/Cas9–induced recombination sites are indicated with a red arrow; mutation sites in previously reported ZF models are also annotated with a black arrow. (B) Heatmap showing the percentage of amino acid (AA) sequence similarity between human fibrillin proteins (y-axis) and their ZF orthologs (x-axis). Sequence similarity was calculated by using the Clustal Omega program (version 1.2.4). (C) Comparison of the relative contribution of Pro and Gly in the Pro/Gly–rich region between human and ZF fibrillins. (D) Messenger ribonucleic acid expression pattern of the fibrillin isoforms in wild-type ZF embryos at 1, 2, 3, 5, and 7 days postfertilization (dpf) (n = 3-5 for each developmental stage). Values are mean ± SEM. Statistical test analysis: one-way analysis of variance followed by Dunnett’s multiple comparisons test on log-transformed data. ∗*P* < 0.05, ∗∗*P* < 0.01, ∗∗∗*P* < 0.001. ΔΔCt = comparative threshold cycle.

A characteristic domain within all fibrillins is the proline and/or glycine-rich region immediately following the first TGF-β binding-like domain. Comparing these domains between species revealed similarities in amino acid composition between *FBN1* and *fbn1*, *FBN2*, and *fbn3*, and, to some extent, *FBN3* and *fbn2* (Figure 1C). Furthermore, the RGD-integrin binding sites present in all human fibrillin isoforms are highly conserved in the zebrafish fibrillins, except for zebrafish fibrillin-2*,* which lacks all RGD motifs. Interestingly, fibrillin-1 in zebrafish contains an extra RGD motif in the third TGF-β binding-like domain.

### Expression Pattern of the Different Fibrillin Isoforms in Wild-Type Zebrafish

Real-time quantitative PCR (qPCR) was used to measure expression levels of *fbn1*, *fbn2*, and *fbn3* in wild-type (WT) whole-embryo tissue at different developmental stages (1, 2, 3, 5, and 7 days postfertilization [dpf]). The results showed that both *fbn1* and *fbn2* were expressed more abundantly later in development, whereas *fbn3* expression levels were highest at the early stages and gradually decreased with age (Figure 1D).

### Normal Cardiovascular Development in Zebrafish Lacking *fbn1* and/or *fbn2*

Stable mutant lines of 4 independent *fbn1* knock-out (KO) zebrafish models were generated, carrying either a frameshift deletion or insertion in exon 2, 34, or 38, as summarized in Supplemental Table 1. Surprisingly, all *fbn1* homozygous mutant (*fbn1*^*–/–*^) zebrafish survived normally to adulthood, without any cardiovascular phenotype during development (Figure 2A). Loss of *fbn2*, with or without *fbn1* deficiency, also did not influence cardiovascular development or survival. Real-time qPCR expression analysis showed a significant reduction in *fbn1* messenger RNA expression in *fbn1*^*–/–*^ zebrafish compared with WT siblings, observed in both 5 dpf whole larvae (Figure 2B) and in adult (9 mpf) ocular, skin, and muscle tissues (Figure 2C). There was no difference in the bulbus arteriosus (BA) diameter of *fbn1*^*–/–*^ mutants compared with WT controls (Figure 2D).

**Figure 2:**
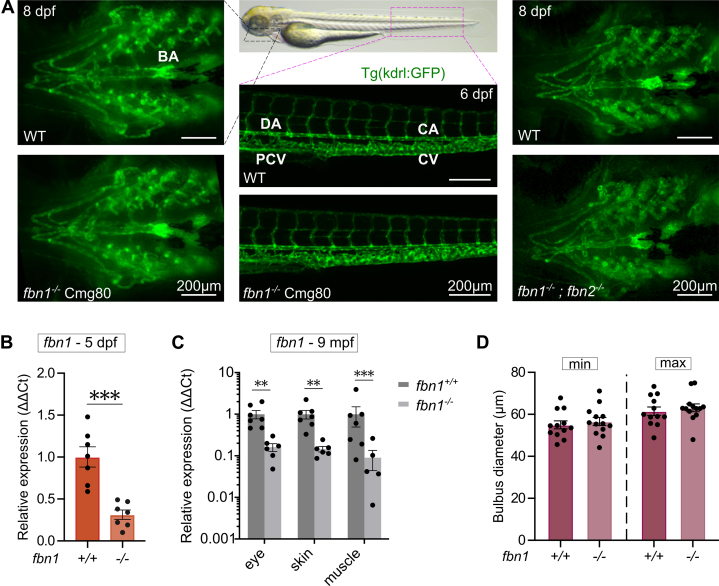
Cardiovascular Architecture in *fbn1* and/or *fbn2* Mutants Fluorescent images of the vasculature of *fbn1*^*–/–*^ (Cmg80) ZF with or without the additional loss of *fbn2* at 8 dpf showed no phenotypic differences from wild-type (WT) ZF. (A, left and right) Ventral view of the ventral aorta and bulbus arteriosus (BA) of 6 to 8 dpf WT, *fbn1*^*–/–*^, and *fbn1*^*–/–*^*; fbn2*^*–/–*^ larvae, respectively. (A, middle) Lateral view of the distal part of the dorsal aorta (DA) merging into the caudal aorta (CA) as well as the posterior cardinal vein (PCV) merging into the caudal vein (CV) in 6 dpf WT and *fbn1*^*–/–*^ larvae. (B) Real-time quantitative PCR analysis of *fbn1* expression in 5 dpf WT and *fbn1*^*–/–*^ (Cmg80) larvae (n = 7). Each data point represents the mean of 2 technical repeats. (C) Real-time quantitative PCR analysis of *fbn1* expression in eye, skin, and muscle tissue of 9 months postfertilization (mpf) WT and *fbn1*^*–/–*^ (Cmg80) ZF (n = 5-7). (D) Quantification of BA diameters in 7 dpf *fbn1*^*–/–*^ (Cmg80) and matched WT controls during minimal (min) and maximal (max) distension (n = 12-13). Values are mean ± SEM. Statistical analysis: unpaired *t* test (B) and two-way analysis of variance followed by Tukey’s multiple comparisons test (C and D). ∗∗*P* < 0.01, ∗∗∗*P* < 0.001. Other abbreviations as in Figure 1.

*fbn2* and *fbn3* messenger RNA expression was unchanged as well in *fbn1*^*–/–*^ larvae (Supplemental Figures 2A to 2C). In addition, we confirmed that all 3 fibrillin genes are expressed in the embryonic heart, using cardiac tissue isolated from 2 dpf and 5 dpf larvae (Supplemental Figure 3). Consistent with the whole-larvae data, no significant differences in *fbn2* or *fbn3* expression were observed between WT and *fbn1*^*–/–*^ hearts, indicating that cardiac-specific genetic compensation does not occur in the mutant background.

Transthoracic echocardiography performed on adult *fbn1* and/or *fbn2* mutant zebrafish of various ages (6-19 months postfertilization [mpf]) also showed no significant abnormalities in any measured cardiovascular parameters (Supplemental Tables 4 to 6).

### Variable Endocardial Phenotype in *fbn3*^*–/–*^ Zebrafish

We next generated a stable zebrafish mutant line of a 4 bp frameshift deletion located in exon 4 of the *fbn3* gene, resulting in a premature termination codon (p.Cys153∗) (Figure 3A). Real-time qPCR expression analysis of *fbn3*^*–/–*^ larvae (1, 2, 3, 5, and 7 dpf) showed a strong and significant reduction of *fbn3* messenger RNA expression compared with WT siblings, likely due to nonsense-mediated decay (Figure 3B); there were no changes in *fbn1* or *fbn2* expression (Supplemental Figures 4A to 4C).

**Figure 3:**
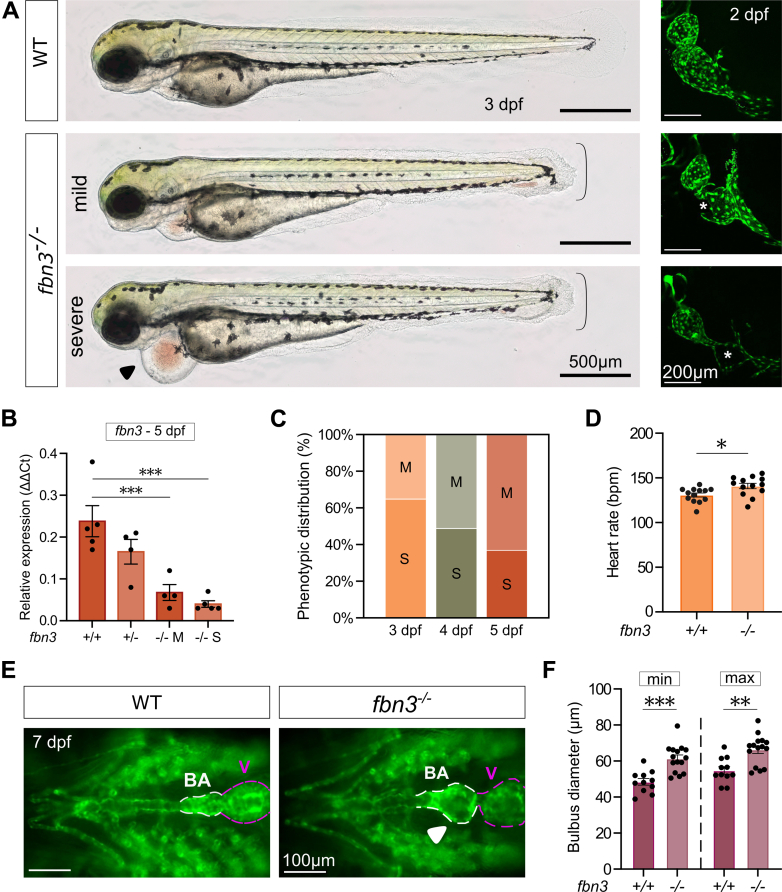
Cardiovascular Development in *fbn3* Mutants Representative images of the diverse phenotypes observed in 2 to 7 dpf *fbn3*^*–/–*^ (Cmg96) mutants and WT controls. (A, left) Lateral whole-embryo view of 3 dpf larvae using brightfield microscopy. Accolade indicates fin-fold atrophy; black arrowhead indicates severe pericardial edema. (A, right) Reconstructed three-dimensional in vivo two-photon fluorescent images of the non-beating heart of 2 dpf *Tg(kdrl:GFP)* WT ZF and *fbn3*^*–/–*^ ZF. Endocardial detachment (asterisk) is observed in the atrium of the *fbn3*^*–/–*^ ZF with pericardial edema. (B) Messenger ribonucleic acid expression levels of *fbn3* in WT, *fbn3*^*+/–*^, and *fbn3*^*–/–*^ (mild or severe) ZF at 5 dpf (n = 4-5). (C) Phenotypic distribution (%) of *fbn3*-deficient ZF presenting a mild (M) or severe (S) pericardial phenotype and their dynamics over time (3, 4, and 5 dpf) (n = average of 19 clutches; 50-100 embryos per clutch). (D) Quantification of the average heart rate in beats per minute (bpm) of 3 dpf *fbn3*^*–/–*^ with preserved endocardial integrity and matching controls (n = 13). (E) Ventral view of 7 dpf *Tg(kdrl:GFP)* WT and *fbn3*^*–/–*^ ZF with preserved endocardial integrity. White arrowhead indicates dilated BA. (F) Quantification of BA diameters at 7 dpf during minimal (min) and maximal (max) distension (n = 11-15). Each data point represents the mean of 2 technical replicates. Statistical analysis: one-way analysis of variance followed by Tukey’s multiple comparisons test on log-transformed data (B), Fisher exact test C, unpaired Student’s *t*-test D, and two-way analysis of variance followed by Tukey’s multiple comparisons test F. Values are mean ± SEM. ∗*P* < 0.05, ∗∗*P* < 0.01, ∗∗∗*P* < 0.001. V = ventricle; other abbreviations as in Figures 1 and 2.

Starting at 24 hours postfertilization (hpf), *fbn3* homozygous mutant (*fbn3*^*–/–*^) zebrafish embryos could be distinguished from their heterozygous and WT siblings by the presence of fin-fold atrophy (Figure 3A), a phenotype consistent with earlier reports in the *puff daddy* (*pfd*^*gw1*^)^21^ ENU *fbn3* mutant and in *fbn3*-morpholinos.^22^ In approximately 40% of *fbn3*^*–/–*^ offspring, marked pericardial edema was observed, associated with gaps in the endocardium that progressed to complete endocardial detachment in the atrium, similar to what was previously reported for the *scotch tape* ENU *fbn3* mutant (Figure 3A).^23^ *fbn3*^*–/–*^ zebrafish with this severe phenotype do not survive past 6 to 8 dpf due to vascular embolism. The remaining *fbn3*^*–/–*^ larvae exhibited a milder phenotype in which the endocardium remained attached to the myocardium, circulation was maintained, and normal survival to adulthood was observed (Figure 3A). Interestingly, we also observed that a subset of *fbn3*^*–/–*^ embryos with severe pericardial edema (approximately 30%) seemed to recover between 3 and 5 dpf, reverting to the milder phenotype (Figure 3C).

### Bulbus Arteriosus and Cardiac Function in *fbn3*^*–/–*^ Zebrafish Larvae

Several cardiac function parameters were tested by using brightfield microscopy; a mild but significant increase in heart rate was found in mild *fbn3^–/–^* zebrafish (without pericardial edema) compared with WT controls at 3 dpf (Figure 3D, Supplemental Figure 5). Interestingly, the surviving *fbn3*^*–/–*^ zebrafish in which the endocardium remained attached developed dilatation of the bulbus arteriosus (BA), a structure that is considered to be evolutionarily related to the aortic root and ascending aorta in humans,^24^^,^^25^ starting at 5 dpf (Figures 3E and 3F).

### Reduced Venous and Cardiac Endothelial Integrity in *fbn3*^*–/–*^ Zebrafish Larvae

In addition to the BA phenotype, we observed that the caudal vein of *fbn3*^*–/–*^ zebrafish initially developed as a dilated, cavernous venous structure lacking vessel integrity, similar to the early vascular defect previously described in the *pfd*^*gw1*^ mutant.^21^ Although this phenotype persisted in the *fbn3* mutants with the severe endocardial phenotype, in the mild *fbn3* mutants, the caudal vein was shown to remodel appropriately, with a normalized diameter and restored endothelial barrier function (Figure 4A). This led us to investigate the role of blood flow dynamics further by pharmacologically inhibiting cardiac contraction using a myosin inhibitor. This prevented the resolution of the pronounced caudal vein dilatation in the mild *fbn3*^*–/–*^ zebrafish (Figure 4A, Video 1, Video 2, Video 3, Video 4).

**Figure 4:**
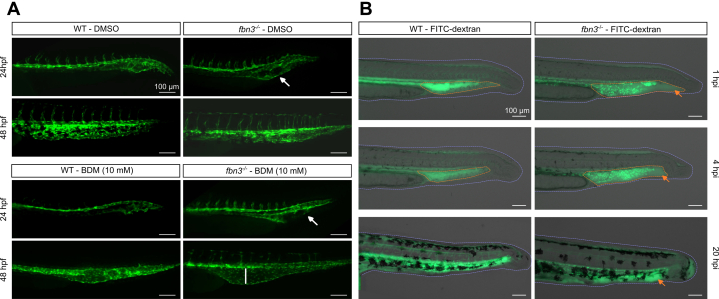
Abnormal Caudal Vein Development and Increased Vascular Permeability in *fbn3*^*–/–*^ Embryos (A) Caudal vein formation in *Tg(kdrl:GFP)* WT and mild *fbn3*^*–/–*^ ZF at 24 and 48 hours postfertilization (hpf) after exposure to 1% dimethyl sulfoxide (DMSO) vehicle (top) or 10 mM 2,3-butanedione monoxime (BDM) to inhibit cardiac contraction (bottom). White arrow indicates abnormal development of the caudal vein. Exposure to BDM leads to more severe caudal vein dilatation (white line) in *fbn3*^*–/–*^ embryos than in WT controls at 48 hpf (qualitative analysis). (B) The caudal vasculature of 500 kDa fluorescein isothiocyanate (FITC)-dextran–injected 30 hpf WT and *Tg(globin:GFP) fbn3*^*–/–*^ embryos, imaged at 1, 4, and 20 hours postinjection (hpi) to assess vascular integrity. Orange dotted lines indicate intravenously injected dextran localization, and the red arrow indicates extravascular dye leakage. The purple dotted line outlines the embryo tail. Scale bar: 100 μm. Other abbreviations as in Figures 1 and 2.

Reduced caudal vein endothelial barrier integrity was further assessed by intravenous injection of fluorescein isothiocyanate–labeled dextran. In 1 dpf *fbn3*^*–/–*^ embryos, extravascular dye leakage was evident in the area below the caudal vein as early as 1 hour postinjection (Figure 4B, Video 5, Video 6, Video 7, Video 8). In parallel, using a *Tg(globin:GFP)* transgenic zebrafish line, erythrocyte leakage was detected in the heart of severely affected fbn3^-/-^ embryos exhibiting endocardial detachment, with accumulation in the pericardial sac. (Supplemental Figure 6A, Videos 9 and 10). Leakage of erythrocytes from the caudal vein and accumulation in the tail region were observed as well, where their degradation produced a diffuse fluorescent signal (Supplemental Figure 6B, Videos 11 and 12).

### qPCR Confirms the Absence of Compensation Mechanisms by *fbn1* and/or *fbn2*

To test whether other fibrillin isoforms compensate for a lack of *fbn3* expression in the *fbn3*^*–/–*^zebrafish, the expression levels of *fbn1*, *fbn2*, and *fbn3* were measured in WT, *fbn3*^*+/–*^, *fbn3*^*–/–*^ mild, and *fbn3*^*–/–*^ severe whole embryos during early development (1, 2, 3, 5, and 7 dpf). No significant differences in *fbn3* expression levels were observed between the mild and severe *fbn3*^*–/–*^ phenotypes (Supplemental Figure 4C). Also, no differences were observed in *fbn1* and *fbn2* expression levels between *fbn3*^*–/–*^ and matching controls (Supplemental Figures 4A and 4B). These findings suggest that increased expression of *fbn1* or *fbn2* does not compensate for the lack of *fbn3* expression.

### Triple Fibrillin KOs Do Not Survive to Adulthood

Because loss of *fbn1* and/or *fbn2* does not lead to a phenotype, we investigated whether additional loss of *fbn3* could unmask a functional role for these fibrillins. Consistent with the single *fbn3* KO phenotype, triple KO (TKO) mutants exhibited 100% penetrance of fin-fold atrophy; a subset of TKO larvae exhibited severe pericardial edema due to complete endocardial detachment, whereas the remaining TKO had a milder phenotype (Figures 5A and 5B). Kaplan-Meier survival analysis of offspring from a *fbn1*^*–/–*^*; fbn2*^*–/–*^*; fbn3*^*+/–*^ incross up to 14 dpf exhibited slightly lower survival rates in TKO compared with siblings, although statistical significance was not reached (Figure 5C). To date, we have, however, never detected an adult TKO zebrafish, despite genotyping approximately 300 to 400 adult fish raised from *fbn1*^*–/–*^*; fbn2*^*–/–*^*; fbn3*^*+/–*^ incrosses, indicating the premature mortality of zebrafish with this genotype.

**Figure 5:**
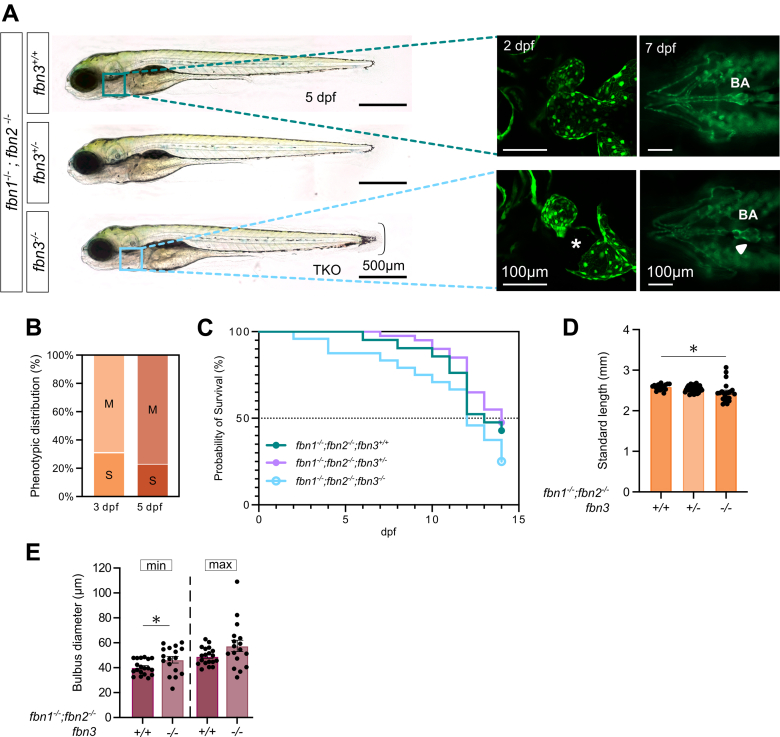
Phenotypic Features of TKO Larvae Representative images of the phenotypes observed in 3 to 7 dpf *fbn1*^*–/–*^*; fbn2*^*–/–*^*; fbn3*^*+/+*^, *fbn1*^*–/–*^*; fbn2*^*–/–*^*; fbn3*^*+/–*^*,* and *fbn1*^*–/–*^*; fbn2*^*–/–*^*; fbn3*^*–/–*^ larvae. (A, left) Lateral whole-embryo view of a 5 dpf triple fibrillin knockout (TKO) without complete endocardial detachment and sibling controls, using brightfield microscopy. Accolade: fin-fold atrophy. (A, middle) Reconstructed maximum intensity projection in vivo confocal fluorescent images of the heart of 2 dpf *Tg(kdrl:GFP)* WT and TKO ZF. Endocardial detachment (asterisk) is observed in the atrium of a subset of TKO ZF. (A, right) Fluorescent ventral images of 7 dpf *Tg(kdrl:GFP)* TKO and sibling controls with preserved endocardial integrity. White arrowhead indicates dilated BA. (B) Phenotypic distribution (%) of TKO ZF presenting a mild (M) or severe (S) pericardial phenotype and their dynamics over time (3 and 5 dpf) (n = 21). (C) Fourteen-day Kaplan-Meier survival curve of the offspring of an incross of *fbn1*^*–/–*^*; fbn2*^*–/–*^*; fbn3*^*+/–*^ ZF (n = 21-40). (D) Quantification of standard length at 3 dpf (n = 17-36). (E) Quantification of BA diameters at 7 dpf during minimal (min) and maximal (max) distension (n = 17-19). Statistical analysis: Fisher exact test B, Kaplan-Meier survival analysis C, one-way analysis of variance followed by Dunnett’s multiple comparison test D, and two-way analysis of variance followed by Tukey’s multiple comparisons test E. Values are mean ± SEM. ∗*P* < 0.05. Abbreviations as in Figures 1 and 2.

We next assessed the standard length at 3 dpf and found that TKO mutants were significantly shorter than their *fbn1*^*–/–*^*; fbn2*^*–/–*^*; fbn3*^*+/+*^ siblings (Figure 5D). Finally, measurements of the BA diameter at 7 dpf revealed a significant increase in the minimally distended diameter in TKO larvae compared with *fbn1*^*–/–*^*; fbn2*^*–/–*^*; fbn3*^*+/+*^ controls. In the maximally distended state, a larger variability was observed in the TKO group (Figure 5E).

### Transcriptomic Analysis in *fbn3*^*–/–*^ Embryos Suggests Involvement of Extracellular Matrix Remodeling and Immune System Activation

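The RNA sequencing data consisted of 15 libraries, each made from the total RNA of 10 pooled whole zebrafish embryos with a stranded total RNA kit and sequenced on an Illumina NovaSeq instrument. The authors aligned the reads to the zebrafish assembly GRCz11 with STAR, and the deposited values are whole-number counts of reads on each of 32520 genes, without normalization. The groups were WT embryos at 1 day post fertilization (dpf) (n = 4 libraries), embryos homozygous for the *fbn3* mutation (*fbn3*-/-) at 1 dpf (n = 3), WT embryos at 2 dpf (n = 3), and *fbn3*-/- embryos at 2 dpf (n = 5). The sample list holds 16 libraries, but WT replicate 3 at 1 dpf matched no column of the count table by name and was not used here. Among the unmatched columns, 2 share 1 library name. The index number in the name of 1 of them falls where this sample would stand in the order of the other columns. That column may hold this sample under a wrong name, but the name does not match the label, so this is not known. Total counts per library ranged from 41473603 to 77233445 in WT at 1 dpf (median 64457610), from 66070904 to 101620834 in *fbn3*-/- at 1 dpf (median 68801299), from 87748238 to 134038214 in WT at 2 dpf (median 87838923), and from 52451122 to 179887580 in *fbn3*-/- at 2 dpf (median 70757450). The gene called *fbn3* in the paper is named *fbn2b* in the count table (ENSDARG00000098237), and the paper's *fbn2* is named *fbn2a* (ENSDARG00000051896). The table gives identifiers and symbols of the genes without coordinates. Counts were scaled with the TMM method of edgeR and tested with its quasi-likelihood F test in 1 fit of the 4 groups, so that all libraries shared the estimate of the spread. *P* values were adjusted with the Benjamini-Hochberg method over the 23555 genes that passed edgeR's filter on low counts. A gene was called differentially expressed at a false discovery rate (FDR) under 0.05 and an absolute log_2_ fold change (log_2_FC) above 1. Expression values are counts per gene scaled to the size of the library with the TMM factors (CPM), given as mean ± SD over libraries.

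In a multidimensional scaling of the libraries, the first dimension carried 54.5% of the variance and separated the stages. The second dimension carried 11.7% and separated the libraries by their library numbers, irrespective of genotype and stage. These sets of libraries are called batch A and batch B here, although neither the labels nor the paper's text name a batch. Batch A held 2 WT and 3 *fbn3*-/- libraries at 1 dpf, and 1 WT and 3 *fbn3*-/- libraries at 2 dpf. Batch B held 2 WT libraries at 1 dpf, and 2 WT and 2 *fbn3*-/- libraries at 2 dpf. Since all 3 *fbn3*-/- libraries at 1 dpf were in batch A, differences between the genotypes at 1 dpf were recomputed in batch A only. The test, the fit, and the libraries included each moved the number of differentially expressed genes.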

Bulk RNA sequencing was conducted on whole *fbn3*^*–/–*^ and WT embryos at 1 and 2 dpf to identify early transcriptional changes during the development of the early cardiovascular phenotypes. 

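At 1 dpf, 1 of the 23555 genes tested had an FDR under 0.05 in edgeR's quasi-likelihood test, and this gene, *fbn3*, also had an absolute log_2_FC above 1. An unadjusted *P* value under 0.05 was found for 1729 genes at this stage. At 2 dpf, 55 genes had an FDR under 0.05, and 42 of them also had an absolute log_2_FC above 1, with 32 up-regulated and 10 down-regulated in *fbn3*-/- embryos. An unadjusted *P* value under 0.05 was found for 2446 genes at 2 dpf. A likelihood ratio test in place of the quasi-likelihood test called 38 genes at 1 dpf and 93 at 2 dpf, and DESeq2 called 49 and 107. Of the 42 genes called at 2 dpf, 41 were also called by the likelihood ratio test, 40 by DESeq2, 29 by limma-voom, and 13 by edgeR's legacy quasi-likelihood method. With a single 2 dpf library left out, between 11 and 40 of the 42 were called again. When each library was left out in turn, the number of differentially expressed genes ranged from 1 to 52 at 1 dpf, the largest without *fbn3*-/- replicate 1. At 2 dpf this number ranged from 13 to 190, the largest without WT replicate 1. Batch was added to the model as a covariate after the data had been seen, and this model called 3 genes at 1 dpf and 70 at 2 dpf. The difference between the effects of genotype at 2 dpf and at 1 dpf was tested as an interaction in the same fit, and 1 gene, *cart3* (ENSDARG00000035852), had an FDR under 0.05 (interaction log_2_ difference 2.53, standard error 0.28, FDR 0.00403). In this interaction test, 1299 genes had an unadjusted *P* value under 0.05.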

Differential expression analysis (adjusted *P* value [false discovery rate] <0.05 and log_2_ fold change [log_2_FC] >1) identified 42 and 361 differentially expressed genes, at 1 and 2 dpf, respectively (Figures 6A and 6B, Supplemental Table 8). 

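Gene ontology terms were not tested here. Expression of gene groups was examined through 10 lists of marker genes, each tested at both stages with limma's fry rotation test and adjusted over the 20 tests. The list of endothelial and blood vessel genes held 30 genes, of which 19 were higher and 11 lower in *fbn3*-/- embryos at 1 dpf (median log_2_FC 0.04, fry FDR 0.801, unadjusted *P* = 0.601 with limma). The mean log_2_ CPM of these genes, taken relative to the WT mean of the stage, was −0.03 ± 0.07 (SD, n = 3) in *fbn3*-/- and 0.00 ± 0.08 (SD, n = 4) in WT libraries at 1 dpf (exact permutation test, 2-sided *P* = 0.571). In batch A, the difference was −0.02. The difference was thus within the spread between libraries, and none of the 22 other settings tried gave the endothelial list an FDR under 0.05 at 1 dpf (range 0.444 to 0.953). Of these 22, 8 leave out a 2 dpf library, which is outside the 1 dpf contrast. Among the 30 genes, 1 had an FDR under 0.05 when adjusted over the list alone and 0 when adjusted over all genes tested. The erythroid list, with 10 of 23 genes higher, had an FDR of 0.996 at 1 dpf. Metabolic and biosynthetic pathways are not analysed here.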

At 1 dpf, gene ontology enrichment analysis of the differentially expressed genes revealed significant enrichment in pathways related to metabolism, biosynthesis, and endothelial and blood vessel development (false discovery rate < 0.05) (Figures 6C and 6D, Supplemental Table 8). The latter transcriptional changes were notably driven by strong down-regulation of the *fbn3* transcript (log_2_FC –3.22). 

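At 1 dpf, the *fbn3* transcript (*fbn2b* in the count table, ENSDARG00000098237) was at 194 ± 100.0 CPM (SD, n = 4) in WT libraries, with single libraries between 103 and 337 CPM. In *fbn3*-/- libraries it was at 23.9 ± 4.65 CPM (SD, n = 3), between 19.5 and 28.7 CPM. The log_2_FC was −3.02 (standard error 0.31, FDR 0.00149 from edgeR's quasi-likelihood test). Every *fbn3*-/- library was below every WT library (exact permutation test, 2-sided *P* = 0.0286, the smallest *P* that 3 against 4 libraries allow). With each library left out in turn, the log_2_FC stayed between −3.24 and −2.62, and the highest FDR was 0.0354. Within batch A the log_2_FC was −2.47. When the 1 dpf libraries were fitted without the 2 dpf libraries, the log_2_FC was −3.01 with an FDR of 0.15. The transcript was also not called in that fit with batch as a covariate, or with replicates 1 to 3 only, which at 1 dpf are the batch A libraries. Its FDR at 1 dpf was under 0.05 in 24 of 27 alternative fits. At 2 dpf, the transcript was at 211 ± 41.3 CPM (SD, n = 3) in WT and 18.5 ± 2.09 CPM (SD, n = 5) in *fbn3*-/- libraries, a log_2_FC of −3.51 (standard error 0.27, FDR 1.22e-05, edgeR). The log_2_FC at 2 dpf was −3.55 in batch A and −3.57 in batch B. The decrease did not differ detectably between the stages (interaction log_2_ difference −0.49, standard error 0.39, FDR 0.905, edgeR).

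**Figure D1:**
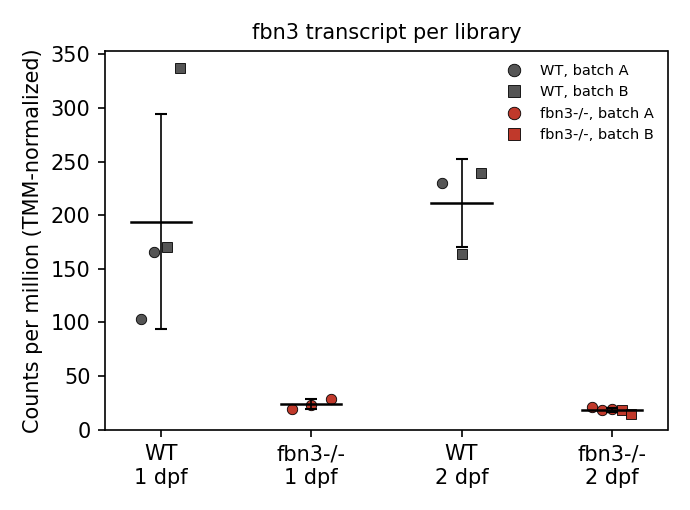
TMM-scaled CPM of the *fbn3* transcript (vertical axis) in each library of WT and *fbn3*-/- embryos at 1 and 2 dpf, with circles for batch A, squares for batch B, and the mean and SD of each group as lines. The *fbn3*-/- libraries lie between 19.5 and 28.7 CPM at 1 dpf and between 15.1 and 20.8 CPM at 2 dpf, below all WT libraries.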

By 2 dpf, the transcriptional profile shifted, with gene ontology analysis highlighting enrichment of immune-related processes and defence mechanisms. 

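The list of complement components held 35 genes that passed the filter on low counts. At 2 dpf, 27 of them were higher and 8 lower in *fbn3*-/- embryos (median log_2_FC 0.47), and the list was higher with a fry FDR of 0.0042 over the 20 list tests. The mean log_2_ CPM of the list relative to WT was 0.71 ± 0.15 (SD, n = 5) in *fbn3*-/- and 0.00 ± 0.07 (SD, n = 3) in WT libraries, and all 5 *fbn3*-/- libraries were above all WT libraries (exact permutation test, 2-sided *P* = 0.0179, the smallest *P* that 5 against 3 libraries allow). The difference was 0.80 in batch A and 0.61 in batch B. Of the 35 genes, 6 had an FDR under 0.05 when adjusted over all genes tested, and 14 when adjusted over the list alone, 12 of them higher. In 21 of the 22 other settings tried the list had an FDR under 0.05. Of these 22, 7 leave out a 1 dpf library, which is outside the 2 dpf contrast, so they are weak checks. Among the 32 up-regulated genes at 2 dpf, 7 belonged to the complement or MMP lists (Fisher's exact test, 1-sided *P* = 1.21e-12, odds ratio 129). These lists hold 58 of the 23555 genes tested. The paper names members of both lists as raised in these same data, so the test is not independent of its finding. It also treats genes as independent and does not measure the spread between libraries. Over the other settings, the odds ratio ranged from 18.1 to 223. The highest *P* was 0.0244 (Fisher's exact test, 1-sided), without WT replicate 3 at 2 dpf, where 1 of 10 up-regulated genes belonged to the lists. The list of neutrophil markers, which includes MMP genes, had 15 of 19 genes higher (median log_2_FC 0.18), with an unadjusted *P* of 0.0358 and an FDR of 0.179 in limma's fry test. Its list mean was 0.50 ± 0.17 (SD, n = 5) in *fbn3*-/- and 0.00 ± 0.17 (SD, n = 3) in WT libraries, with all *fbn3*-/- above all WT libraries (exact permutation test, 2-sided *P* = 0.0179) and a difference of 0.46 in batch A and 0.62 in batch B. Its FDR was under 0.05 in 2 of the 22 other settings, 6.78e-06 with limma's camera test and 0.0475 without WT replicate 1 of the 1 dpf libraries. In its 14 markers other than MMP genes and the neutrophil gene *mpx*, the difference in the mean was 0.22 (exact permutation test, 2-sided *P* = 0.0893). In these markers, WT replicate 2, at 0.23, lay within the range of the *fbn3*-/- libraries, 0.15 to 0.35. The list of macrophage markers had 10 of 18 genes higher, with an FDR of 0.657. From the gene ontology terms enriched among its differentially expressed genes, metabolism and vessel development at 1 dpf and immune processes at 2 dpf, the paper states that the transcriptional profile shifted between the stages.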

In particular, several components of the complement system were significantly up-regulated in *fbn3*^*–/–*^ mutants, including *c4b* (log_2_FC 1.37), *c6* (log_2_FC 3.69), *cfb* (log_2_FC 1.11), *c7a* (log_2_FC 0.94), and *c7b* (log_2_FC 3.18). In addition, matrix metalloproteinases (MMPs) were markedly increased, with elevated expression of *mmp9* (log_2_FC 2.77), *mmp13a* (log_2_FC 2.57), and *mmp13b* (log_2_FC 2.85) (Figure 6C).

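In the count table, 2 genes carry the symbol *c6*. At 2 dpf, *c4b* (ENSDARG00000038424) was at 39.5 ± 11.9 CPM in WT (SD, n = 3) and 103 ± 28.1 CPM in *fbn3*-/- libraries (SD, n = 5), a log_2_FC of 1.38 (standard error 0.27, FDR 0.0451 from edgeR's quasi-likelihood test). Its FDR was under 0.05 in 13 of 28 alternative fits. The *c6* gene ENSDARG00000093052 was at 0.343 ± 0.23 CPM in WT and 4.49 ± 1.51 CPM in *fbn3*-/- libraries, a log_2_FC of 3.63 (standard error 0.59, FDR 0.0194, edgeR). The other *c6* gene, ENSDARG00000057113, rose from 14.8 ± 2.76 to 39.6 ± 10.7 CPM, a log_2_FC of 1.43 (standard error 0.21, FDR 0.00823, edgeR). Whether reads of either *c6* gene were counted on the other was not tested, and the shared name alone does not show it. For *cfb* (ENSDARG00000055278), the values were 56.1 ± 9.53 and 122 ± 28.9 CPM, with a log_2_FC of 1.12 (standard error 0.19, FDR 0.0194, edgeR). In all of these genes, each of the 5 *fbn3*-/- libraries was above each WT library (exact permutation test, 2-sided *P* = 0.0179).

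The *c7a* gene (ENSDARG00000042172) was at 17.3 ± 1.78 CPM in WT and 33.2 ± 7.92 CPM in *fbn3*-/- libraries, without overlap, and its log_2_FC of 0.94 (standard error 0.3) had an FDR of 0.282 in edgeR's test over all genes. For *c7b* (ENSDARG00000057121), the values were 1.3 ± 0.959 and 11.8 ± 8.41 CPM, and the log_2_FC of 3.09 (standard error 0.82) had an FDR of 0.174. The genotypes overlapped for *c7b*, with *fbn3*-/- libraries between 1.93 and 23 CPM and WT libraries between 0.403 and 2.31 CPM (exact permutation test, 2-sided *P* = 0.0536). Its FDR was 0.0233 in the likelihood ratio test and 0.0185 in DESeq2, and ranged from 0.0107 to 0.47 over all alternative fits. Within batch A and batch B, the log_2_FC was 1.66 and 1.50 for *c4b*, 3.62 and 3.58 for *c6* ENSDARG00000093052, 0.96 and 1.85 for *c6* ENSDARG00000057113, 1.18 and 1.28 for *cfb*, 0.95 and 0.70 for *c7a*, and 4.76 and 1.81 for *c7b*. With WT replicate 2 or WT replicate 3 left out, *c4b*, *cfb*, and both *c6* genes had an FDR above 0.05 (0.0529 to 0.083 and 0.0592 to 0.244). Over 9 fits with a library left out, the FDR was under 0.05 in 2 for *c4b*, 5 for *cfb*, and 7 for each *c6* gene. In WT, *c7b* was at 9.72 ± 6.29 CPM at 1 dpf (SD, n = 4) and fell by 2 dpf (log_2_ change −2.83, FDR 0.00999, edgeR). Its *fbn3*-/- mean was 14.4 ± 6.0 CPM at 1 dpf (SD, n = 3), so its difference at 2 dpf came with a fall in WT. The *c6* gene ENSDARG00000093052 also fell in WT (−1.97, FDR 0.0216), but its *fbn3*-/- mean was lower at 1 dpf (1.93 ± 0.911 CPM). Changes between stages in *fbn3*-/- embryos were not tested.

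**Figure D2:**
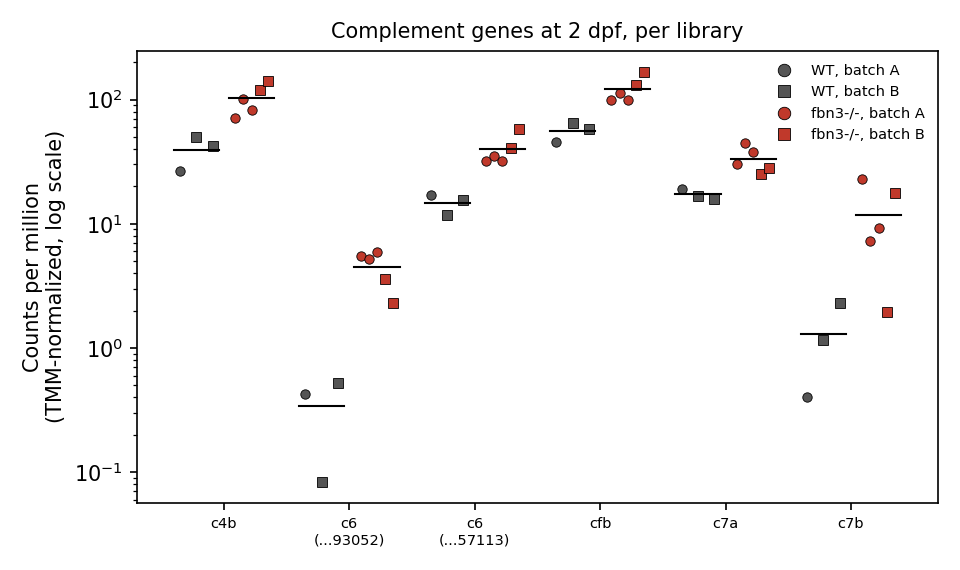
TMM-scaled CPM (vertical axis, log scale) of complement genes in each WT and *fbn3*-/- library at 2 dpf, with circles for batch A, squares for batch B, and the group means as lines. The *fbn3*-/- libraries lie above all WT libraries except for *c7b*, where 1 *fbn3*-/- library, at 1.93 CPM, falls within the WT range.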

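At 2 dpf, *mmp9* (ENSDARG00000042816) was at 8.01 ± 0.659 CPM in WT (SD, n = 3) and 54.9 ± 25.6 CPM in *fbn3*-/- libraries (SD, n = 5), a log_2_FC of 2.78 (standard error 0.45, FDR 0.0178 from edgeR's quasi-likelihood test). The highest value, 98.9 CPM in *fbn3*-/- replicate 5, lay far from the other *fbn3*-/- libraries, and without that replicate *mmp9* had an FDR of 0.0221. Without WT replicate 2 or WT replicate 3 its FDR was 0.0779 and 0.125. In the count table, 2 genes carry the symbol *mmp13a*. The *mmp13a* gene ENSDARG00000012395 was at 1.05 ± 0.424 CPM in WT and 6.28 ± 2.22 CPM in *fbn3*-/- libraries, a log_2_FC of 2.57 (standard error 0.34, FDR 0.00314, edgeR). The *mmp13a* gene ENSDARG00000114451 was at 5.35 ± 1.76 and 12.2 ± 5.86 CPM, and its log_2_FC of 1.20 (standard error 0.47) had an FDR of 0.384. Its *fbn3*-/- libraries, between 7.46 and 22.1 CPM, were also above all WT libraries, between 3.32 and 6.49 CPM (exact permutation test, 2-sided *P* = 0.0357). Whether reads of either *mmp13a* gene were counted on the other was not tested, and the shared name alone does not show it. For *mmp13b* (ENSDARG00000100794), which was low in all libraries, the values were 0.131 ± 0.0847 CPM in WT and 0.93 ± 0.318 CPM in *fbn3*-/- libraries, and the log_2_FC of 2.99 (standard error 0.68) had an FDR of 0.1 with edgeR's quasi-likelihood test, 0.00806 with its likelihood ratio test, and 0.00108 with DESeq2, over a range from 8.32e-06 to 0.612 in all alternative fits. Each *fbn3*-/- library was above each WT library for *mmp9*, *mmp13b*, and *mmp13a* ENSDARG00000012395 (exact permutation test, 2-sided *P* = 0.0179). Within batch A and batch B, the log_2_FC was 2.49 and 3.08 for *mmp9*, 2.00 and 3.19 for *mmp13a* ENSDARG00000012395, 0.52 and 1.78 for *mmp13a* ENSDARG00000114451, and 1.59 and 3.60 for *mmp13b*. In WT, *mmp13b* was at 0.867 ± 0.596 CPM at 1 dpf (SD, n = 4) and fell by 2 dpf (log_2_ change −2.87, FDR 0.0039, edgeR). Its *fbn3*-/- mean was 1.0 ± 0.756 CPM at 1 dpf (SD, n = 3), so its difference at 2 dpf came with a fall in WT.

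**Figure D3:**
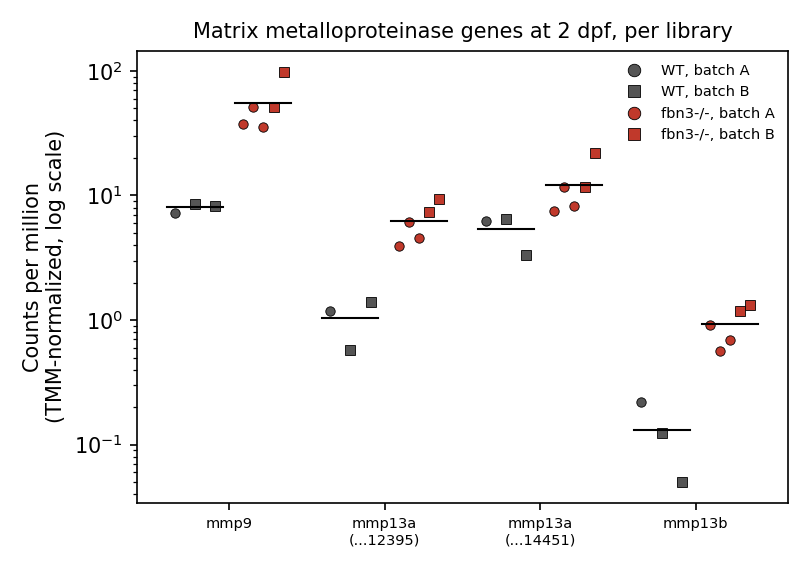
TMM-scaled CPM (vertical axis, log scale) of matrix metalloproteinase genes in each WT and *fbn3*-/- library at 2 dpf, with circles for batch A, squares for batch B, and the group means as lines. The *fbn3*-/- libraries of *mmp9* lie between 35.7 and 98.9 CPM, above WT libraries between 7.27 and 8.53 CPM.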

**Figure 6:**
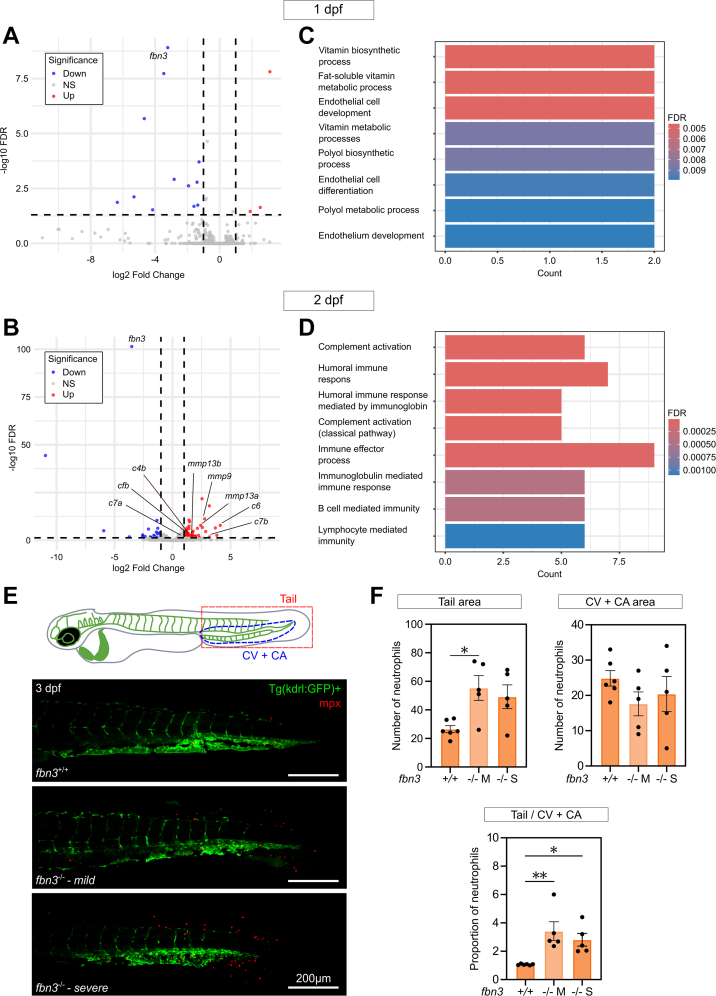
Transcriptomic Analysis of *fbn3*^*+/+*^ and *fbn3*^*–/–*^ Siblings at 1 and 2 dpf (A and B) Volcano plots illustrating differentially expressed genes in *fbn3*^*–/–*^ ZF compared with WT siblings at 1 dpf and 2 dpf, respectively. Up-regulated genes are red, and down-regulated genes are blue, with genes of importance annotated. Thresholds: false discovery rate (FDR) ≥0.05 and |log2 fold change| ≥1. (C and D) Gene ontology enrichment analysis with top 8 hits presented as a bar plot. The x-axis and y-axis represent the gene count and pathway, respectively. Thresholds: FDR ≥ 0.05 and |log2 fold change| ≥1. (E) Confocal maximum intensity projection images of 3 dpf WT and *fbn3*^*–/–*^ embryos displaying either a mild (M) or severe (S) phenotype, whole-mount stained to visualize the immune response. Endothelial cells are labeled by the *Tg(kdrl:GFP)* reporter (green), and neutrophils are labeled by anti-mpx antibody staining (red). Scale bar: 200 μm. (F) Quantification of 3 dpf WT and *fbn3*^*–/–*^ embryos (n = 5-6) showing the total number of neutrophils in the tail region (top left), the number of neutrophils in the circulation in the CV and CA (top right), and the relative proportion between regions (bottom). Statistical analysis: one-way analysis of variance followed by Dunnett’s multiple comparisons test F. For the comparison of the total number of neutrophils in the tail region between WT and *fbn3*^*–/–*^(S), the *P* value was 0.054. Values are mean ± SEM. ∗*P* < 0.05, ∗∗*P* < 0.01. NS = nonsignificant; other abbreviations as in Figures 1 and 2.

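Besides *fbn3*, the genes with the lowest FDR at 2 dpf among those whose *fbn3*-/- libraries all lay beyond all WT libraries were selected, up to 5 in each direction. The up-regulated ones were *cart3* (ENSDARG00000035852), *htra3a* (ENSDARG00000052895), *ccl19a.2* (ENSDARG00000035632), a gene listed under a clone name (ENSDARG00000097080), and *cxcl18a.1* (ENSDARG00000111840). Expression of *cart3* was 1.15 ± 0.165 CPM in WT (SD, n = 3) and 6.71 ± 1.22 CPM in *fbn3*-/- libraries (SD, n = 5), a log_2_FC of 2.56 (standard error 0.2, FDR 1.22e-05 from edgeR's quasi-likelihood test). Expression of *htra3a* was 0.165 ± 0.0198 and 1.5 ± 0.228 CPM, a log_2_FC of 3.19 (standard error 0.29, FDR 6.75e-05, edgeR). The chemokine gene *ccl19a.2* had at most 2 counts in any WT library and between 13 and 83 counts in the *fbn3*-/- libraries, at least 14.7-fold higher than a WT level of 3 counts (FDR 0.00143, edgeR). The log_2_FC was 4.26 for ENSDARG00000097080 and 2.40 for the chemokine gene *cxcl18a.1*, each with an FDR of 0.00193. The down-regulated genes were *pygl* (ENSDARG00000002197), *si:rp71-36a1.3* (ENSDARG00000071662), *cyp2x10.2* (ENSDARG00000006501), and *hce2l2* (ENSDARG00000070011), with log_2_FC values of −1.27, −2.35, −1.57, and −2.21 and FDR values between 0.00618 and 0.0194. With batch as a covariate, all 9 genes had an FDR under 0.05, and with counts thinned to the smallest library 7 had. Over the 28 alternative fits, *cyp2x10.2* had an FDR under 0.05 in 17 and *hce2l2* in 20. In the fit of the 4 groups, none of the 9 had an FDR under 0.05 at 1 dpf. Over 27 alternative fits at 1 dpf, *si:rp71-36a1.3* had an FDR under 0.05 in 5 (lowest 4.56e-05), and the rest of the 9 in none.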

To functionally validate these immune-related transcriptomic changes and determine whether immune cell recruitment is altered in *fbn3*^*–/–*^ mutants, whole-mount staining was performed for *mpx*, a well-established neutrophil marker (Figure 6E). Three dpf *fbn3*^*–/–*^embryos displayed a clear increase in neutrophil numbers in the tail. Interestingly, the number of neutrophils located within the caudal vein plexus and caudal aorta, which comprise the caudal hematopoietic tissue, was comparable between WT and *fbn3*^*–/–*^ embryos. Conversely, the *fbn3*^*–/–*^ mutants exhibited a more dispersed distribution of neutrophils toward the dorsal periphery of the tail (Figure 6F). To corroborate these findings, we additionally performed live-imaging of *Tg(mpx:GFP)* embryos at 2 and 3 dpf injected with Cas9 protein together with *fbn3* guide RNA. The data confirmed the higher neutrophil abundance in these F0 crispants. Interestingly, the neutrophils in F0 *fbn3* crispants seemed to exhibit a more active interstitial patrolling-like behavior compared with that of noninjected controls (Video 14, Video 15, Video 16, Supplementary Material). At 7 dpf, a similar analysis revealed a trend toward higher neutrophil numbers in the region surrounding the BA of *fbn3*^*–/–*^ embryos (Supplemental Figure 7).

### Echocardiographic and Synchrotron Imaging in Adult *fbn3*^*–/–*^ Zebrafish Hearts Reveal Cardiac Rhythm and Morphologic Abnormalities

Using an optimized in-house cardiac ultrasound setup (Figure 7A), we assessed the cardiovascular phenotype of adult *fbn3*^*–/–*^ zebrafish in vivo. The ventricles of 6- and 8-month-old *fbn3* mutants exhibited mild dilation compared with WT zebrafish (Figures 7B and 7C). In addition, BA of the *fbn3* mutants were significantly dilated (Figures 7B and 7D).

**Figure 7:**
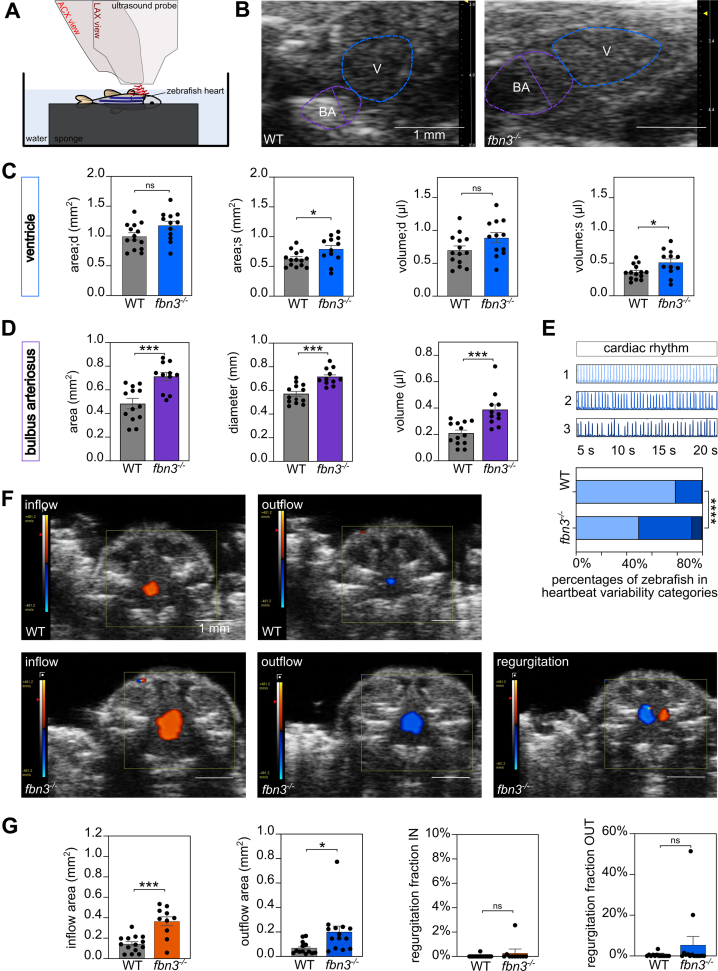
Cardiac Abnormalities of Adult *fbn3*^*–/–*^ ZF (A) Schematic representation of the two-dimensional transthoracic echocardiography of adult ZF. The ZF is anesthetized, positioned with its ventral side upward, and submerged in water. The echocardiography measurements are made with an ultrasound probe, in abdominocranial axis (ACX) view for color flow Doppler (CFD) analysis (red) and in longitudinal view (LCX) for ventricle and BA measurements (dark red). (B) Tracings of the posterior walls of the ventricle (blue) and BA (purple) of WT ZF (left) and *fbn3*^*–/–*^ ZF (right) (6 and 8 mpf). (C) Dimensions of the ventricle during diastole (area;d, volume;d) and systole (area;s, volume;s) (n = 12-14). (D) Measurements of BA volume, area, and diameter while in maximal relaxation (at the time of bulboventricular valve contraction) (n = 11-13). (E) Representative 20-second cardiac rhythm tracings with the associated qualitative score (top). Distribution of cardiac rhythm scores for different genotypes (n = 12) (bottom). (F) CFD recordings of inflow (orange) and outflow (blue) of blood into/from the ventricle in WT ZF (top) and *fbn3*^*–/–*^ ZF (bottom), with an example of regurgitant blood flow seen in some mutants (n = 2 of 14). (G) Quantification of inflow (orange) and outflow (blue) areas and regurgitation fractions from the CFD data (n = 10-14). Values are mean ± SEM. Statistical test analysis: unpaired Student’s *t*-test (C, D, and G, inflow area), Mann-Whitney *U t*est (G, outflow area, regurgitation fraction IN, regurgitation fraction OUT), and the Fisher exact test E. ∗*P* < 0.05, ∗∗*P* < 0.01, ∗∗∗*P* < 0.001. ns = nonsignificant; other abbreviations as in Figures 1 to 3.

*fbn3*^*–/–*^ and WT zebrafish cardiac rhythm was scored based on echocardiography recordings 20 seconds long. *fbn3*^*–/–*^ zebrafish displayed cardiac rhythm disorders, observed as more irregular or skipped heartbeats (Figure 7E).

Analysis of color flow Doppler recordings revealed increased blood inflow and outflow areas in *fbn3*^*–/–*^ zebrafish. A small number exhibited valvular regurgitation (Figures 7F and 7G).

Using automated processing of pulsed wave Doppler measurements, no significant variations in cardiovascular parameters of systolic, diastolic, and valve function were observed among *fbn3* mutants compared with WT controls (Supplemental Table 6). When comparing the volumes of the atrium, ventricle, or BA between *fbn3*^*–/–*^ and WT zebrafish based on synchrotron imaging, no statistically significant differences were noted. This ex vivo method could not recapitulate the BA dilation, seen on echocardiography performed in vivo, likely due to a lack of intraluminal pressure postmortem. However, while comparing the three-dimensional (3D) heart models of mutants and WT, increased variability was noted in atrial volumes in *fbn3*^*–/–*^ hearts compared with WT hearts (F test, *P* = 0.011); hearts are shown in Supplemental Figure 8, and BA are presented in Supplemental Figure 9.

### Abnormal Cardiac Valve Architecture in Adult *fbn3*^*–/–*^ Zebrafish

Using histologic staining for elastin of heart sections from 6- and 8-month-old *fbn3* mutant zebrafish, a cardiac valve phenotype was found that is common in all *fbn3* mutants. Specifically, all *fbn3*^*–/–*^ zebrafish displayed abnormalities in the bulboventricular (BV) valve, with one or both leaflets either more thickened or abnormally shaped, compared with the valves of WT zebrafish (Figure 8A). The majority of the *fbn3*^*–/–*^ zebrafish had no altered morphology of the AV valves.

**Figure 8:**
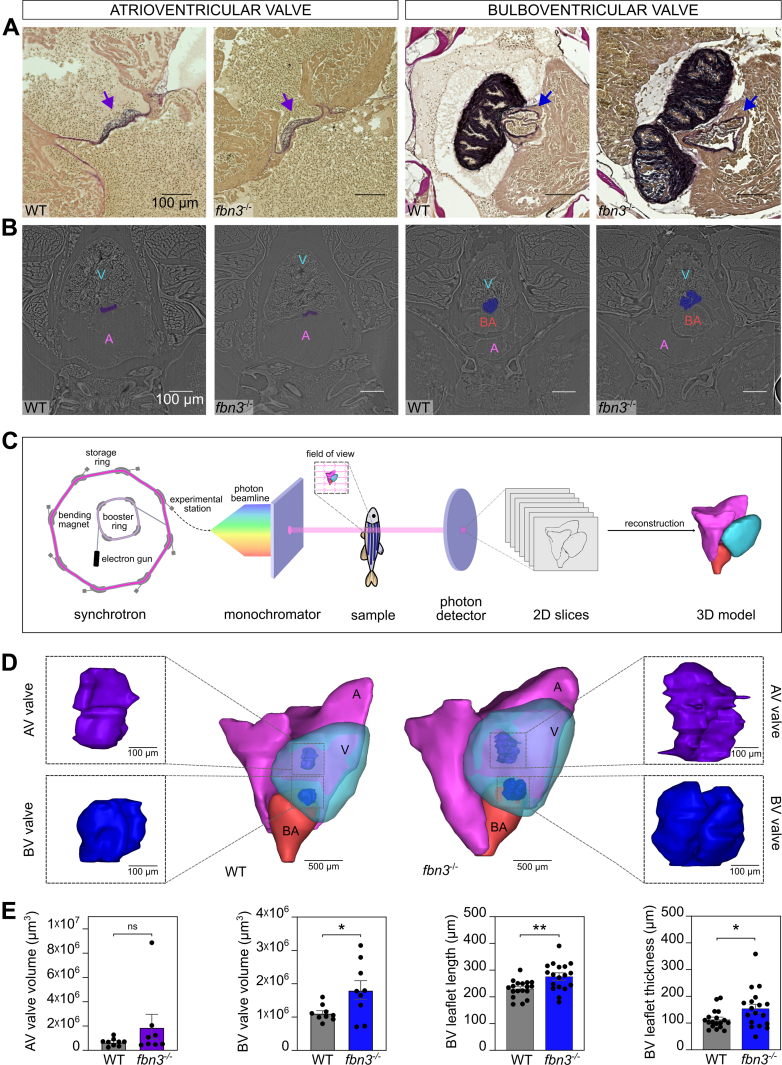
Abnormal Cardiac Valve Architecture of Adult *fbn3*^*–/–*^ ZF (A) Histologic staining for elastin (purple) of the atrioventricular (AV) valve (left, purple arrow) and bulboventricular (BV) valve (right, blue arrow) of WT ZF and *fbn3*^*–/–*^ ZF (6 and 8 mpf). The architecture of the AV valve is normal in the majority of the samples (representative histology picture), whereas the BV valve leaflets are abnormal in shape in all mutants. (B) Representative images of ZF hearts obtained by synchrotron radiographic scanning. Cardiac valves are shown in color (AV valve, purple; BV valve, blue). (C) Schematic representation of synchrotron radiographic imaging method of ZF samples. (D) Representative three-dimensional (3D) models of WT ZF (left) and *fbn3*^*–/–*^ ZF (right) (16 and 18 mpf). Enlarged models of cardiac valves are shown to display the differences between WT and mutants. (E) Volume, length, and thickness measurements of AV (purple) and BV (blue) valves obtained from the 3D models (n = 9). Values are mean ± SEM. ∗*P* < 0.05, ∗∗*P* < 0.01. Statistical test analysis: Mann-Whitney *U* test (AV valve volume), unpaired Student’s *t*-test (BV valve volume, BV leaflet length, and BV leaflet thickness). 2D = 2-dimensional; A = atrium; other abbreviations as in Figures 1 to 3 and 7.

We next performed synchrotron radiographic imaging of *fbn3*^*–/–*^ and WT zebrafish (representative slices through the heart with highlighted valves are presented in Figure 8B) and generated 3D reconstructions of these data. Schematic representations are presented in Figures 8C and 8D; AV valves are shown in Supplemental Figure 10 and BV valves in Supplemental Figure 11. We found that *fbn3*^*–/–*^ zebrafish have larger BV valve volumes with longer and thicker leaflets than WT zebrafish, confirming abnormalities seen on histology. Conversely, volumes of AV valves of mutants did not exhibit a significant difference compared with WT zebrafish. Nevertheless, a small subset (2 of 12) of *fbn3*^*–/–*^ zebrafish had extremely aberrant AV valve morphology, with abnormal folding and fusing of various leaflet segments (Figure 8E).

Elastin staining did not reveal any overt breaks or dissections in the elastic layers of the BA or aorta in *fbn3*^*–/–*^ zebrafish (Supplemental Figure 12A). Likewise, the collagen layer surrounding the BA and aorta appeared comparable in thickness to that observed in WT controls (Supplemental Figures 12B and 12C).

Although most *fbn3*^*–/–*^ zebrafish exhibited preserved cardiac function despite BV valve and BA abnormalities, we tracked a mutant that represents a severely affected phenotype (as seen in approximately 2 of 12 mutants) across multiple imaging modalities. Pulse wave Doppler and color flow Doppler imaging revealed pronounced BV valve regurgitation (Supplemental Figure 13A). Synchrotron-based 3D reconstruction of the same fish showed a markedly enlarged atrium, relatively small ventricle and BA, and highly dysmorphic AV and BV valves (Supplemental Figure 13B). Corresponding histology and synchrotron slices confirmed consistent leaflet malformations (Supplemental Figure 13C), including hypertrophic valve interstitial cells of the AV valve (Supplemental Figure 13D).

## Discussion

Due to sustained advances in diagnostics, longitudinal care, and both medical and surgical interventions, the life expectancy of individuals with MFS has improved dramatically over the past 3 decades.^26^ Although mechanistic insights from mouse models have informed new therapies,^27^ current medical treatments mainly attenuate aortic enlargement, with no shown effect on preventing aortic dissection. In addition, fundamental questions concerning early developmental processes in MFS, tissue-specific dynamics, impact of genetic variants, and targetable disease mechanisms remain unresolved. There is a growing need for complementary vertebrate models that allow higher-throughput in vivo functional studies to capture aspects not accessible in mice. We believe that these issues can be addressed by the new *fbn3* mutant zebrafish model, which presents a consistent, early-onset MFS-like phenotype, including aortic dilation, valvular defects, and arrhythmia.

### Zebrafish *fbn1* Deficiency: A Critical Look at Cardiovascular Phenotype Reproducibility

Despite the high level of conservation between zebrafish and human fibrillins, findings in the current study suggest that the zebrafish *fbn1* isoform may not be the direct functional ortholog of human *FBN1*, as loss of *fbn1* did not result in a cardiovascular phenotype. These results contrast with earlier studies that described mild cardiovascular abnormalities in *fbn1*-deficient zebrafish.^28^, ^29^, ^30^ Specifically, morpholino knockdown of *fbn1* resulted in abnormal vessel dilatation in the head and a lack of venous plexus remodeling.^28^ However, these effects were only seen at relatively high morpholino concentrations. This raises concerns about potential off-target effects and dose-dependent toxicity.^31^ Another study used CRISPR/Cas9 to generate frameshift indels in *fbn1* exon 40 (labeled as exon 16 in the publication due to the incomplete genomic annotation of *fbn1*) and reported limited data indicating body elongation, reduced pigmentation, and altered cardiac blood flow in *fbn1*^*+/–*^.^29^ More recently, an independent group used CRISPR/Cas9 to model a likely pathogenic nonsense variant in exon 60 of *fbn1* (labeled as exon 19 in the publication).^30^ They reported a range of phenotypes in their *fbn1*^*+/–*^ mutants, including pericardial edema, tail curvature, aortic arch bleeding, decreased cardiac function, angiogenesis abnormalities, and increased dorsal aortic diameter; no quantitative data were presented, however.

We were unable to replicate these results in any of the 4 independently generated stable *fbn1* mutant lines. Genetic background is known to influence cardiovascular severity in MFS mouse models,^32^ and thus strain differences between studies (TU vs AB in ours) could be a possible confounding factor. Nevertheless, this alone is unlikely to explain all discrepancies, and further independent studies will be needed to clarify the divergent outcomes of zebrafish *fbn1* deficiency.

### Lack of Compensatory Mechanisms Underscores Fibrillin Gene Complexity in Zebrafish

A possible explanation for the absence of a reproducible phenotype in our *fbn1* mutant models could be that transcriptional adaptation leads to compensatory changes in expression of related genes.^33^ Our qPCR analysis indicated nonsense-mediated decay of mutant *fbn1* transcripts in whole embryos and adult tissue, with a similar trend in isolated embryonic hearts. Importantly, neither whole-embryo nor isolated-heart data sets exhibited compensatory up-regulation of *fbn2* or *fbn3*, arguing against transcriptional adaptation. Instead, the lack of any detectable cardiovascular phenotype in our *fbn1*^*–/–*^ zebrafish likely reflects the complexity of the interspecies functional orthology within the fibrillin gene family.

### Lower Homology of Zebrafish *fbn2* to Human Fibrillins

We also investigated the cardiovascular impact of *fbn2* deficiency, alone and in combination with the loss of *fbn1*, but again detected no abnormalities. This finding aligns with the lower amino acid homology between *fbn2* and human fibrillins. Interestingly, zebrafish fibrillin-2 lacks all RGD motifs, which are known to mediate binding affinity toward various integrins,^34^ while it does contain a novel proline/glutamine–rich domain not found in any other fibrillins. These unique structural differences likely reflect its greater evolutionary distance and suggest a unique zebrafish-specific function, which may be less relevant to humans.

### *fbn3* Loss Leads to Developmental Defects

Unlike loss of *fbn1* and/or *fbn2*, disruption of *fbn3* consistently resulted in an early reproducible cardiovascular phenotype reminiscent of MFS, persisting into adulthood. This action suggests that *fbn3* plays a prominent role during early zebrafish development, functionally resembling human *FBN2*, although the effects during early development have a lasting impact throughout the zebrafish’s lifespan. This notion aligns well with our qPCR data, which show that expression of *fbn3* precedes *fbn1* during zebrafish embryogenesis, similar to *FBN2* and *Fbn2* in humans and mice, respectively, suggesting a conserved role for *fbn3* in early developmental processes.^35^

### Comparing CRISPR-Generated *fbn3* Mutants With Existing ENU Models

The *fbn3* mutant zebrafish generated in this study show a morphology similar to the ENU mutants *pfd*^*gw1*^^23^ and *sco*^*te382*^,^36^ which have, respectively, a nonsense or missense mutation in *fbn3*. Similar to these lines, the current study *fbn3* homozygous mutants displayed a characteristic fin-fold atrophy. Unlike *pfd*^*gw1*^ but similar to *sco*^*te382*^, the current mutants did not develop a notochord phenotype. It was later discovered that *pku300* mutations also contribute to the cardiovascular defects in the *sco*^*te382*^ mutant.^36^ The absence of notochord abnormalities in the current model, despite a frameshift near the *pfd*^*gw1*^ locus, therefore suggests that other genetic factors also contribute to the *pfd*^*gw1*^ phenotype and highlights the need for careful validation of forward genetics data.

As in the *sco*^*te382*^ mutant (but unlike *pfd*^*gw1*^), the severe pericardial edema phenotype was not completely penetrant in our *fbn3*^*–/–*^ zebrafish. We hypothesize that the progression to irreversible, lethal endocardial detachment occurs stochastically. As described for *sco*^*te382*^,^23^ all *fbn3*^*–/–*^ zebrafish likely experience compromised endocardial integrity and increased intercellular gaps, but only a subset reaches a critical threshold in the size of these gaps at which the endocardium fully separates from the cardiac jelly.^36^ Interestingly, approximately 30% of the current study mutants showed transient pericardial edema beginning around 2 dpf that resolved by 5 dpf. We hypothesize that in these embryos, the dynamically forming endocardial gaps are sufficiently closed during subsequent cardiac development, preventing complete endocardial detachment.^23^

### BA Dilatation in *fbn3* Mutants Reflects the Aortic Pathology Seen in MFS

Interestingly, the *fbn3*^*–/–*^ zebrafish without a pericardial phenotype at 5 dpf developed a dilated BA phenotype during the larval stage that persisted into adulthood. This phenotype is particularly relevant as the BA is anatomically and functionally related to the aortic root and ascending aorta in humans,^24^^,^^25^ which is typically dilated in patients with MFS.^37^ The elastic outflow properties of the BA support its evolutionarily conserved “Windkessel” function.^38^ Reports of aortic dilation in patients with *FBN2* defects^6^^,^^7^^,^^39^ support functional overlap among fibrillins and thus underscore the potential clinical relevance of this zebrafish model.

BA dilation is also characteristic of zebrafish mutants deficient in various mediators of TGF-β signaling, such as *alk5a*^*–/–*^; *alk5b*^*–/–*^^40^ and *ltbp1*^*–/–*^; *ltbp3*^*–/–*^^41^ double mutants; these mutants develop severe BA dilation, endocardial defects, and early lethality, phenotypes resembling the severely affected *fbn3*^*–/–*^ larvae. These similarities highlight the relevance of fibrillin and TGF-β interactions in vascular development and MFS pathogenesis.^41^

Unlike MFS mouse models, which exhibit elastin fragmentation, microdissections, and fatal aortic rupture,^42^ we found no evidence that BA dilation in *fbn3*^*–/–*^ zebrafish progresses to elastin breaks, dissection, or rupture. This discrepancy likely reflects species-specific structural features. The zebrafish outflow tract is considerably smaller and contains far fewer elastic lamellae than mammalian vessels, and it experiences very low blood pressure,^43^ which greatly reduces aortic wall stress. As a consequence, small structural defects may not present as stable, intermediate “pre-dissection” lesions in zebrafish and may instead progress directly to a full dissection but only under severe pathologic conditions. The only zebrafish line so far known to develop progressive ventral aortic dissection and rupture is a model with defects in the TGF-β effector proteins Smad3 and Smad6.^44^ Interestingly, even in that model of severe aortic disease, elastin breaks were not observed in the non-dissected regions. Thus, although BA dilation is clearly present, the vascular pathology in our *fbn3*^*–/–*^ model appears mild and did not reach the threshold required for dissection.

### *fbn3* Deficiency Induces Elevated Heart Rate and Arrhythmias

A slightly elevated heart rate was also found in the *fbn3*^*–/–*^ embryos of the current study. Although heart rate differences were not reported in common MFS mouse models,^45^ human-induced pluripotent stem cell–derived cardiomyocytes carrying a pathogenic *FBN1* variant also display an increased intrinsic beating rate.^46^ Of note, human cardiac electrophysiology compares more closely to zebrafish than to mice.^47^^,^^48^ In patients with MFS, cardiac arrhythmias are well-recognized clinical features,^49^ which have been replicated in mouse models.^50^ The adult *fbn3*^*–/–*^ zebrafish in the current study exhibited a higher frequency of irregular or skipped heartbeats, which might have important translational value given the clinical relevance of cardiac arrhythmias in MFS.^50^, ^51^, ^52^, ^53^

### Role of *fbn3* in Endothelial Function

Similar to the *pfd*^*gw1*^ mutant,^23^ the posterior caudal vein in *fbn3*^*–/–*^ zebrafish in the current study developed as a dilated structure with compromised vessel integrity and reduced endothelial barrier function during early development, shown by the leakage of both erythrocytes and intravenously injected fluorescent dye. This phenotype resolved in mutants that do not develop persistent endocardial detachment, but caudal vein dilation persisted when cardiac contraction and blood flow were pharmacologically inhibited. This suggests that fibrillin is required for blood flow–dependent biomechanical signaling crucial for vascular development, aligning with its established role in mechanosensing.^53^^,^^54^

In MFS mouse models (*Fbn1*^*C1041G/+*^ and *Fbn1*^*G234D/G234D*^), endothelial cells exhibit morphologic defects, including loss of alignment to blood flow, which are most pronounced at aneurysm-prone regions exposed to elevated mechanical stress.^55^^,^^56^ Because vascular smooth muscle cells are not recruited to the zebrafish arterial wall before 3 dpf, the early vascular defects observed here likely arise from endothelial dysfunction.^57^ The endocardial and venous phenotypes highlight an important role of fibrillins in endothelial structure and function, supported by previous evidence of endothelial dysfunction in patients with MFS.^58^^,^^59^

### Total Fibrillin Deficiency in Zebrafish Highlights Redundancy Between Different Fibrillins

In the current study, TKO zebrafish, lacking any functional fibrillin gene, displayed cardiovascular phenotypes during early development that are similar to the single *fbn3* KO, along with decreased general fitness and slightly decreased survival during larval stages. Interestingly, TKO zebrafish do not survive to adulthood, suggesting that the additional loss of *fbn3* unmasked essential functions of *fbn1* and *fbn2*. This also implies that loss of only 1 or 2 zebrafish fibrillins can generally be compensated by the other fibrillin(s) to guarantee (at least partial) survival, whereas the essential role of *fbn3* in cardiovascular homeostasis cannot be compensated. In mice, *Fbn1* was previously shown to functionally compensate for *Fbn2* loss during embryogenesis in a dosage-sensitive manner, confirming some level of redundancy in mammalian models as well.^60^

### *fbn3* Deficiency Triggers the Complement Pathway

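Of the 35 complement genes tested, 15 were higher and 20 lower in *fbn3*-/- embryos at 1 dpf (median log_2_FC −0.10, fry FDR 0.528, limma), and none had an FDR under 0.05 when adjusted over all genes. Adjusted over the list alone, 1 had, *cfhl4* (ENSDARG00000102456), which was lower (log_2_FC −0.69, standard error 0.17, FDR 0.462 over all genes). The *fbn3*-/- libraries of *cfb* at 1 dpf, between 21.1 and 29.0 CPM, were below all WT libraries, between 30.0 and 45.1 CPM (exact permutation test, 2-sided *P* = 0.0571), with a log_2_FC of −0.50 (standard error 0.2, FDR 0.651, edgeR). The mean log_2_ CPM of the list relative to WT was 0.08 ± 0.16 (SD, n = 3) in *fbn3*-/- and 0.00 ± 0.22 (SD, n = 4) in WT libraries at 1 dpf (exact permutation test, 2-sided *P* = 0.629), and the difference within batch A was −0.02. The change of the list differed between the stages (fry FDR 0.00275 for the interaction of genotype and stage, adjusted over the 10 lists). For single genes, the interaction *P* value was 2.2e-05 for *cfb* and 5.27e-05 for *c6* ENSDARG00000057113, with FDR values of 0.13 and 0.231 over all genes in edgeR's test. Beyond the genes named in the Results, *c3a.2* (ENSDARG00000087359) rose at 2 dpf from 2.72 ± 1.19 CPM (SD, n = 3 WT libraries) to 8.62 ± 2.81 CPM (SD, n = 5 *fbn3*-/- libraries), a log_2_FC of 1.67 (standard error 0.3, FDR 0.0336 from edgeR's quasi-likelihood test), 2.00 within batch A and 1.18 within batch B. Its FDR was under 0.05 in 19 of 28 alternative fits. Another C3 gene, *c3a.1* (ENSDARG00000012694), had a log_2_FC of 0.81 and an FDR of 0.0408 at 2 dpf.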

Bulk RNA sequencing of our *fbn3* mutants revealed early up-regulation of several complement pathway components. The complement system, a key component of innate immunity, can be activated via the classical, lectin, or alternative pathways, and increasing evidence implicates the alternative pathway in the pathogenesis of cardiovascular diseases, including aortic aneurysms. For example, alternative pathway activation contributes to elastase-induced abdominal aortic aneurysm formation, and patients with TAAD exhibit elevated plasma levels of C3a and C5a in patients with TAAD. Genetic ablation of *Cfb* in *Fbn1*^*C1041/G+*^ MFS mice reduced TAAD incidence, and the C3a-C3aR axis contributes to TAAD via MMP2 up-regulation.^61^^,^^62^ C1R variants have also been associated with TAA in patients with bicuspid aortic valve, suggesting a broader involvement of the complement system in aortic disease.^63^

Collectively, these findings and the current study data imply that complement activation may play a role in the cardiovascular manifestations of MFS. As highlighted earlier, the current study’s *fbn3*^*–/–*^ zebrafish as well as MFS mouse models show clear evidence of endothelial dysfunction. We propose that this may serve as a trigger for complement activation, leading to the recruitment of inflammatory cells, including neutrophils, which we confirmed by whole-mount immunostaining and live-imaging in *fbn3* crispants. Neutrophils secrete MMP9, and to a lesser extent MMP13, which degrade key extracellular matrix collagens, promoting TAAD progression. 

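The list of matrix metalloproteinase genes held 23 genes, of which 15 were higher in *fbn3*-/- embryos at 2 dpf (median log_2_FC 0.08, fry *P* = 0.00935 and FDR 0.0624, limma), and 4 of the 5 *fbn3*-/- libraries had a list mean above all WT libraries (exact permutation test, 2-sided *P* = 0.0536). The difference in the list mean was 0.31 in batch A and 0.41 in batch B. The list had an FDR under 0.05 in 4 of the 22 other settings, over a range from 0.0151 to 0.444. Among them were separate fits of the stages (0.0392) and leaving out WT replicate 3 at 2 dpf (0.0465). The others left out WT replicate 1 (0.0151) or replicate 5 (0.043) at 1 dpf, which are outside this contrast. The neutrophil gene *mpx* (ENSDARG00000019521) was at 39.3 ± 17.1 CPM in WT (SD, n = 3) and 37.1 ± 4.63 CPM in *fbn3*-/- libraries (SD, n = 5) at 2 dpf, a difference within the spread between libraries (log_2_FC −0.08, standard error 0.4, FDR 0.96, edgeR). WT replicate 2 was at 58.8 CPM, against 26.6 and 32.5 CPM in the other WT libraries. The paper counted stained neutrophils in the tail at a later stage and imaged living crispants. RNA of whole embryos at 2 dpf does not test those counts. At 1 dpf, *mmp9* was at 8.3 ± 6.1 CPM in WT (SD, n = 4) and 11.3 ± 3.96 CPM in *fbn3*-/- libraries (SD, n = 3), with an FDR of 0.822. Neither *mmp13a* gene nor *mmp13b* had an FDR under 0.05 at 1 dpf in any of the 27 alternative fits.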

Interestingly, *mmp9*, *mmp13a*, and *mmp13b* were increased in the *fbn3*^*–/–*^ RNA sequencing data set and could represent downstream targets of immune cell activation, contributing to aortic wall damage. Targeting the complement cascade, particularly components of the alternative pathway, may therefore represent a promising therapeutic strategy for preventing or mitigating TAAD in MFS.

### Cardiac Valve Abnormalities in Adult *fbn3* Mutants: Parallels With Patients With MFS

Elastin staining and synchrotron imaging revealed BV valve abnormalities in all adult *fbn3*^*–/–*^ zebrafish and AV valve defects in a smaller subset. Together with the increased inflow and outflow areas observed by color flow Doppler, these findings suggest an enlarged valvular annulus that could increase cross-sectional flow area despite preserved global cardiac performance. Nevertheless, alternative explanations, such as altered cardiac chamber compliance or subtle flow disturbances, cannot be excluded. More sensitive imaging modalities (eg, high–frame-rate echocardiography, 3D in vivo imaging) would be needed to resolve this, but such tools are not yet widely applied in zebrafish.

Similar valve defects are found in zebrafish lacking elastin a (*elna*^*sa12235*^),^64^ suggesting shared etiology and supporting the role of fibrillin as a scaffold for elastin. It is also plausible that the impaired endocardial cell behavior that we and others observed during early development in *fbn3*^*–/–*^zebrafish^23^ contributes to the valve defects seen in adults, as endocardial migration is crucial for early AV valve formation.^65^ Valve pathology has also been reported in *Fbn1*^*C1041G/+*^ and *Fbn1*^*C1041G/C1041G*^ MFS mouse models, both of which display dramatic alterations in mitral valve structure, including leaflet tip folding,^66^^,^^67^ features reminiscent of abnormalities in *fbn3*^*–/–*^ zebrafish with an AV valve phenotype.

The valve defects identified in the current *fbn3*^*–/–*^zebrafish model further support its validity as a model of the cardiovascular manifestations of MFS. In patients, mitral and tricuspid valve prolapse occurs in 65% and 35% of cases,^68^ although only 40% display associated regurgitation. In the current study’s zebrafish, regurgitation was detected only occasionally by pulsed wave Doppler, likely because mild or intermittent dysfunction may evade echocardiographic detection in such small hearts.^69^

Although some patients with MFS develop intrinsic cardiomyopathy, ventricular dysfunction is generally mild.^70^, ^71^, ^72^, ^73^ Consistent with this, the *fbn3*^*–/–*^ zebrafish displayed only mild ventricular hypertrophy with no functional abnormalities. Synchrotron-based 3D reconstructions also revealed no significant differences in cardiac chamber or BA dimensions. However, these measurements may be affected by postmortem tissue collapse, which could be addressed in future studies using vascular corrosion casting.^74^^,^^75^ Interestingly, *fbn3*^*–/–*^ zebrafish displayed higher variability in atrial volumes. Mutants with the largest atria also exhibited pronounced AV valve thickening, suggesting a pathophysiological consequence of prolonged volume overload from intermittent regurgitation.^76^ However, these cases were few, and echocardiography data were not available for direct confirmation.

### Study Limitations

An inevitable limitation of the current study concerns the interspecies relationship between the fibrillin genes in human and zebrafish. There is no definitive explanation why loss of zebrafish *fbn3*, rather than *fbn1*, gives rise to the observed MFS-like phenotypes, whereas *FBN1* is clearly the primary disease-causing gene in humans. Our data indicate that *fbn3* is more important during early development, resulting in the observed phenotypes in larvae, which persist until adulthood. The lack of any (progressive) phenotype in zebrafish lacking *fbn1* suggests a compensation by the other fibrillin(s), which is supported by the lack of viability of zebrafish lacking all fibrillin genes. Further studies will be necessary, however, to completely unravel the functional distinctions between the different zebrafish fibrillins. Nevertheless, our data are concordant in showing that loss of *fbn3* leads to phenotypes that mimic multiple cardiovascular manifestations of MFS.

The limitation of our *fbn3*^*–/–*^ zebrafish model is the observed phenotypic heterogeneity during larval stages. A conclusive explanation of the variable outcome of the endocardial phenotype in *fbn3*^*–/–*^ larvae, with only a subset developing a lethal phenotype, remains lacking. Our hypothesis that a stochastic process is the basis of the fate of the potential progression to complete endocardial detachment can only be proven by the exclusion of other possible explanations. Finally, the study focused predominantly on cardiovascular manifestations in this zebrafish model, as they are the chief cause of morbidity and mortality in patients with MFS. Additional studies will be necessary to investigate skeletal and ocular manifestations, which are common features in patients with MFS.

## Conclusions

This comprehensive study of zebrafish fibrillins found that disruption of zebrafish *fbn3* leads to a spectrum of cardiovascular abnormalities that resemble those observed in human MFS, including BA dilation, cardiac valve defects, and heart rhythm irregularities. These findings highlight the complex interspecies orthology of fibrillins. These data further suggest that the early phenotype observed in the current study model is potentially related to the activation of the innate immune system. The availability of this novel zebrafish model represents a significant new tool for research into the mechanisms of MFS-related cardiovascular manifestations and the identification of new therapeutic targets.

### Declaration of Generative AI and AI-Assisted Technologies in the Writing Process

The authors acknowledge the use of artificial intelligence tools (ChatGPT, Copilot, and Gemini) for text refinement.

Perspectives **COMPETENCY IN MEDICAL KNOWLEDGE:** MFS is a life-threatening connective tissue disorder with no effective cure. Understanding of its pathogenesis and available treatment options remains limited, highlighting the urgent need for more versatile animal models. We show that zebrafish with *fbn3* deficiency exhibit cardiovascular abnormalities that closely resemble those observed in patients with MFS. The data suggest that fibrillin defects disturb essential cardiovascular development processes, which is not addressed by currently recommended medical treatments for patients with MFS.

**TRANSLATIONAL OUTLOOK:** The availability of a zebrafish model that recapitulates multiple cardiovascular manifestations of MFS enables novel strategies to pursue better diagnosis and treatment options for patients. The cardiovascular phenotype of *fbn3*^*–/–*^ zebrafish larvae can serve as a valuable readout for unbiased in vivo high-throughput drug screening to uncover new therapeutic targets related to basic cardiovascular disease mechanisms involved in MFS. The model may also be of value to test the pathogenicity of rare *FBN1* variants identified with diagnostic testing.

## Funding Support and Author Disclosures

This work was supported by a grant from the Research Foundation Flanders (G0A8322N, Drs De Backer and Sips), the 2019 Grant for Medical Research from the Baillet Latour Fund (Dr De Backer), a Concerted Research Action grant from the Ghent University Special Research Fund (BOF GOA019-21, Drs Segers, De Backer, and Sips), and an Interdisciplinary Research grant of the Ghent University Special Research Fund (IOP-038-18, Drs Segers, De Backer, and Sips).

The authors have reported that they have no relationships relevant to the contents of this paper to disclose.

# Supplementary material for: Systematic Disruption of Zebrafish Fibrillin Genes Identifies a Translational Zebrafish Model for Marfan Syndrome
**Source:** JACC Basic Transl Sci. 2026 Apr 22;11(5):101543. doi: 10.1016/j.jacbts.2026.101543
**Supplement:** Supplementary Material

**Supplemental Appendix**

Supplemental Methods

Supplemental Table 1.

Supplemental Table 2.

Supplemental Table 3.

Supplemental Table 4.

Supplemental Table 5.

Supplemental Table 6.

Supplemental Table 7.

Supplemental Table 8.

Supplemental Figure 1.

Supplemental Figure 2.

Supplemental Figure 3.

Supplemental Figure 4.

Supplemental Figure 5.

Supplemental Figure 6.

Supplemental Figure 7.

Supplemental Figure 8.

Supplemental Figure 9.

Supplemental Figure 10.

Supplemental Figure 11.

Supplemental Figure 12.

Supplemental Figure 13.

Supplemental References

# **Supplemental Methods**

**Zebrafish husbandry**

Zebrafish were maintained in a semi-closed recirculating housing system (ZebTec, Tecniplast, Buguggiatte, Italy) at a constant temperature (27–28 °C), pH (~7.5), conductivity (~550 mS), and a light/dark cycle (14 h/10 h). Fish were fed twice daily with dry food (Gemma Micro, Skretting, Stavanger, Norway) and once with Micro Artemia (Ocean Nutrition, Essen, Belgium). Breeding and the collecting of the embryos were performed according to previously described protocols.^1^ All experiments were performed on offspring from stable mutant lines derived from heterozygotes outcrossed for at least four generations to WT zebrafish to avoid confounding off-target effects. All experiments were approved by the Animal Ethics Committee of the Ghent University Faculty of Medicine and Health Sciences (ECD 17-75K, ECD 17-78 and ECD 19-16K) and conform to the guidelines from Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes. All efforts were made to minimize pain, distress, and discomfort.

**Generation of fibrillin mutant zebrafish lines**

Single Guide RNA (sgRNA) sequences used for the generation of the various mutant fibrillin lines are summarized in Supplemental Table 1. gBlocks containing the entire sgRNA sequence preceded by a T7 promotor were obtained from Integrated DNA Technologies (Leuven, Belgium), and used as template for in vitro transcription using the MEGAshortscript™ Kit (Thermo Fisher Scientific, Waltham MA, USA) according to the manufacturer’s instructions. Purified sgRNA transcripts were then injected together with Cas9 protein (Toolgen, Seoul, Republic of Korea) as a ribonucleoprotein complex into fertilised eggs of zebrafish carrying the *Tg(kdrl:EGFP) or Tg(mpx:GFP)*  reporter at the single-cell stage using a Femtojet 4i microinjector (Eppendorf, USA). Embryos were maintained in an incubator (28 °C) in E3 medium until 5 dpf prior to transfer into the zebrafish facility. Genetically stable mutant zebrafish lines were established by backcrossing with wild type (WT, AB background) zebrafish.

The genotype of zebrafish was determined by finclipping the tail at 3 months post fertilization (mpf). Fish were shortly anesthetized using 1x tricaine methanesulfonate solution. Briefly, DNA was extracted by heating the caudal fin biopsy in 100 ml 50 mM sodium hydroxide (NaOH) at 95 °C for 20 minutes, followed by the addition of 10 ml 1 M Tris-HCl (pH 8) to neutralize the solution before this was added to the PCR reaction mix. The primer pairs used for PCR amplification and Sanger sequencing are summarized in Supplemental Table 2. Thermocycling conditions were 95 °C for 3 minutes, followed by 35 cycles of 95 °C for 15 seconds, 58 °C for 10 seconds, and 72 °C for 15 seconds, and a final extension of 72 °C for 10 minutes. Finally, Sanger sequencing was performed on amplified fragments, using the same primer set as for the PCR amplification.

**RNA extraction of whole embryos for RNAseq and RT-qPCR**

Total RNA of 10 pooled WT, heterozygous and/or homozygous mutant *fbn3* zebrafish, collected at specific timepoints as mentioned in the corresponding figure legends, was extracted using Trizol^ã^ (Life Technologies Europe). Subsequently, RNA was purified using the RNeasy Mini Kit (Qiagen, Hilden, Germany) in combination with on-column DNAse I treatment (Qiagen, Hilden, Germany) according to the manufacturer’s guidelines. RNA concentration and purity were quantified using the Little Lunatic (Unchained Labs, Pleasanton, CA, USA) and RNA quality was determined using Tapestation (Agilent, USA) according to the manufacturer’s guidelines. Only samples with RNA integrity number (RIN) values higher than 9 were considered. Next-generation sequencing libraries were prepared using the TruSeq Stranded Total RNA kit (Illumina, USA) following the manufacturer’s recommended procedures. Sequencing was then performed on an a NovaSeq6000 instrument (Illumina, USA). Following quality control,^2^ raw reads were aligned to the reference genome GRCz11 using STAR.^3^ 

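The counts made from these alignments covered 32520 genes, of which 4068 share their symbol with another gene of the table, so that genes were followed by identifier. The 10 genes with the most counts took between 7.36% and 9.1% of the counts of a library, and between 25103 and 27398 genes had at least 1 count. Replicates of the same condition differed by more than the sampling noise, with a chi-square per degree of freedom between 10.37 and 131.66 for pairs of libraries, and no pair had the values of a library counted more than once. The paper cites a read-counting program but its text gives no counting options, and the files do not show whether strand was used. Values of overlapping or antisense genes are therefore uncertain.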

Data normalization and filtering were conducted using standard workflows in R.^4–6^ Differential expression analysis was performed with edgeR, applying corrections for multiple testing.^7,8^ Multiplicity correction was performed by applying the Benjamini-Hochberg method to the p-values to control the false discovery rate (FDR). Differentially expressed genes (DEGs) were defined using a FDR-adjusted p-value < 0.05 and absolute log_2_ fold change > 1. 

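At 2 dpf, the threshold on the fold change lowered the number of genes from 55 to 42. A gene such as *c3a.1*, past the FDR threshold with an absolute log_2_FC under 1, was left out of the second number. The thresholds do not depend on the number of reads of a gene, but a low gene needs a larger fold change to reach the same FDR. For *mmp13b*, the WT libraries at 2 dpf held between 7 and 19 counts and the *fbn3*-/- libraries between 41 and 216.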

GO enrichment analysis was subsequently performed to identify affected biological pathways.^9^

cDNA was synthesized starting from 750 ng RNA using the iScript cDNA Synthesis Kit (Bio-Rad Laboratories, Hercules, CA, USA), and primers (IDT; Integrated DNA Technologies) were designed using IDT’s PrimerQuest tool. For each cDNA sample, RT-qPCR reactions were prepared in triplicate with the addition of SsoAdvanced^™^ Universal SYBR^®^ Green Supermix (Bio-Rad Laboratories, Hercules, CA, USA) prior to analysis on a Roche LightCycler 480 System (Roche Diagnostics, Mannheim, Germany). The reference genes *elfa* and *bactin2* were used for normalization, which primer pairs are shown in Supplemental Table 3.^10^ Cq values were analysed using Excel using the ΔΔCq method.

**RNA extraction of isolated embryonic hearts for RT-qPCR**

RNA extraction was performed using a protocol partially based on the method described by Lombardo *et al*.^11^ Zebrafish hearts from 2 dpf (~50-100 hearts pooled per sample) and 5 dpf (~20-30 hearts pooled per sample) WT and *fbn1^-/-^* embryos were manually dissected in Tyrode’s solution (composition (in mM): NaCl 136, KCl 5.4, MgCl_2_ 1 mM, NaH_2_PO_4_ 0.3, CaCl_2_ 1.8, glucose 5, HEPES 10, BSA 1.5%, with pH adjusted to 7.4) to preserve their viability during harvesting as described previously.^12^ The pooled samples were stored in 750 µl RNA later before being centrifuged at 15,700 x g for 20 min at 4°C to pellet the hearts. The supernatant was carefully removed and checked under a stereomicroscope, without disturbing the pellet. Any remaining hearts in the supernatants were recovered and washed with PBS, and added to the previously obtained pellet in the smallest volume possible. Sedimented hearts were resuspended in 500 µl Trizol on ice and then vortexed to disrupt the tissue and incubated for 5 min at room temperature. Chloroform (100 µl) was then added and the homogenate was transferred to a pre-spun PLG tube followed by a 3 min incubation period at RT. Phase separation was achieved by centrifugation at 15,700 x g for 15 min at 4°C, after which the aqueous phase was transferred into a new tube. Subsequently, RNA was purified using the RNeasy Micro Kit (Qiagen, Hilden, Germany) in combination with on-column DNAse I treatment according to the manufacturer’s guidelines. RNA concentration and purity were quantified using the Little Lunatic, as previously described.

cDNA was synthesized starting from 50 ng RNA using the SuperScript^™^ VILO^™^ cDNA Synthesis Kit, according to the manufacturer’s guidelines. For each cDNA sample, RT-qPCR reactions were prepared in duplicate with the addition of SsoAdvanced^™^ Universal SYBR^®^ Green Supermix (Bio-Rad Laboratories, Hercules, CA, USA) prior to analysis on a Roche LightCycler 480 System (Roche Diagnostics, Mannheim, Germany). The reference genes *elfa* and *tdr7* were used for normalization, which primer pairs are shown in Supplemental Table 3.^10^ Cq values were analysed using Excel using the ΔΔCq method. Amplification curves were detected for all replicate measurements for *fbn3* and for both reference genes. Samples that did not yield a detectable amplification curve were classified as non-detects and assigned a Cq value of 40 (the assay’s maximum cycle number) for downstream analysis of this gene. This single-value imputation approach is commonly used in RT-qPCR studies to enable comparison across samples with low-abundance transcripts. Sample non-detects were present for one replicate of a 2 dpf *fbn1^-/-^* sample for *fbn2* detection, for one replicate of a 5 dpf WT sample for *fbn1* detection, for one replicate each of three 5 dpf *fbn1^-/-^* samples for *fbn1* detection, and for both replicates of an additional 5 dpf *fbn1^-/-^* sample for *fbn1* detection.

***In vivo* imaging of transgenic zebrafish larvae**

Live WT and mutant zebrafish larvae of various ages were anesthetized and embedded in a glass-bottom WillCo-dish (Willco Wells, Amsterdam, Netherlands) using 1% SeaPlaque low melting temperature agarose (Lonza, Basel, Switzerland) dissolved in E3 embryo medium with 0.5x tricaine. The embryos were either positioned with their heart directed towards the bottom of the dish to ensure optimal cardiac and ventral aorta visualisation or sideways positioned for optimal visualisation of the caudal vasculature. Images were captured using an inverted widefield microscope (Zeiss Axio Observer Z1), equipped with a Zeiss Axiocam 503 colour top mounted camera and operated by Zeiss ZenPro software.

To obtain a single in-focus brightfield image of the whole zebrafish larvae, z-stacks of 4 adjacent tiles were first acquired and merged along the optical axis using the Extended Depth of Focus (EDF) plugin in ImageJ software v.1.54g (National Institutes of Health, USA).^13^ The built-in stitching plugin of ImageJ was then used to merge the 4 individual focused tiles along the x-axis. Fluorescent images were acquired with the same inverted widefield microscope.

Brightfield imaging was used to evaluate the cardiovascular function of 3 dpf WT and *fbn3^-/-^* larvae, as previously described.^14^ Briefly, short recordings (~ 4-5 cardiac cycles) with 60 frames/sec were recorded of larvae in a lateral position. The ventricular area of end-diastole and end-systole from three consecutive cardiac cycles was then used to quantify different parameters: heart rate (bpm), stroke volume (nl), cardiac output (nl/min), ejection fraction (%), systolic volume (nl) and diastolic volume (nl). Measurements were made with ImageJ analysis software.

For deep tissue imaging, WT and mutant larvae at different developmental stages were immobilized in low melting temperature agarose, as previously described. To minimize image distortion caused by the beating of the heart, zebrafish were given an overdose of tricaine just prior to acquisition. Imaging was performed on a Nikon A1R HD confocal/multiphoton system using a 20x air objective (Plan Apo VC 20x, NA 0.8, WD 1000 µm, MRD70200, Nikon). A tunable Mai Tai DeepSee Ti:Sapphire femtosecond laser (690 – 1040 nm, Spectra-Physics) set at 900 nm was used for two-photon excitation of GFP-labeled endothelial cells. Fluorescence emission was collected in epi-detection through a 525/50 nm band-pass filter (MHE57610) using a GaAsP non-descanned detector (A1-GNEI-2, Nikon). Images were acquired with a galvano scanner in unidirectional mode without line accumulation or averaging, at a scan speed of 1 frame per second. The pixel size was 1.23 µm, and z-stacks were acquired at 1.07 µm steps. A maximum-intensity projection was generated from approximately 170 optical sections using ImageJ (NIH). Image acquisition was performed using NIS-Elements software.

**Pharmacological manipulation with myosin inhibitor**

The heartbeat of WT and mutant *fbn3* larvae was stopped by adding 10 mM myosin inhibitor 2,3-butanedione 2-monoxime to E3 embryo medium. In parallel, control WT and mutant *fbn3* larvae were exposed to vehicle (1% dimethyl sulfoxide (DMSO). The compounds were added to the petri dish prior to the start of systemic blood circulation (± 22 hours post fertilization (hpf)), followed by manual dechorionation of the embryo. Embryos were embedded sideways in 1% low melting temperature agarose, as mentioned above. Z-stack imaging of the caudal vein of 24 and 48 hpf larvae was acquired using the same inverted widefield microscope (Zeiss Axio Observer Z1), equipped with a Zeiss Axiocam 503 colour top mounted camera and operated by Zeiss ZenPro software. ImageJ was used to perform caudal vein measurements.

**Whole-mount staining**

Immunofluorescence staining was adapted from a protocol previously described by Westerfield *et al.^1^* Euthanized 3 and 7 dpf embryos were fixed in 4% paraformaldehyde (PFA) in PBS for 2 hours at room temperature, rinsed in PBS and washed four times in PBS containing 0.8% Triton^TM^ X-100 (PBST). Embryos were then incubated in 100% methanol at -20°C for 30 min and subsequently rehydrated through a graded methanol/PBST series (75%, 50%, 25%). Permeabilization was performed using proteinase K with conditions adjusted to the developmental stage: 3 dpf embryos were treated with 20 µg/ml for 30 min, whereas 7 dpf embryos were treated with 30 µg/ml for 30 min. Enzyme activity was stopped by post-fixation in 4% PFA for 25 min at RT, after which samples were blocked in 5% bovine serum albumin in PBS for 1 hour at RT. Embryos were incubated overnight at 4°C with the primary antibody [Anti-Mpx (1:100, Genetex, GTX128379)] diluted in blocking solution, washed several times in PBST, and incubated overnight at 4°C with the fluorescent secondary antibody [donkey anti-rabbit Alexa Fluor^TM^ 594 (1:500, Invitrogen, A-21207)]. Finally, WT and *fbn3^-/-^* embryos at 3 and 7 dpf were embedded in 1% SeaPlaque low-melting agarose, as previously described.

Imaging was performed with a Nikon A1R HD Confocal microscope applying a 10x air (Plan Apo Lambda D 10X air objective, NA 0.45, WD 4.0, MRD70170, Nikon). A 488 nm and 561 nm diode laser (LU-N4 LASER UNIT 405/488/561/640, Nikon) was used for excitation of GFP-labelled endothelial cells and red-labelled neutrophils, respectively. A 405/488/561/640 dichroic mirror was used to separate the laser excitation light from the fluorescence signal. Fluorescence emission was detected through a 525/50nm (MHE57030) and 585/65 (MHE57070) band pass filter on GaAsP PMT’s (A1-DUG-2 GaAsP Multi Detector Unit, Nikon). In parallel, a brightfield image was acquired using the transmission detector. A galvano scanner was used for unidirectional scanning without accumulation or line averaging and a scan speed of 0.5 frames per second. The pinhole was set to 1.2 AU (19.16 µm) and the pixel size was 1.22 µm/pixel. A z-stack was acquired with a step size of 2.83 µm. NIS Elements was used as acquisition software. Confocal imaging was performed at the Ghent Light Microscopy (GLiM) CORE at Ghent University (Belgium).

Quantification of the whole-mount staining was performed in Fiji (ImageJ) based on thresholding. For each sample, a maximum-intensity projection was generated and the fluorescent signal was then isolated by applying a fixed intensity threshold. The region of interest was manually outlined and the number of neutrophils in the threshold limited area were measured.

**Assessment of vascular integrity by FITC-dextran injections**

WT and *fbn3^-/-^* zebrafish embryos aged ~ 30 hpf were embedded laterally in 0.5% SeaPlaque low melting temperature agarose, as previously described. Fluorescein isothiocyanate (FITC) - dextran (500 kDa) was injected into the duct of Cuvier, allowing the tracer to enter the heart and systemic circulation. The caudal vasculature was imaged at 1, 4, and 20 hours post-injection to assess vascular integrity, as determined by the presence of extravascular dye leakage.

**Transthoracic echocardiography of adult zebrafish**

Two-dimensional transthoracic echocardiography was performed using a Vevo 2100 ultrasound machine (Fujifilm VisualSonics, Toronto, Canada) and MS 700 linear array probe (50 MHz) (Fujifilm, VisualSonics, Toronto, Canada) according to the detailed protocol by Van Impe *et al*.^15^ Briefly, zebrafish were anesthetized in a 1x tricaine solution at 28 °C until a lack of response to external stimuli was observed. Next, zebrafish were stabilised in a customized 3D printed holder between two spongy clamps, submerged with 0.5x tricaine solution at 28 °C to maintain anaesthesia during the experiment, while minimizing the impact of anaesthesia on the cardiovascular parameters. All measurements were obtained within 3–4 minutes after the start of anaesthesia induction.

Pulsed-wave Doppler (PWD) and Colour Flow Doppler (CFD) ultrasound recordings were used for defining ventricular and bulbus arteriosus (BA) measurements *in vivo*, as well as quantifying dynamics of blood flow through the atrioventricular (AV) valve (ventricular inflow) and bulboventricular (BV) valve (ventricular outflow). PWD recordings were processed in a completely automated and unbiased manner in MATLAB v23.2.0 (R2023b) (MathWorks, Natick, MA), using previously published and validated algorithms.^15^ Overview of PWD ventricular inflow and outflow parameters is indicated in Supplemental Table 4.

The Matlab script also provided a visual overview of the heartbeat peaks during the 20-second-long recordings. To investigate beat-to-beat variability, therefore checking for heartbeat irregularity, we manually scored the heartbeat recordings. Score 1 to 3 was given to each sample, ranging from score 1 for recordings with no heartbeat variability, to score 3 for samples with highly irregular heartbeats.

Hemodynamic measurements of the ventricle and BA, as well as the analysis of the CFD ultrasound recordings, were manually performed using the Vevo LAB^TM^ analysis software package v5.8.2 (Fujifilm VisualSonics, Toronto, Canada). Tracings of the walls of the ventricle and BA were done in a 2D longitudinal axis view. Ventricular diastolic and systolic parameters are also indicated in Supplemental Table 4. To obtain the maximal dimensions of BA, its tracings were done immediately following BV valve contraction, revealing its maximal area, volume, and diameter.

CFD recordings in an abdominocranial axis view were used for directly visualising blood flow through the valves and possible regurgitation. Ventricular inflow and outflow areas were measured while in maximal intensity and averaged among three cardiac cycles. Regurgitation fractions of each were calculated as the ratios of inflow or outflow areas and their simultaneous retrograde flow.

WT and mutant zebrafish used for the echocardiography experiments ranged from 6 to 16 mpf but were age-matched for each experiment. To account for age- and sex-related differences in body sizes, ventricular and BA volumes were normalized to body surface area (recommended by Wang *et al*), which was calculated by the formula body surface area=8.46×weight^0.66^.^16^ The same was performed for PWD parameters atrial wave, atrial regurgitation, aortic wave, and aortic regurgitation, as recommended by Van Impe at al. As it was proven to have significant male-female differences, only zebrafish males were used for calculating the early peak and velocity time interval of the early peak. All of the analyses were done by operators blinded to the genotype.

**Histological staining of adult zebrafish**

Adult zebrafish were euthanized by lethal dose of tricaine (1 g/L) and fixed in 4% paraformaldehyde in phosphate-buffered saline solution for at least 24 h, then decalcified with citric acid (45% formic acid, 5% sodium citrate) for 4-6 h. The samples were stored in 70% ethanol until paraffin embedding and microtome cutting into 5 μm thick sections using a Leica TP1020 tissue processor. For staining for elastin, a combination of Weigert’s Hematoxylin and Resorcin-Fuchsin staining was used for distinguishing nuclei and elastic fibers, respectively, with Van Gieson’s counterstain to examine collagen and miscellaneous tissue elements.^17^ For staining for collagen, Picrosirius Red solution was used.^18^

**Synchrotron imaging and 3D reconstruction of zebrafish hearts**

Propagation-based phase-contrast synchrotron X-ray imaging was performed at the TOMCAT (X02DA) beamline of the Swiss Light Source (Paul Scherrer Institute, Villigen, Switzerland) and at the I13-2 beamline of Diamond Light Source (Harwell Science and Innovation Campus, Oxfordshire, UK). *fbn3^-/-^* zebrafish aged 16 and 18 mpf, along with age-matched WT controls, were fixed, decalcified, and stored in 70% ethanol. Directly before scanning, samples were immobilized vertically in 1.5 ml Eppendorf tubes using 1% low- melting temperature agarose. Custom-made sample holders were used to secure the Eppendorf tubes to the rotation stage between the X-ray source and CCD camera.

Image stacks with a resolution of 2560 × 2560 pixels and 2160 slices were captured by a photon detector mounted on a visual light microscope. Total magnification was 4×, with a field of view of 4.16 mm × 4.16 mm (in-plane) × 3.51 mm (axial), and an isotropic voxel size of 1.625 µm^3^. Tomographic reconstruction, including phase retrieval, was performed on-site using Paganin’s algorithm.^19^ Detailed scan parameters of the individual beamlines optimized for zebrafish samples^20^ are provided in the Supplemental Table 5.

Image processing was performed using the medical software package Mimics v25.0 (Materialise, Leuven, Belgium). The zebrafish hearts, including the atrium, ventricle, cardiac valves, and BA with the aorta until the first branching site, were semi-automatically segmented. 3D models of the zebrafish hearts were generated from these masks, enabling analysis of volumes or 2D dimensions, such as valve length and thickness or BA diameter, and their comparisons between the genotypes (*fbn3^-/-^* vs WT). Measurements were normalised to body surface area.

**Supplemental Table 1.** Sequence of sgRNA used for each genotype.

| **Gene** | **Name** | **Exon** | **Size INDEL** | **sgRNA sequence** | **Predicted**  **nucleotide change** | **Predicted protein change** |
| --- | --- | --- | --- | --- | --- | --- |
| *fbn1* | Cmg79 | 34 | 4bp deletion | GGCTGGACGAGTGCTCGAAC | c.4223_4226del | p.S1408fs |
|  | Cmg57 | 38 | 4bp deletion | GGCCTGGACGTCCAGTACCG | c.4737_4740del | p.Q1579fs |
|  | Cmg64 | 38 | 4bp insertion | GGAACAGCAGCAGGACGCTT | c.4801_4802insTGAT | p.A1601fs |
|  | Cmg80 | 2 | 16bp deletion | GGGTGGAAAACCCTGACCGG | c.259_274del | p.L87fs |
|  | Cmg87 | 5 | 22bp deletion | TGCCACAGTGGGTCAAGCGT | c.558_599del | p.L186= |
|  | Cmg95 | 5 | 12bp deletion | TGCCACAGTGGGTCAAGCGT | c.579_590del | p.Q194H |
| *fbn3* | Cmg96 | 4 | 4bp deletion | TGCGAGAGCGGATGTCAGAA | c.458_461del | p.C153* |
|  | Cmg97 | 4 | 15bp deletion | TGCGAGAGCGGATGTCAGAA | c.462_476del | p.Q154R |

**Supplemental Table 2.** Primer pairs used for genotype verification.

| **Gene** | **Name** | **Exon** | **Size INDEL** | **Forward primer** | **Reverse primer** |
| --- | --- | --- | --- | --- | --- |
| *fbn1* | Cmg79 | 34 | 4bp deletion | ATTAACGAGTGTGAGATCGGG | GGCTTCTACTGCACTGGTAC |
|  | Cmg57 | 38 | 4bp deletion | AGCAATCATAAGCACGAGATCC | CCTGCTGCTGTTCTAGGG |
|  | Cmg64 | 38 | 4bp insertion | AGAATTGTATATGCAGGTCCAG | CCTGGAGGAGAAGGATTCAGA |
|  | Cmg80 | 2 | 16bp deletion | TTTATGAGTGTTTGACCCCTCC | GCTGGAGGAAACAGGATAAGT |
| *fbn2* | Cmg86 | 5 | 2 bp deletion | ATGTAAATCGCAGACTACCGGA | CCAAGGTCAGCACTGATTTTAT |
|  | Cmg87 | 5 | 22bp deletion | ATGTAAATCGCAGACTACCGGA | CCAAGGTCAGCACTGATTTTAT |
|  | Cmg95 | 5 | 12bp deletion | ATGTAAATCGCAGACTACCGGA | CCAAGGTCAGCACTGATTTTAT |
| *fbn3* | Cmg96 | 4 | 4bp deletion | TTCTGGGTCACACTGACACG | ACATTGCTTGCTTGGGATATTTGT |
|  | Cmg97 | 4 | 15bp deletion | TTCTGGGTCACACTGACACG | ACATTGCTTGCTTGGGATATTTGT |

**Supplemental Table 3.** Summary of primers used for RT-qPCR.

| **Reference target** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| *fbn1* | GTTCAGGCTCCTAAACCCTGT | GACAGTTGTGCTGCTTGGTG |
| *fbn2* | GAGCAGTGCCCACCTATCAG | CACAGATCGGGGACAACCTT |
| *fbn3* | TGGTGGGAACATACCAGTGC | AGCTTCCCTCCGAGTTTGTG |
| *elfa* | *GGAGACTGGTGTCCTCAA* | *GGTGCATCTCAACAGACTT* |
| *bactin2* | *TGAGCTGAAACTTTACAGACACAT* | *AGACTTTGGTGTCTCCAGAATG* |
| *tdr7* | GCAGCATAATTTGAGTACACCC | TTGCCTATATTCACTGAGAAATGGA |

**Supplemental Table 4.** Overview of the cardiovascular parameters obtained by two-dimensional transthoracic echocardiography of

adult fibrillin-impaired zebrafish.

| **Abbreviation** | **Unit** | **Description** | **Method of parameter measurement** |
| --- | --- | --- | --- |
| **A peak** | **mm/s** | peak velocity of the blood flow through the atrioventricular valve during diastole (inflow) | automated PWD |
| **A VTI** | **mm** | velocity time integral of the blood flow through the atrioventricular valve during diastole (inflow) | automated PWD |
| **A regurg** | **mm/s** | peak value of the atrioventricular valve regurgitation | automated PWD |
| **E peak** | **mm/s** | peak velocity of the passive blood flow through the atrioventricular valve during early diastole (inflow) | automated PWD |
| **E VTI** | **mm** | velocity time integral of the passive blood flow through the atrioventricular valve during early diastole (inflow) | automated PWD |
| **AET** | **ms** | aortic ejection time, i.e. the duration of bulboventricular valve being opened | automated PWD |
| **NFT** | **ms** | no flow time, i.e. the duration of atrioventricular valve being closed | automated PWD |
| **HR** | **beat/min** | heart rate | automated PWD |
| **HR st dev** | **-** | standard deviation of heart rate values | automated PWD |
| **Ao peak** | **mm/s** | peak velocity of the blood flow through the bulboventricular valve during systole (outflow) | automated PWD |
| **Ao VTI** | **mm** | velocity time integral of the blood flow through the bulboventricular valve during systole (outflow) | automated PWD |
| **Ao regurg** | **mm/s** | peak value of the aortic valve regurgitation | automated PWD |
| **area;d** | **mm^2^** | ventricular area during diastole | ventricular tracing |
| **area;s** | **mm^2^** | ventricular area during systole | ventricular tracing |
| **CO** | **ml/min** | cardiac output | ventricular tracing |
| **EF** | **%** | ventricular blood ejection fraction | ventricular tracing |
| **FS** | **%** | ventricular fractional shortening | ventricular tracing |
| **SV** | **µl** | ventricular stroke volume | ventricular tracing |

| **volume;d** | **µl** | ventricular volume during diastole | ventricular tracing |
| --- | --- | --- | --- |
| **volume,s** | **µl** | ventricular volume during systole | ventricular tracing |
| **inflow area** | **mm^2^** | amount of blood (in 2D) flowing to the ventricle through the atrioventricular valve during diastole (inflow) | CFD |
| **outflow area** | **mm^2^** | amount of blood (in 2D) flowing to the bulbus arteriosus through the bulboventricular valve during systole (outflow) | CFD |
| **inflow regurg fraction** | **%** | relative amount of blood (in 2D) that returns to the atrium through the atrioventricular valve during diastole; inflow area/retrograde flow area | CFD |
| **outflow regurg fraction** | **%** | relative amount of blood (in 2D) that returns to the ventricle through the bulboventricular valve during systole; outflow area/retrograde flow area | CFD |

**Supplemental Table 5.** P-values of cardiovascular parameters obtained by two-dimensional transthoracic echocardiography of adult *fbn1* and *fbn1*, *fbn2a* double mutant zebrafish, compared to age-matched WT or fbn1 mutants, respectively.

|  | ***fbn1*** | | | | ***fbn1, fbn2*** | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | ***fbn1 cmg57*** | ***fbn1 cmg64*** | ***fbn1 cmg79*** | ***fbn1 cmg80*** | ***fbn1 cmg80, fbn2 cmg86*** | ***fbn1 cmg80, fbn2 cmg87*** | ***fbn1 cmg80, fbn2 cmg95*** | ***fbn1 cmg79, fbn2 cmg95*** |
| **A peak** | 0.31 | 0.88 | 0.58 | 0.020 | 0.63 | 0.026 | 0.22 | 0.57 |
| **A VTI** | 0.021 | 0.43 | 0.85 | 0.57 | 0.25 | 0.045 | 0.40 | 0.82 |
| **A regurg** | 0.23 | 0.46 | 0.56 | 0.082 | 0.96 | 0.72 | 0.86 | 0.057 |
| **E peak** | 0.85 | 0.20 | 0.67 | 0.071 | 0.39 | 0.083 | 0.98 | 0.30 |
| **E VTI** | 0.31 | 0.13 | 0.91 | 0.79 | 0.25 | 0.11 | 0.76 | 0.41 |
| **AET** | 0.96 | 0.93 | 0.89 | 0.30 | 0.69 | 0.40 | 0.42 | 0.087 |
| **NFT** | 0.13 | 0.85 | 0.21 | 0.33 | 0.70 | 0.31 | 0.27 | 0.47 |
| **HR** | 0.34 | 0.75 | 0.22 | 0.61 | 0.93 | 0.15 | 0.74 | 0.70 |
| **HR st dev** | 0.88 | 0.23 | 0.59 | 0.75 | 0.57 | 0.67 | 0.53 | 0.61 |
| **Ao peak** | 0.67 | 0.24 | 0.29 | 0.51 | 0.36 | 0.69 | 0.24 | 0.73 |
| **Ao VTI** | 0.52 | 0.055 | 0.46 | 0.96 | 0.74 | 0.46 | 0.95 | 0.51 |
| **Ao regurg** | 0.25 | 0.022 | 0.77 | 0.96 | 0.44 | 0.17 | 0.92 | 0.18 |
| **area;d** | 0.005 | 0.38 | 0.78 | 0.48 | 0.11 | 0.98 | 0.53 | 0.31 |
| **area;s** | 0.012 | 0.24 | 0.47 | 0.37 | 0.49 | 0.97 | 0.61 | 0.87 |
| **CO** | 0.033 | 0.41 | 0.95 | 0.24 | 0.035 | 0.94 | 0.50 | 0.030 |
| **EF** | 0.69 | 0.95 | 0.77 | 0.044 | 0.49 | 0.36 | 0.27 | 0.51 |
| **FS** | 0.41 | 0.16 | 0.63 | 0.63 | 0.72 | 0.92 | 0.081 | 0.35 |
| **SV** | 0.032 | 0.37 | 0.73 | 0.50 | 0.057 | 0.66 | 0.53 | 0.030 |
| **volume;d** | 0.001 (↑) ^a^ | 0.79 | 0.65 | 0.42 | 0.034 | 0.63 | 0.70 | 0.093 |
| **volume,s** | 0.007 | 0.61 | 0.49 | 0.20 | 0.20 | 0.75 | 0.94 | 0.62 |
| **inflow area** | 0.043 | 0.24 | 0.64 | 0.86 | 0.53 | 0.36 | 0.56 | 0.007 |
| **outflow area** | 0.17 | 0.024 | 0.86 | 0.066 | 0.29 | 0.53 | 0.69 | 0.075 |
| **inflow regurg fraction** | 0.50 | 0.40 | 0.78 | 0.62 | 0.94 | 0.46 | 0.000 | 0.85 |
| **outflow regurg fraction** | 0.50 | 0.81 | 0.65 | 0.94 | 0.76 | 0.48 | 0.14 | 0.28 |

No significant differences were observed in any cardiovascular parameters. Statistical analysis: Shapiro-Wilk normality testing, followed by an unpaired t-test was used for normally distributed data, while non-normally distributed data was analyzed using the Mann-Whitney *U* tests. Bonferroni-adjusted values are reported (significance threshold: P ≤ 0.002), and the direction of change is indicated by an arrow (↑higher or ↓lower). The abbreviations list and explanations of the cardiovascular parameters are included in Supplemental Table 1.

^a^ Higher ventricle volume of the *fbn1 cmg57* mutants has been attributed to be clutch-specific and should not be interpreted as a significant finding, especially when comparing it to the other *fbn1* mutant lines.

**Supplemental Table 6.** P-values of cardiovascular parameters obtained by two-dimensional transthoracic echocardiography of adult *fbn3* impaired zebrafish, compared to respective age-matched WT.

|  | ***fbn3*** | |
| --- | --- | --- |
|  | ***fbn3 cmg96*** | ***fbn3 cmg97*** |
| **A peak** | 0.16 | 0.093 |
| **A VTI** | 0.053 | 0.22 |
| **A regurg** | 0.43 | 0.17 |
| **E peak** | 0.007 | 0.48 |
| **E VTI** | >0.99 | 0.15 |
| **AET** | 0.45 | 0.30 |
| **NFT** | 0.93 | 0.036 |
| **HR** | 0.71 | 0.15 |
| **HR st dev** | 0.082 | 0.87 |
| **Ao peak** | 0.89 | 0.34 |
| **Ao VTI** | 0.51 | 0.88 |
| **Ao regurg** | 0.27 | 0.40 |
| **area;d** | 0.054 | 0.68 |
| **area;s** | 0.028 | 0.82 |
| **CO** | 0.98 | 0.44 |
| **EF** | 0.42 | 0.55 |
| **FS** | 0.83 | 0.41 |
| **SV** | 0.70 | 0.44 |
| **volume;d** | 0.076 | 0.54 |
| **volume,s** | 0.024 | 0.70 |
| **inflow area** | <0.001 (↑) | 0.53 |
| **outflow area** | 0.001 (↑) | 0.001 (↑) |
| **inflow regurg fraction** | 0.45 | 0.063 |
| **outflow regurg fraction** | 0.23 | 0.25 |

The *fbn3 cmg96* mutant line exhibits increased inflow and outflow areas, with higher outflow also observed for the *cmg97* line. These observations are in line with the increase in length and thickness of the valve leaflets revealed by synchrotron imaging. No significant differences were observed in any other cardiovascular parameters compared to WT. Statistical analysis: Shapiro-Wilk normality testing, followed by an unpaired t-test was used for normally distributed data, while non-normally distributed data was analyzed using the Mann-Whitney *U* tests. Bonferroni-adjusted values are reported (significance threshold: P ≤ 0.002), and the direction of change is indicated by an arrow (↑higher or ↓lower). The abbreviations list and explanations of the cardiovascular parameters are included in Supplemental Table 1.

**Supplemental Table 7.** Overview of scan parameters across two synchrotron facilities.

| **Synchrotron facility** | Swiss Light Source, Paul Scherrer Institute, Switzerland | Diamond Light Source, Harwell Science and Innovation Campus, UK |
| --- | --- | --- |
| **Beamline** | TOMCAT (X02DA) | I13-2 |
| **Beam energy** | 21.8 keV monochromatic beam | 27 keV pink beam |
| **Object-detector distance** | 250 mm | 495 mm (-415 mm) and 295 mm (-615 mm) |
| **Number of projections** | 1501 | 1501 |
| **Scintillator** | LUAg:CE 20 µm | LuAg 500 µm |
| **Objective** | UPLAPO 4× objective | PlanApoN 2× objective |
| **Camera** | PCO.Edge 5.5 | PCO.Edge 5.5 |

**Supplemental Table 8.** Transcriptomic analysis of *fbn3^-/-^* mutants.

(Tab 1 and 2) List of all differentially expressed genes (DEG) in *fbn3^-/-^* mutants to WT control siblings at 1 and 2 dpf, based on logFC and adjusted p-value (FDR). 

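An enrichment analysis asks whether the genes of a gene ontology term are more frequent among the differentially expressed genes than among the genes that were tested, and it therefore depends on how many genes pass the thresholds. The rotation test of gene lists does not use these thresholds and asks whether the genes of a list shift together. Of the 20 such tests, 2 had an FDR under 0.05, the complement list at 2 dpf and the cardiac muscle list at 1 dpf.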

(Tab 3 and 4) Overview of all gene ontology-enriched biological pathways in *fbn3^-/-^* mutants to WT control siblings at 1 and 2 dpf. Supplemental Table 8 is attached as a separate file.

**
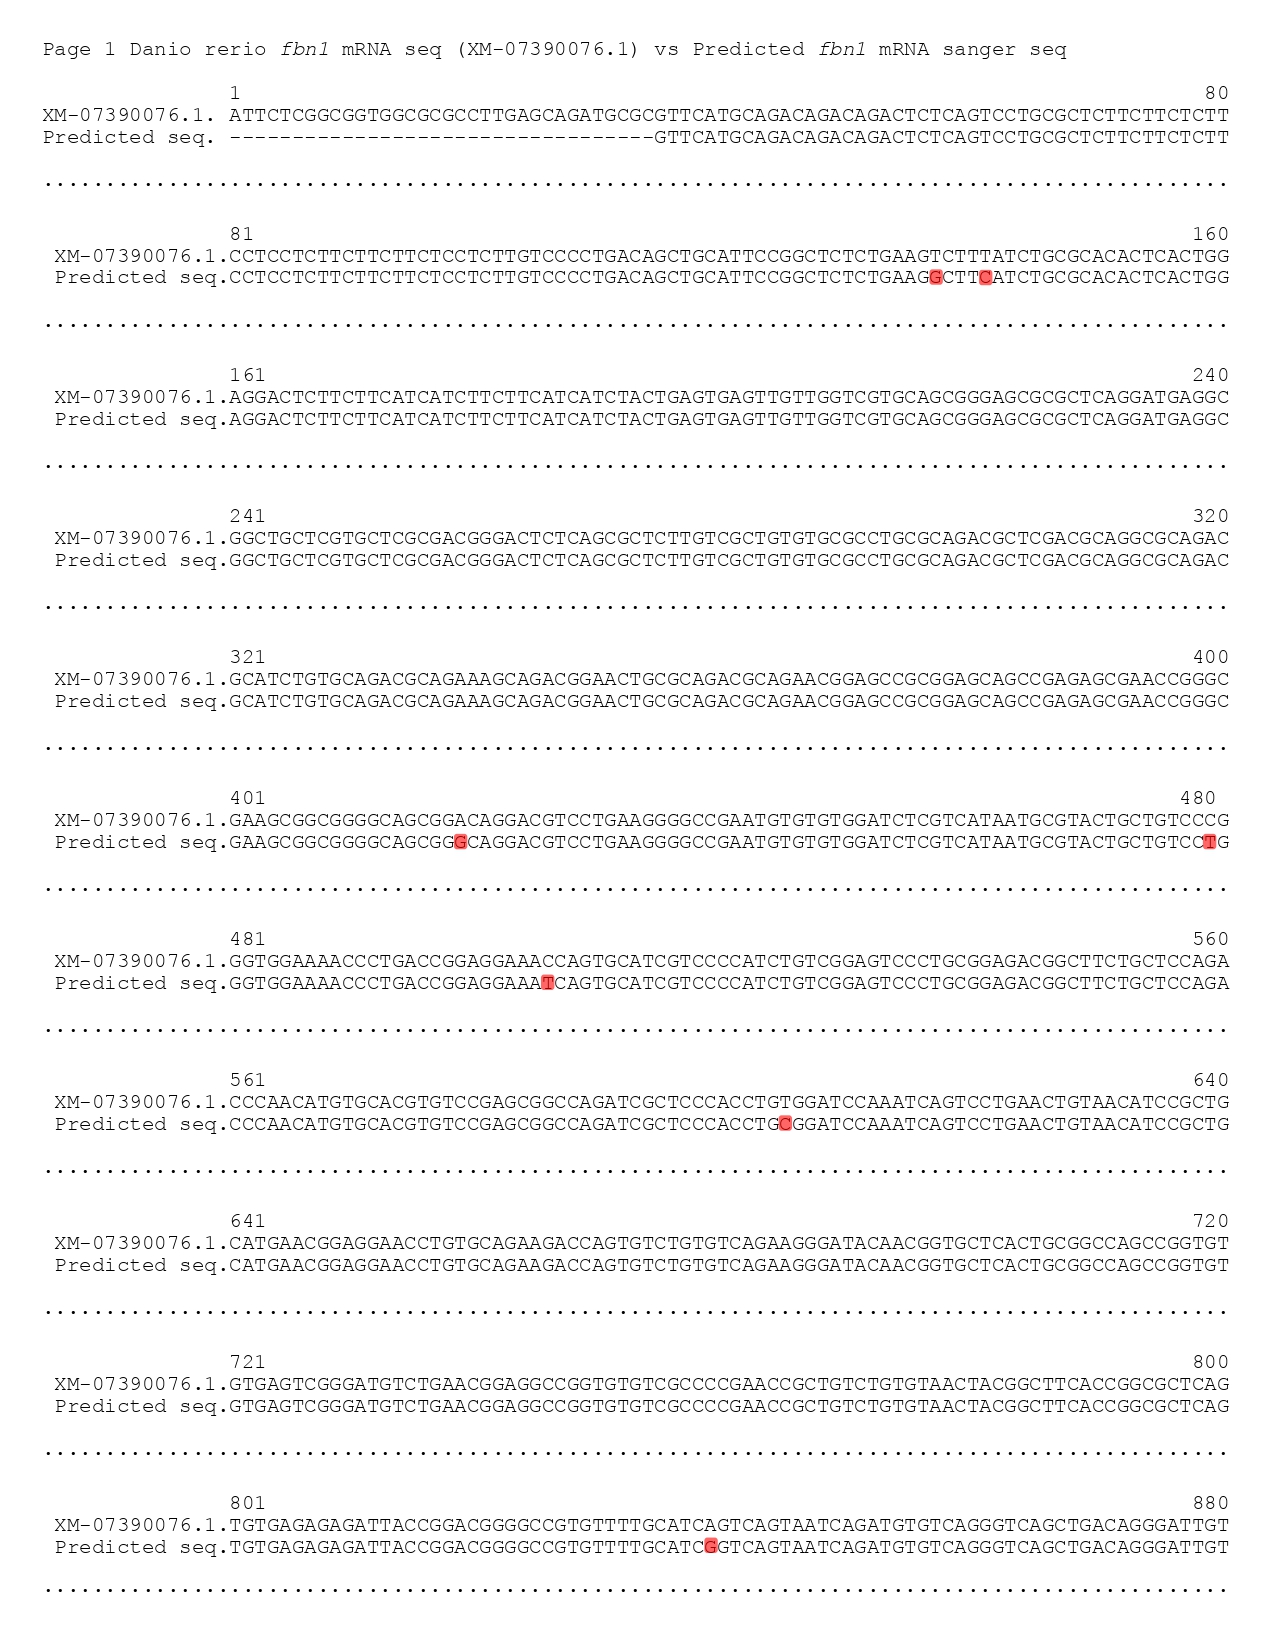
**

**
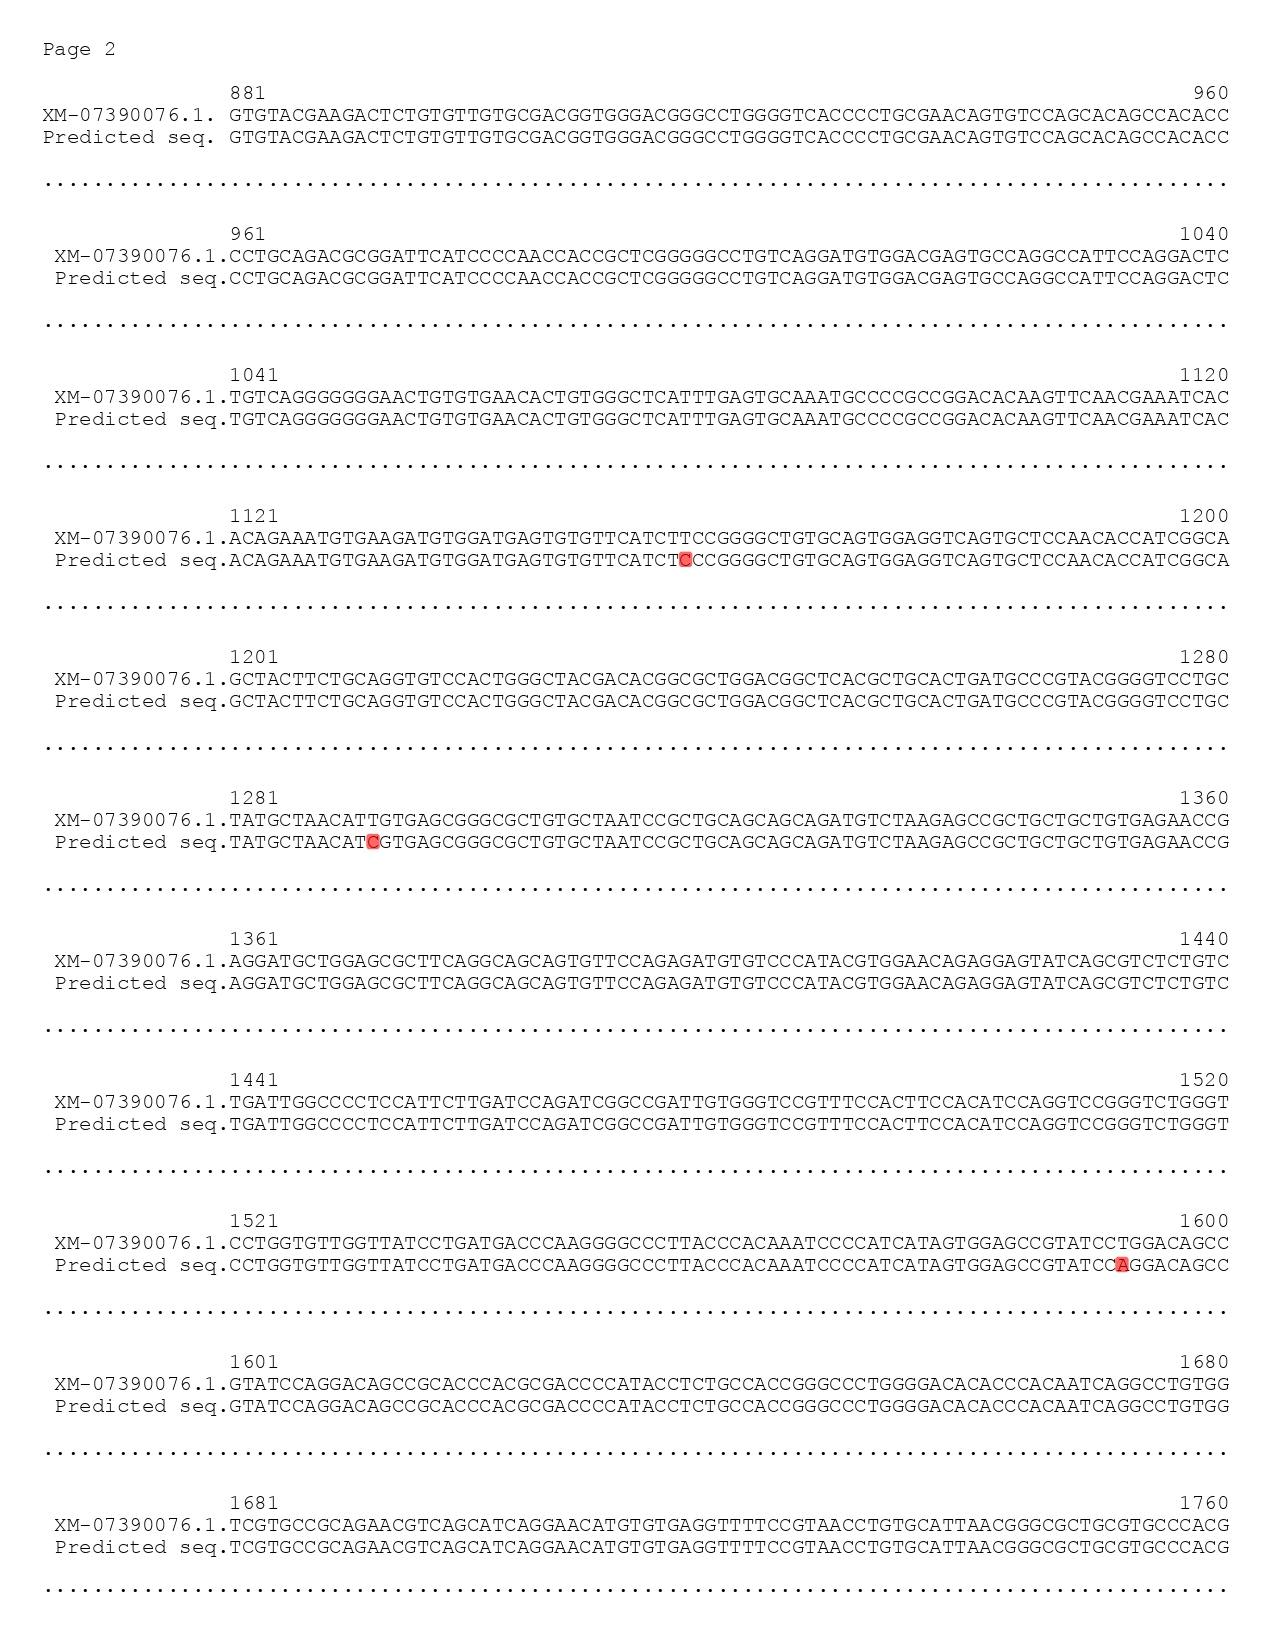
**

**
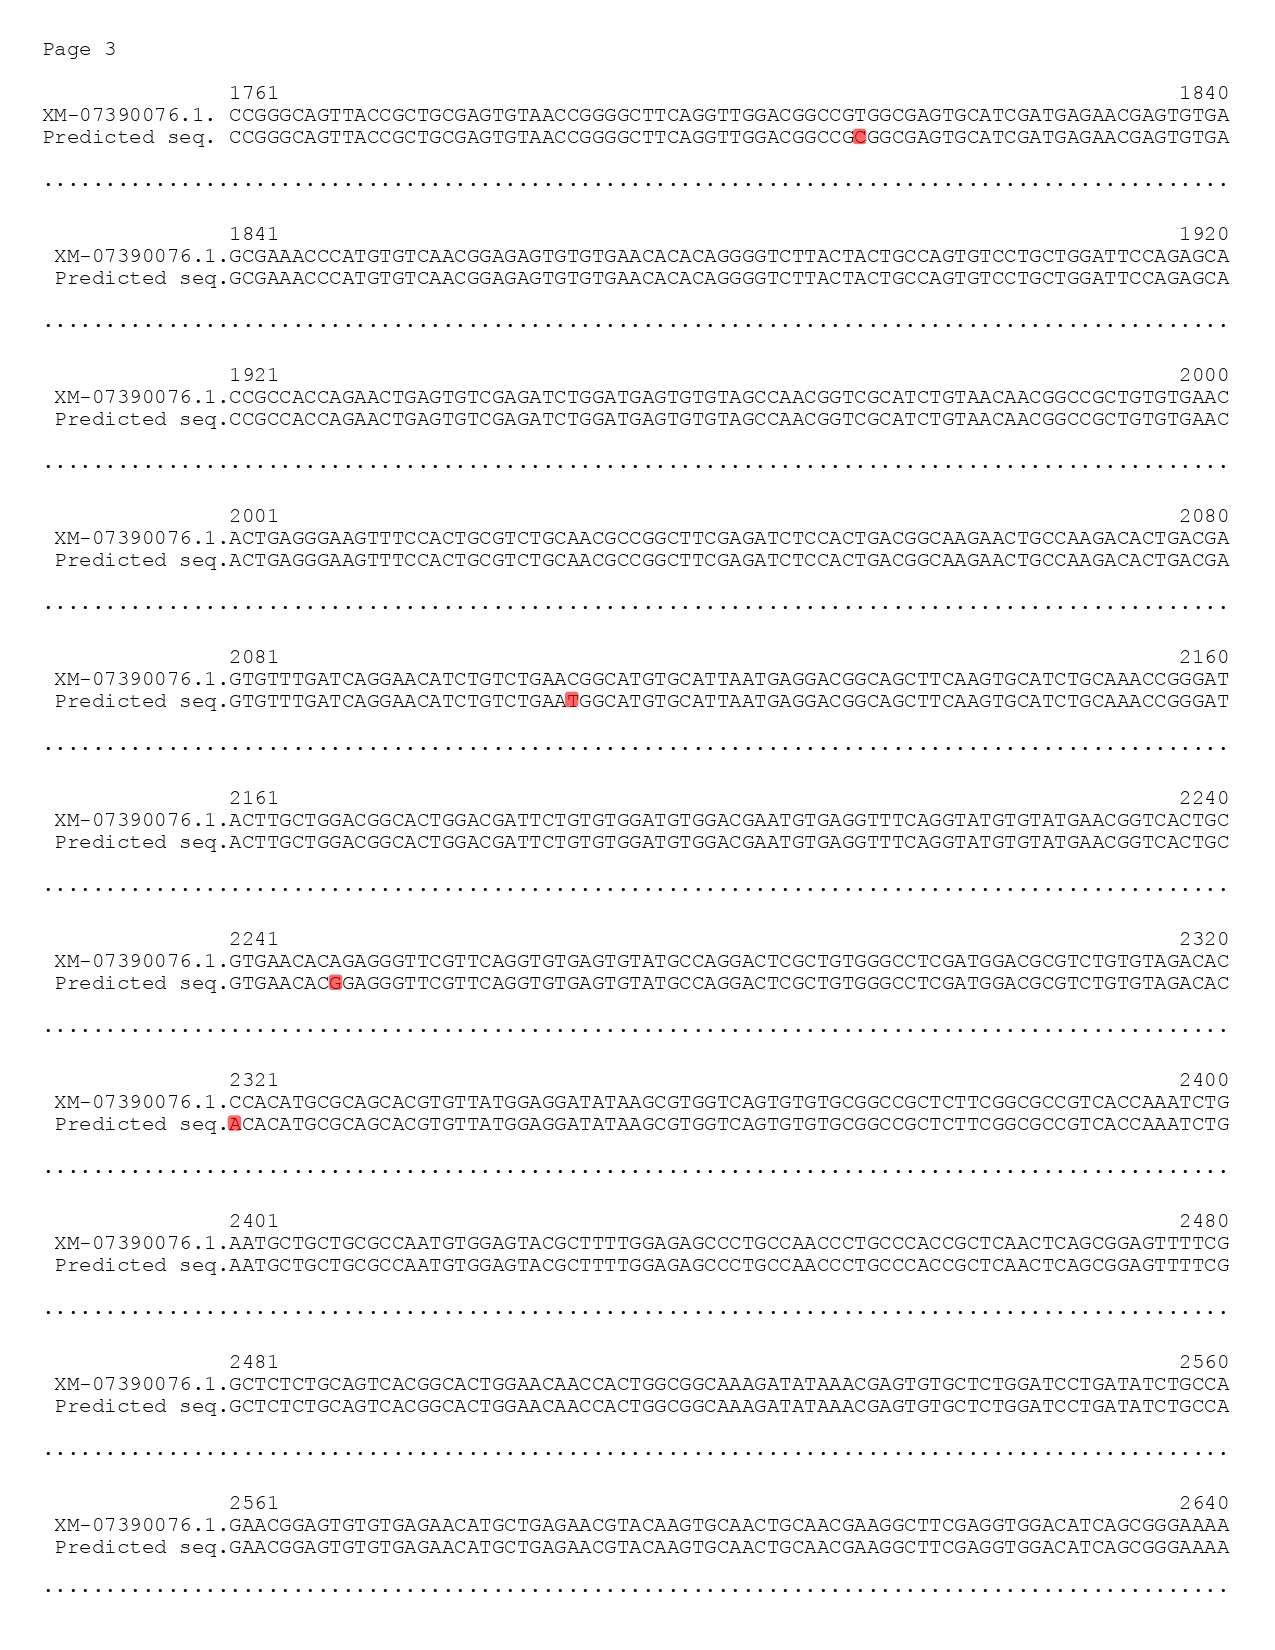
**

**
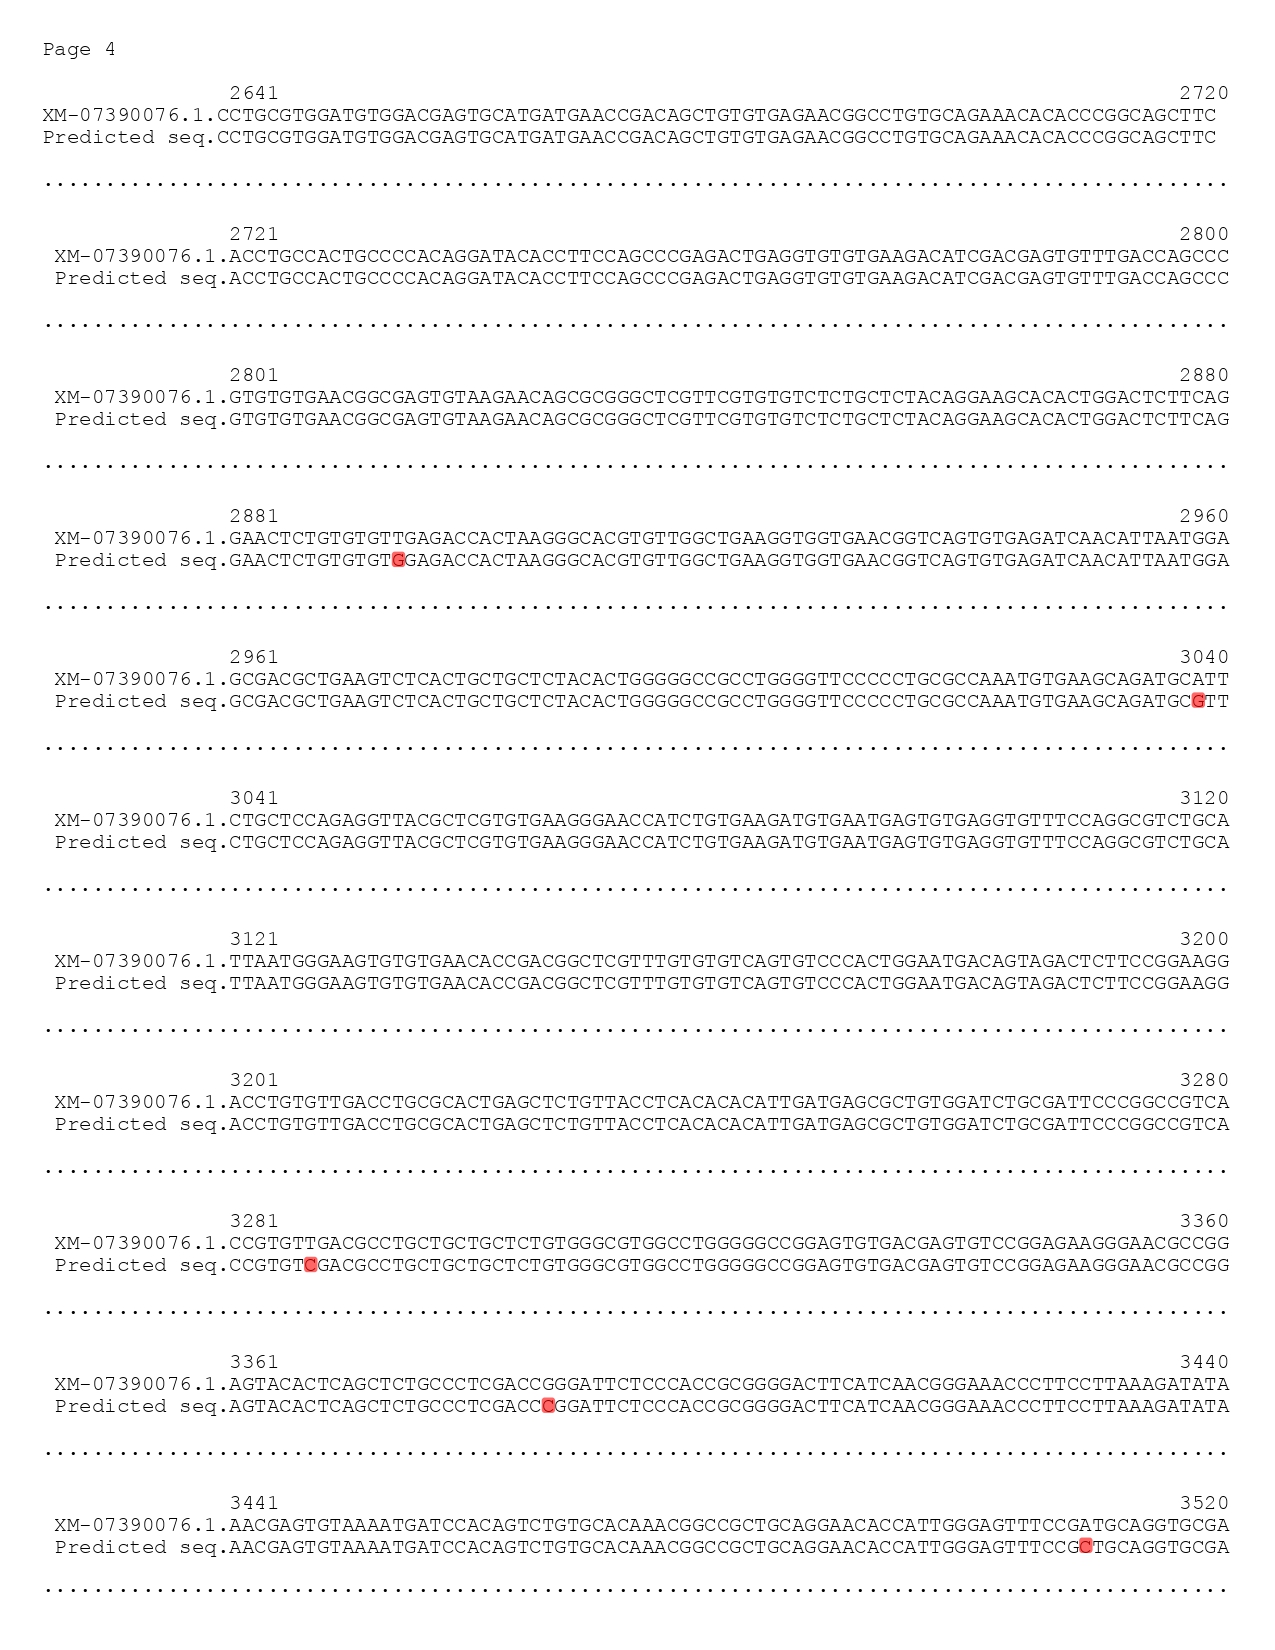
**

**
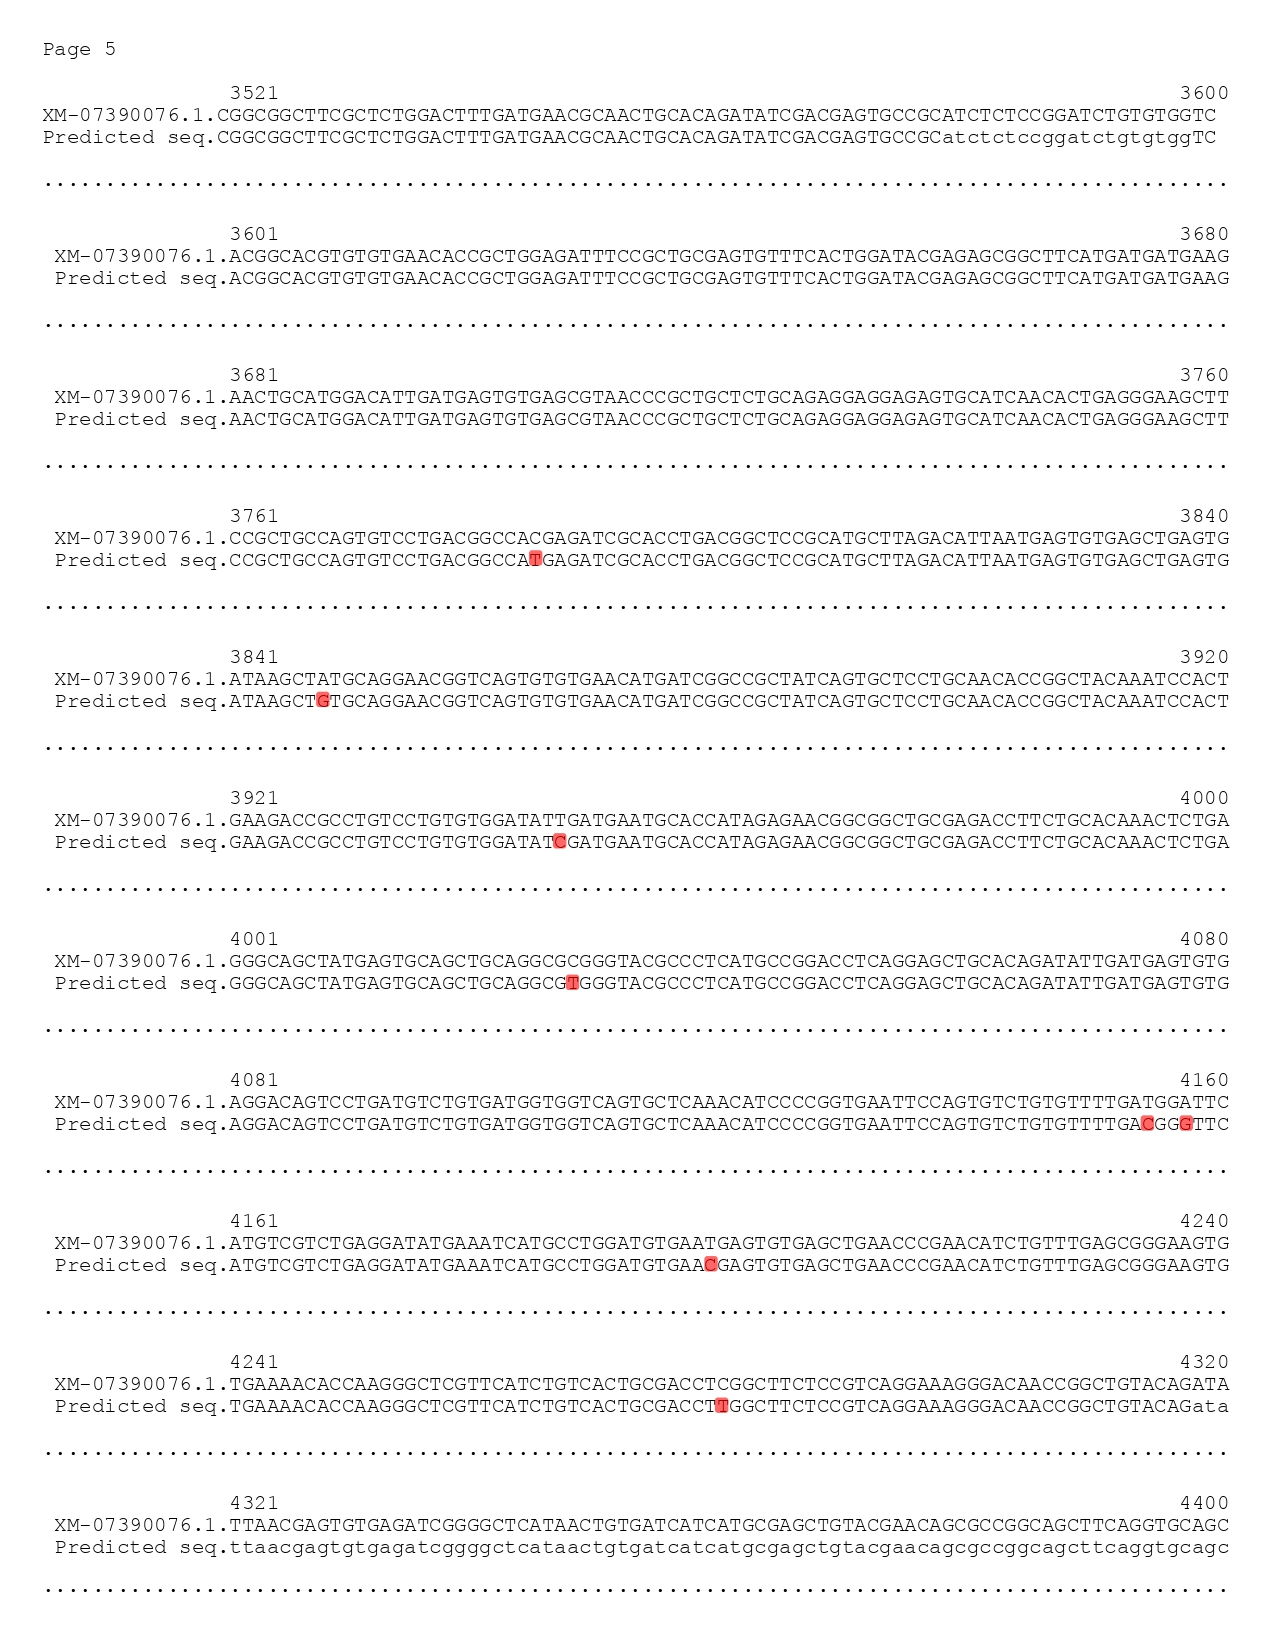
**

**
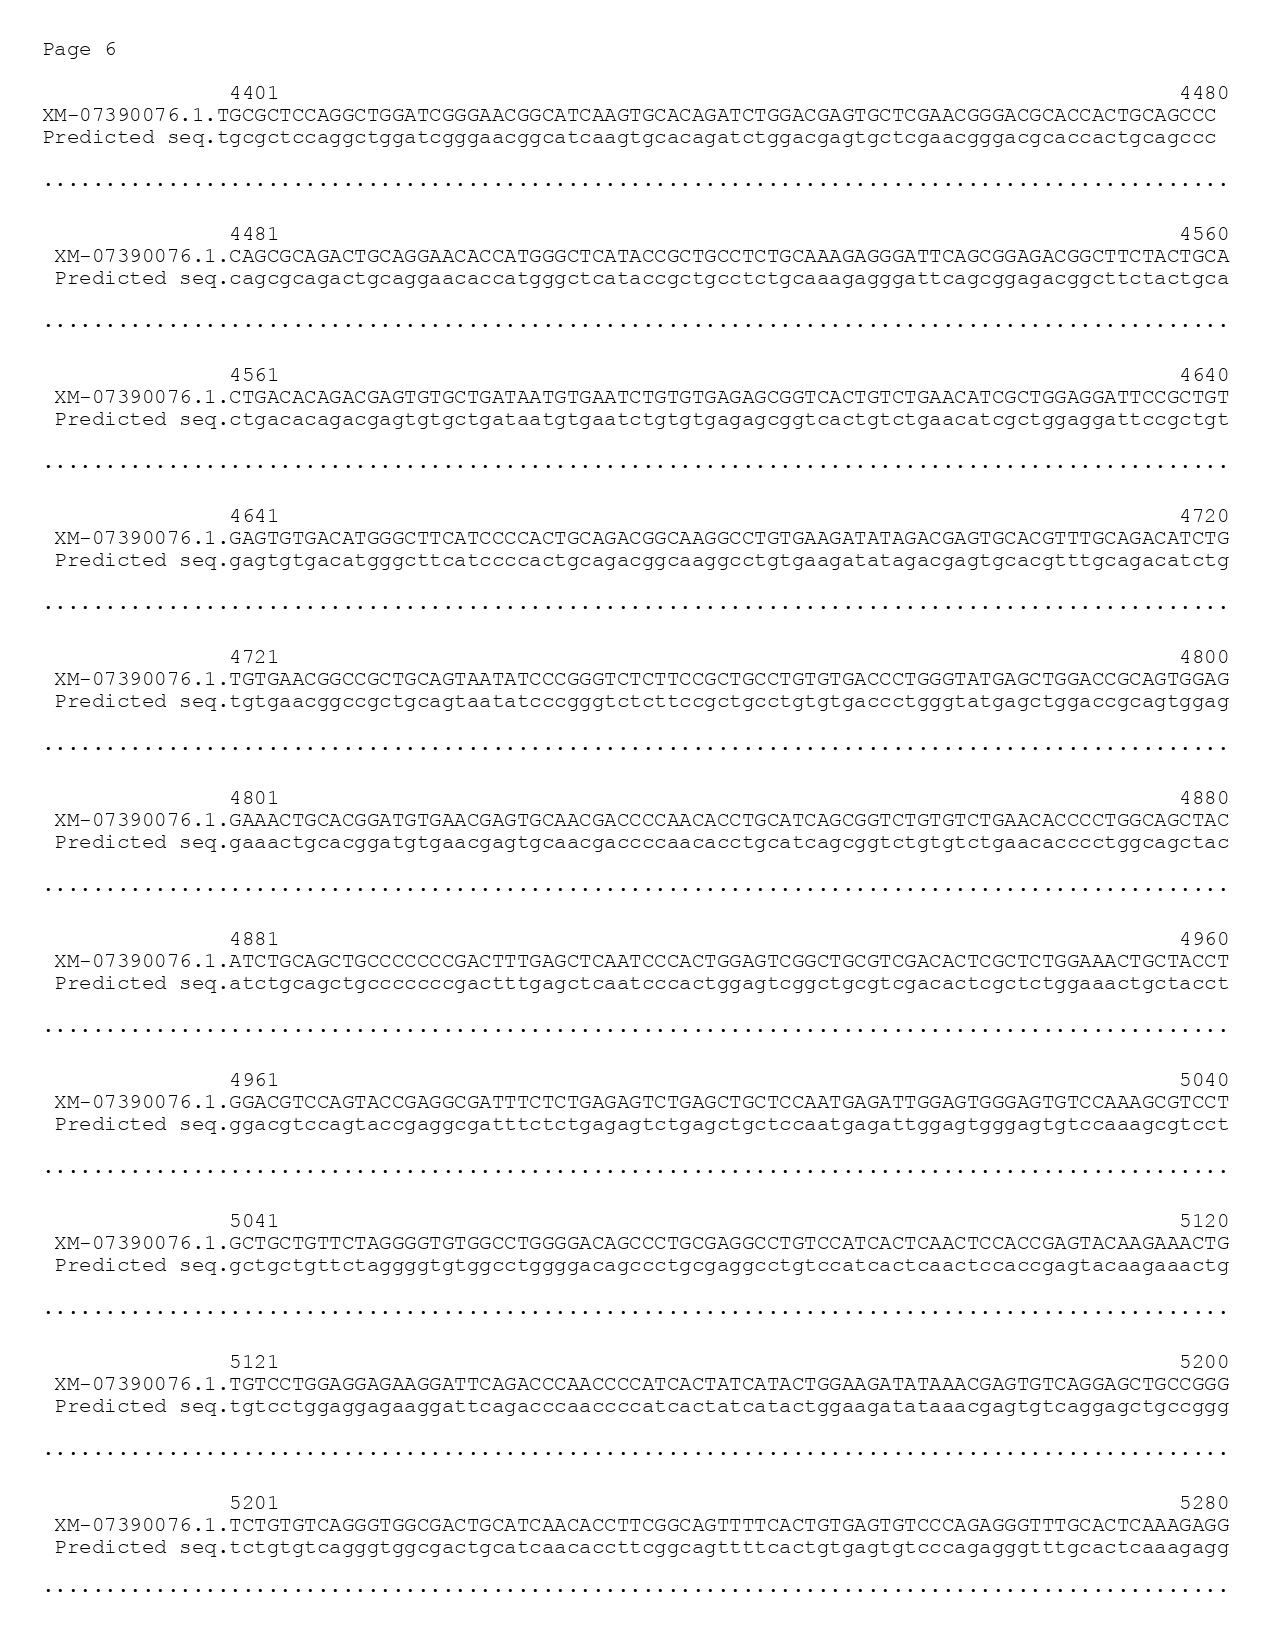
**

**
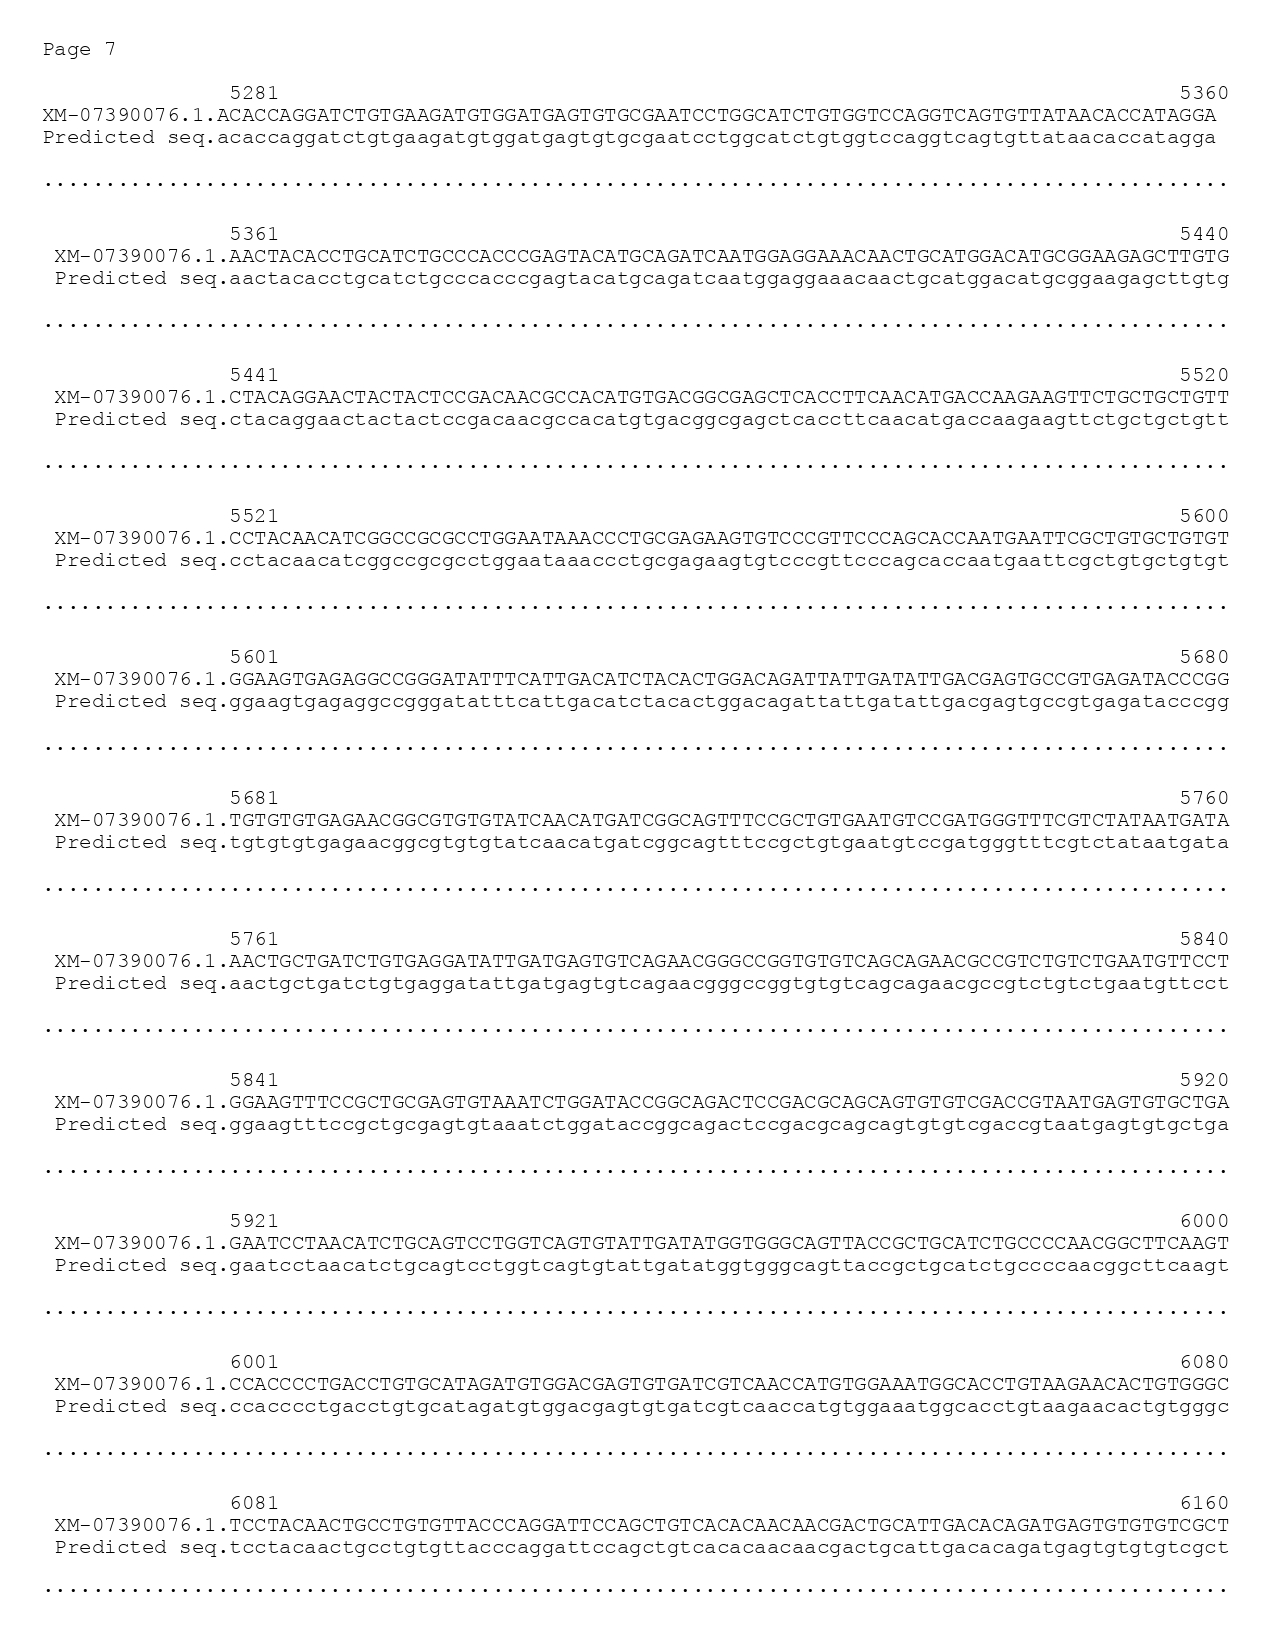
**

**
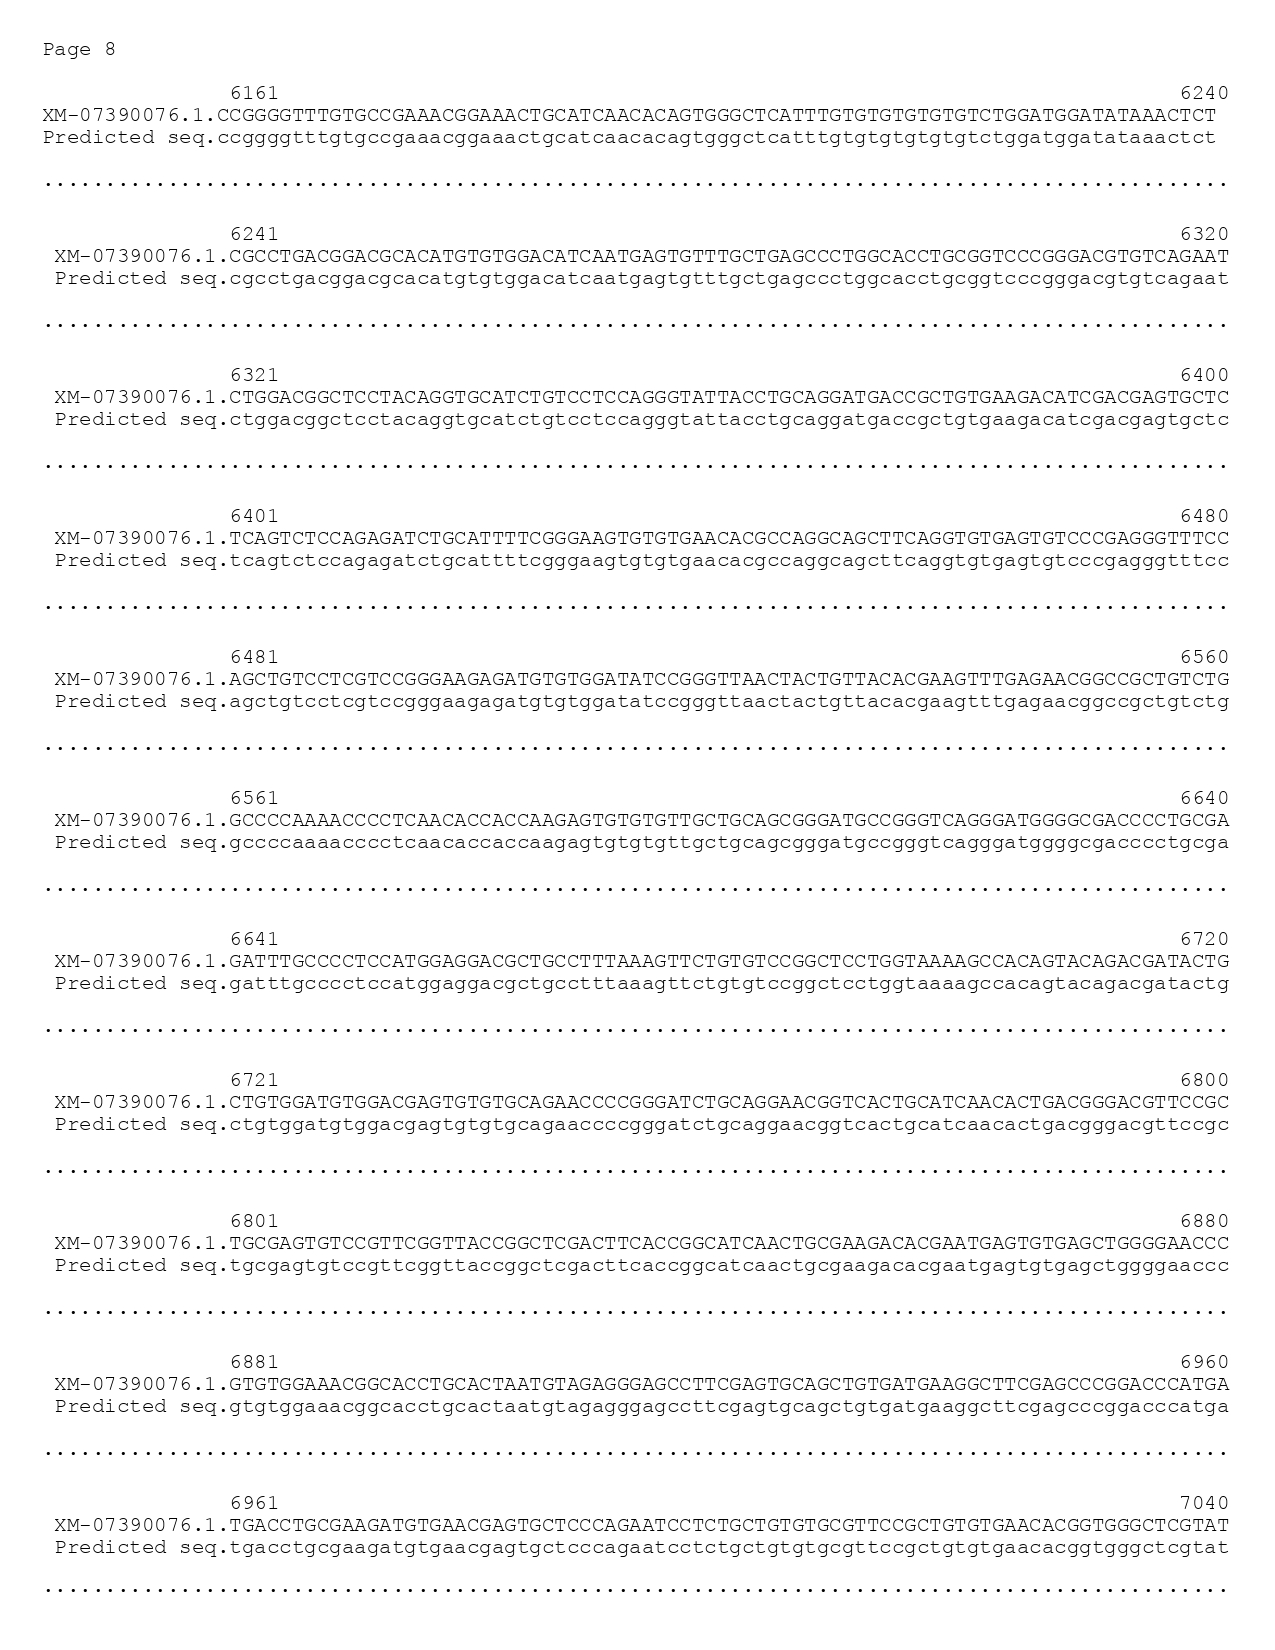
**

**
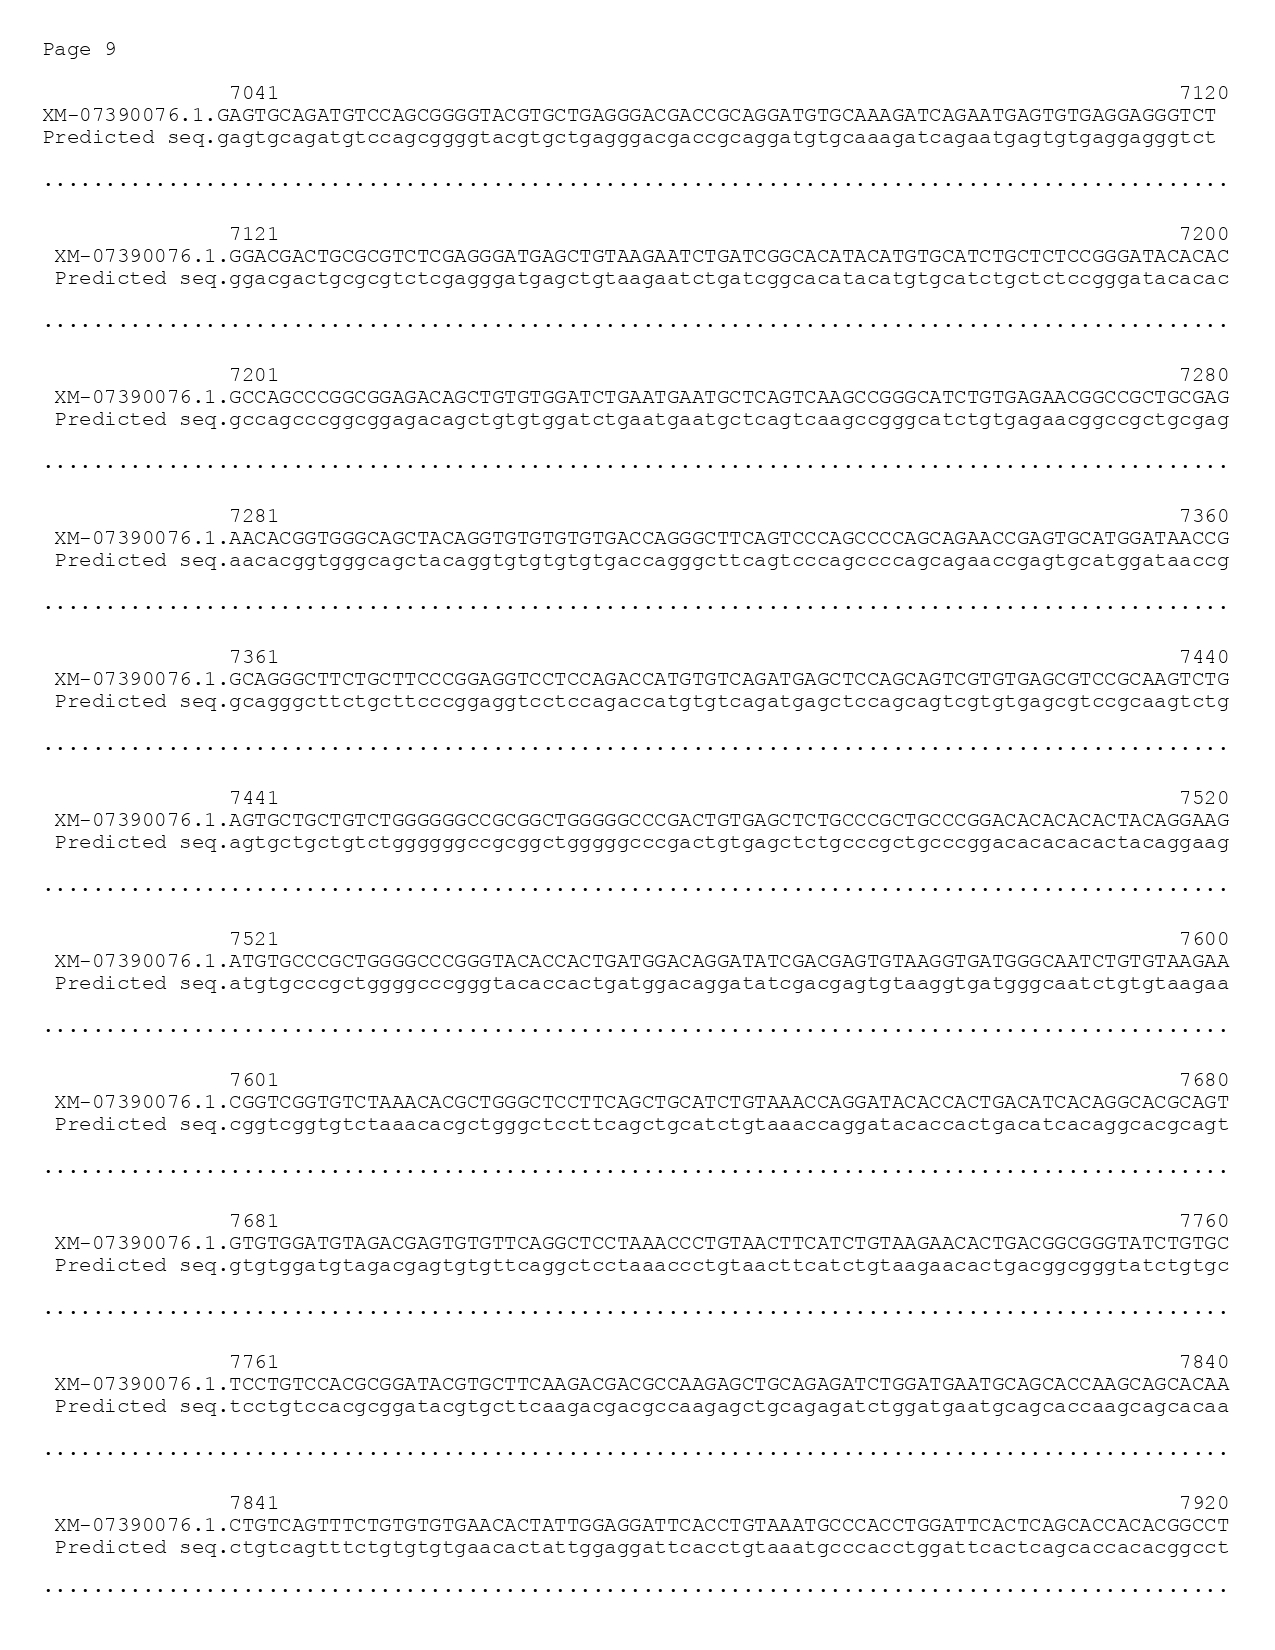
**

**
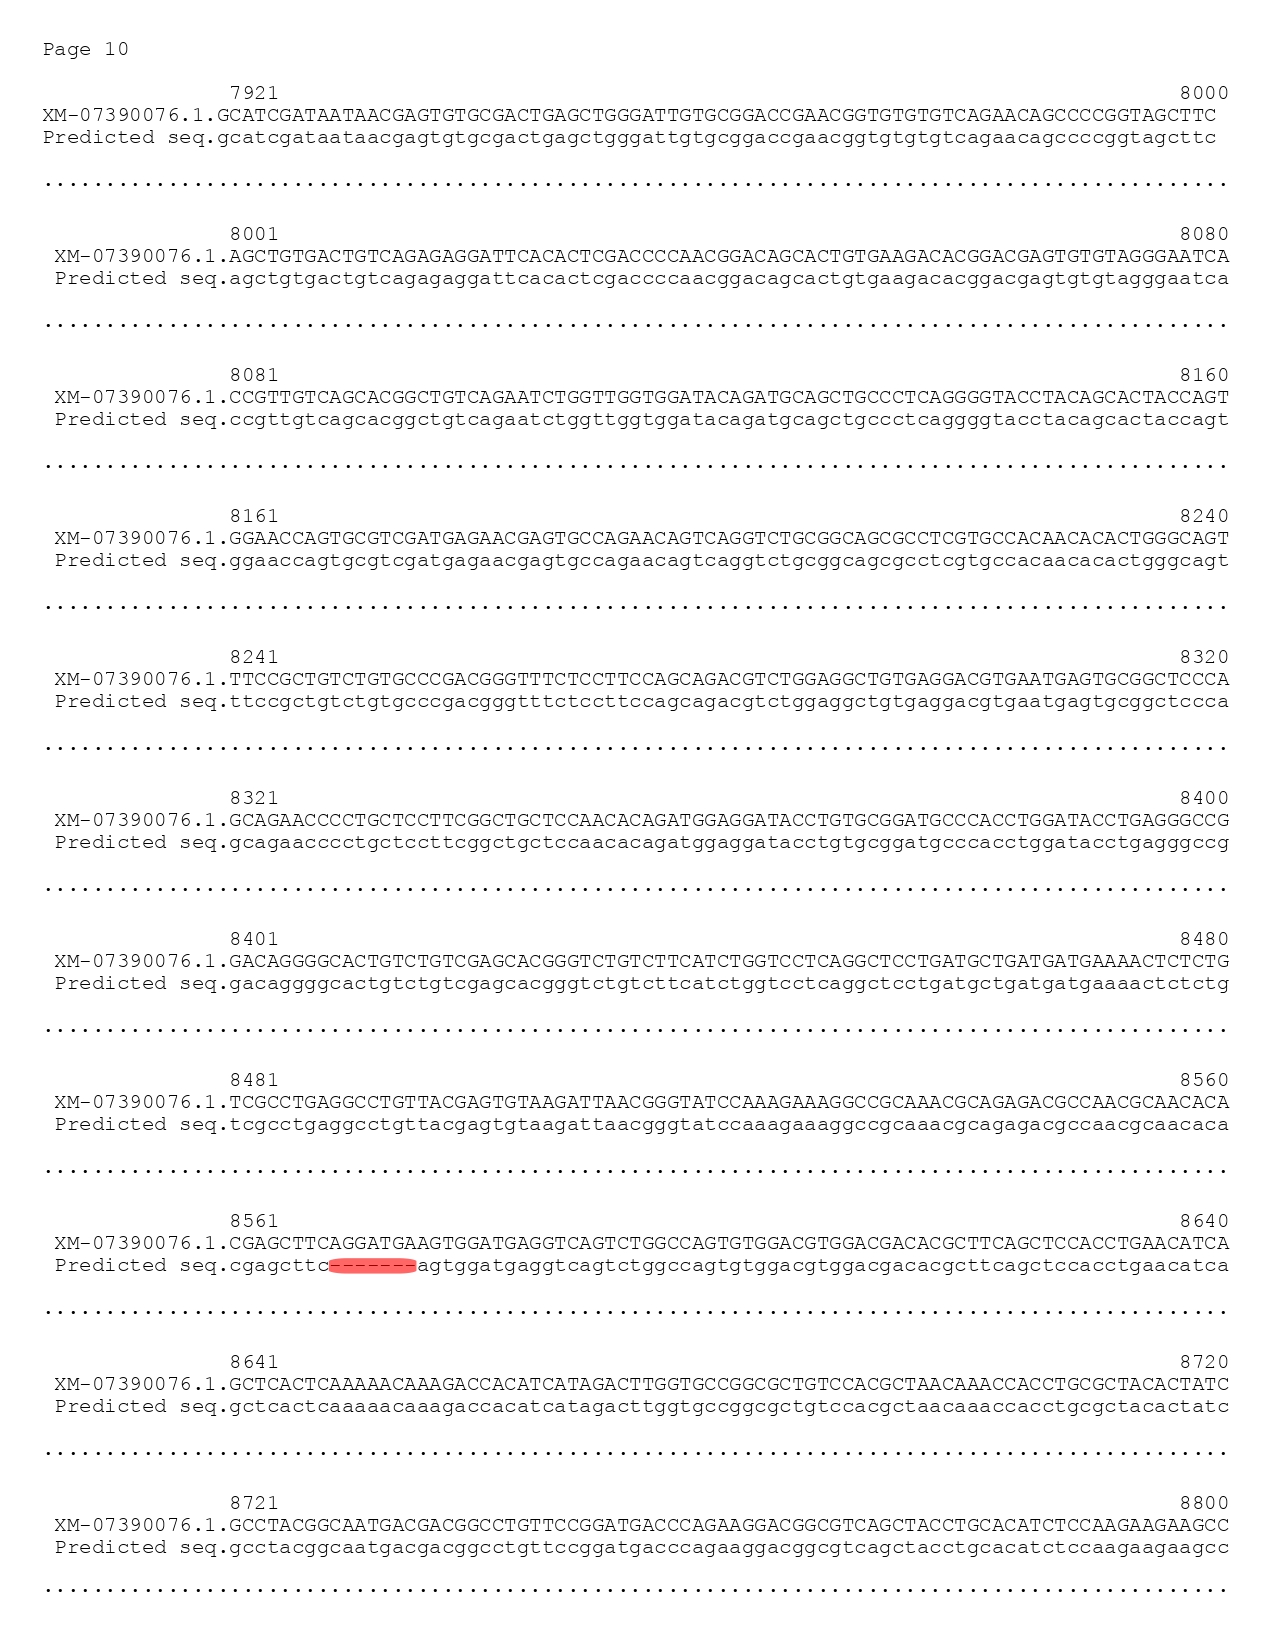
**

**
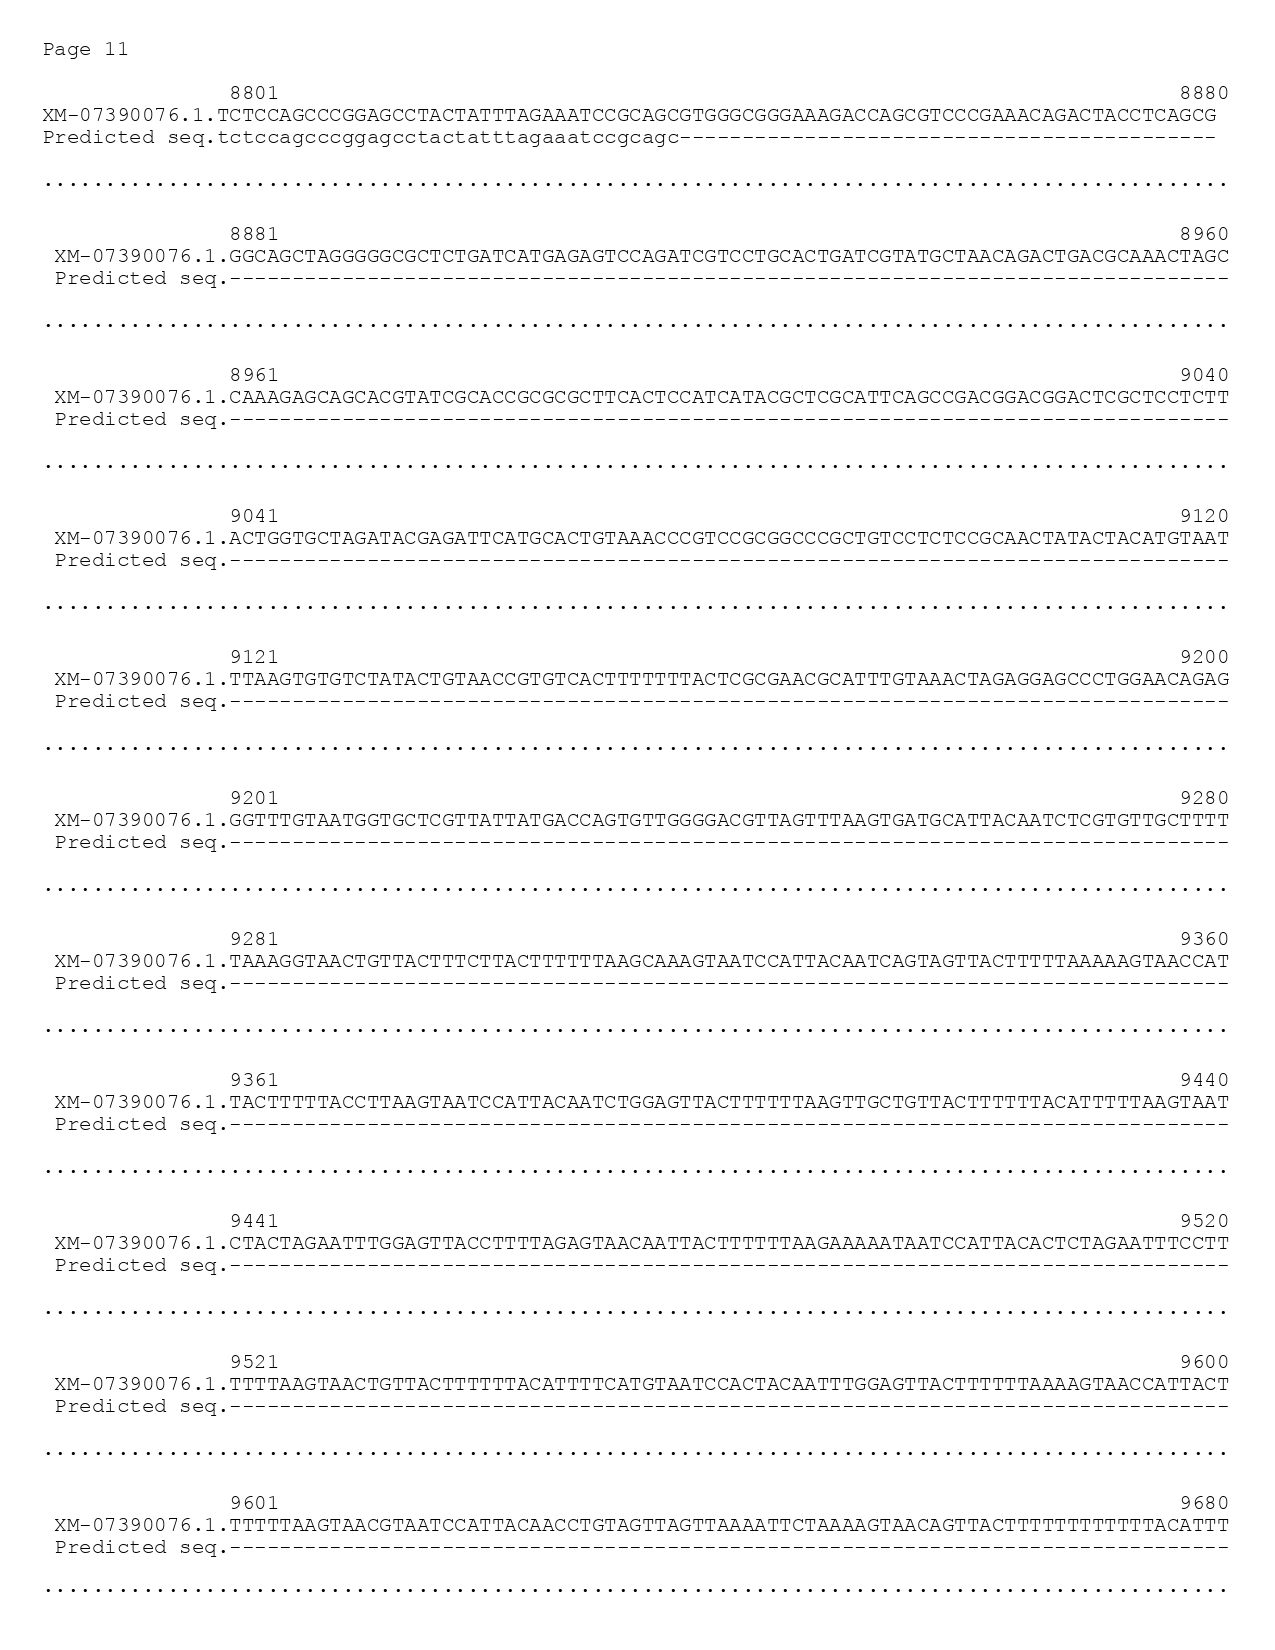
**

**
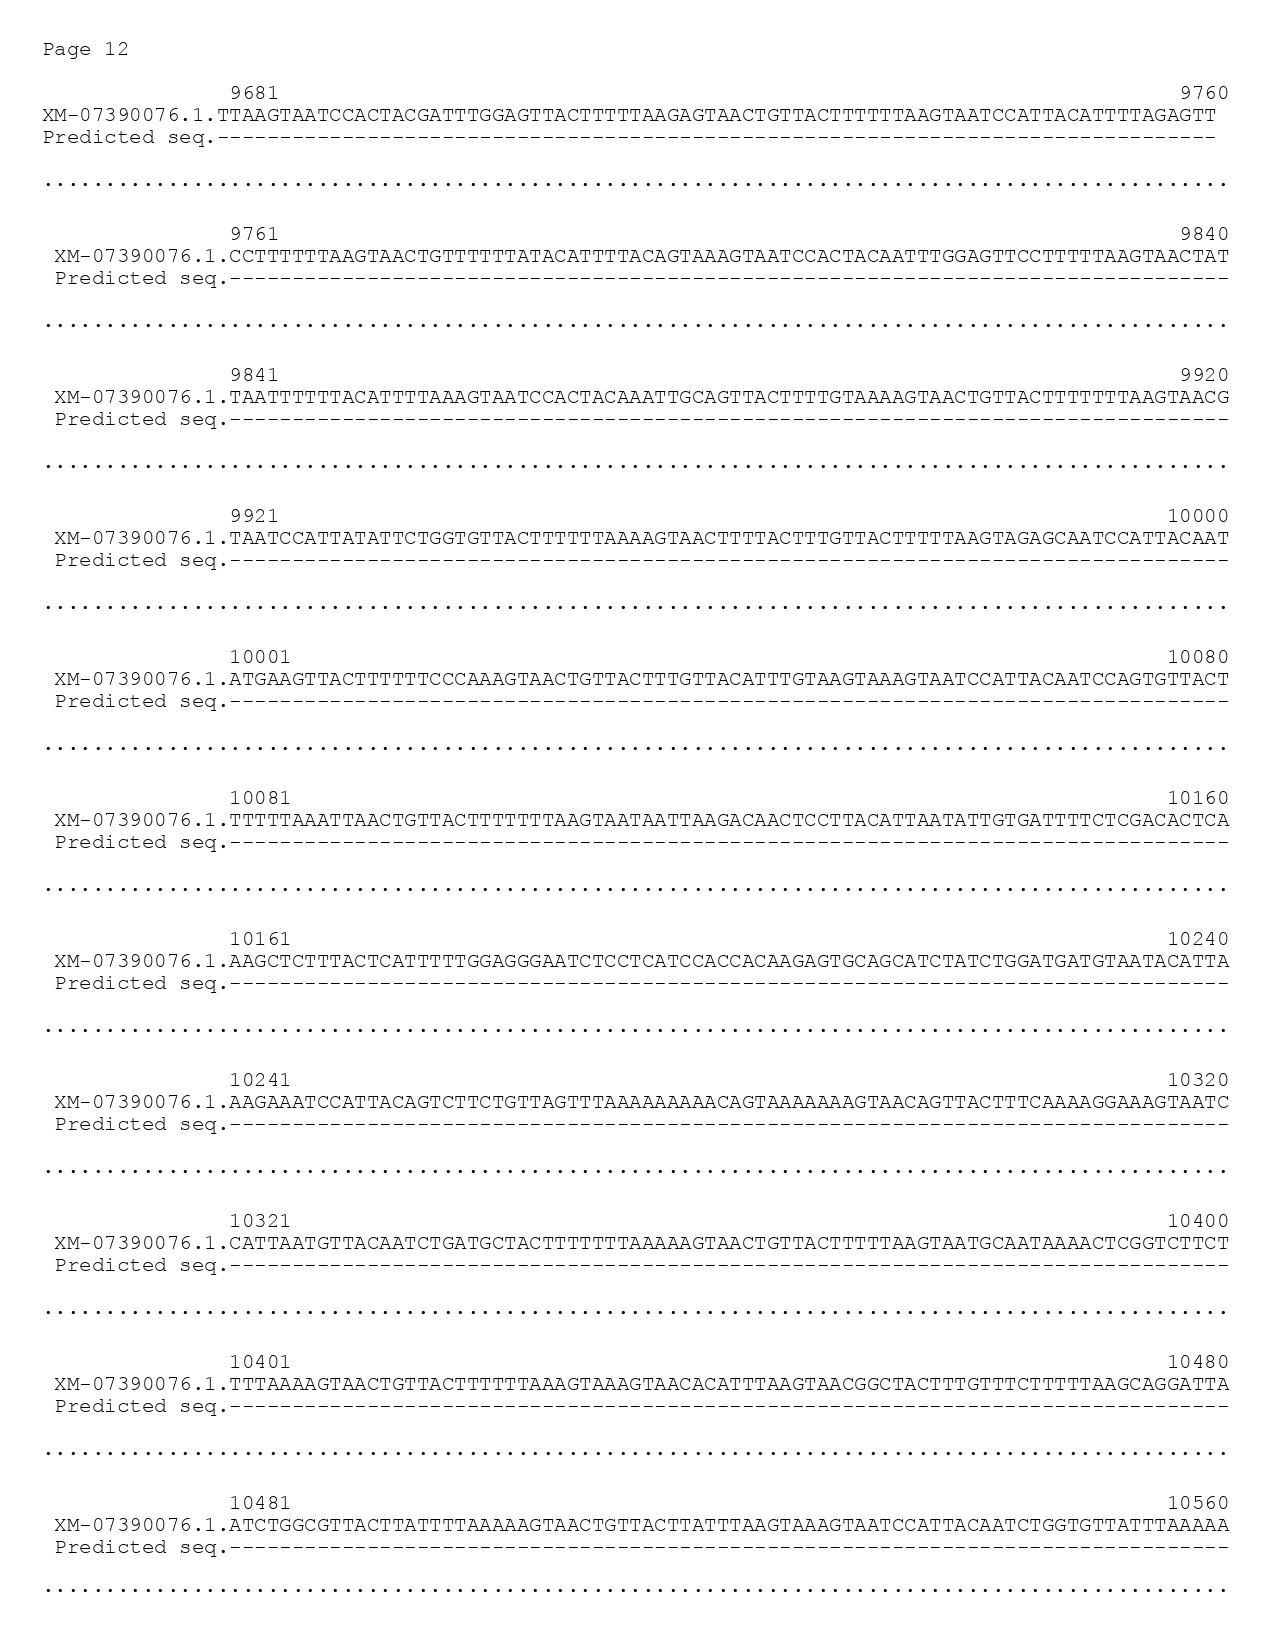
**

**
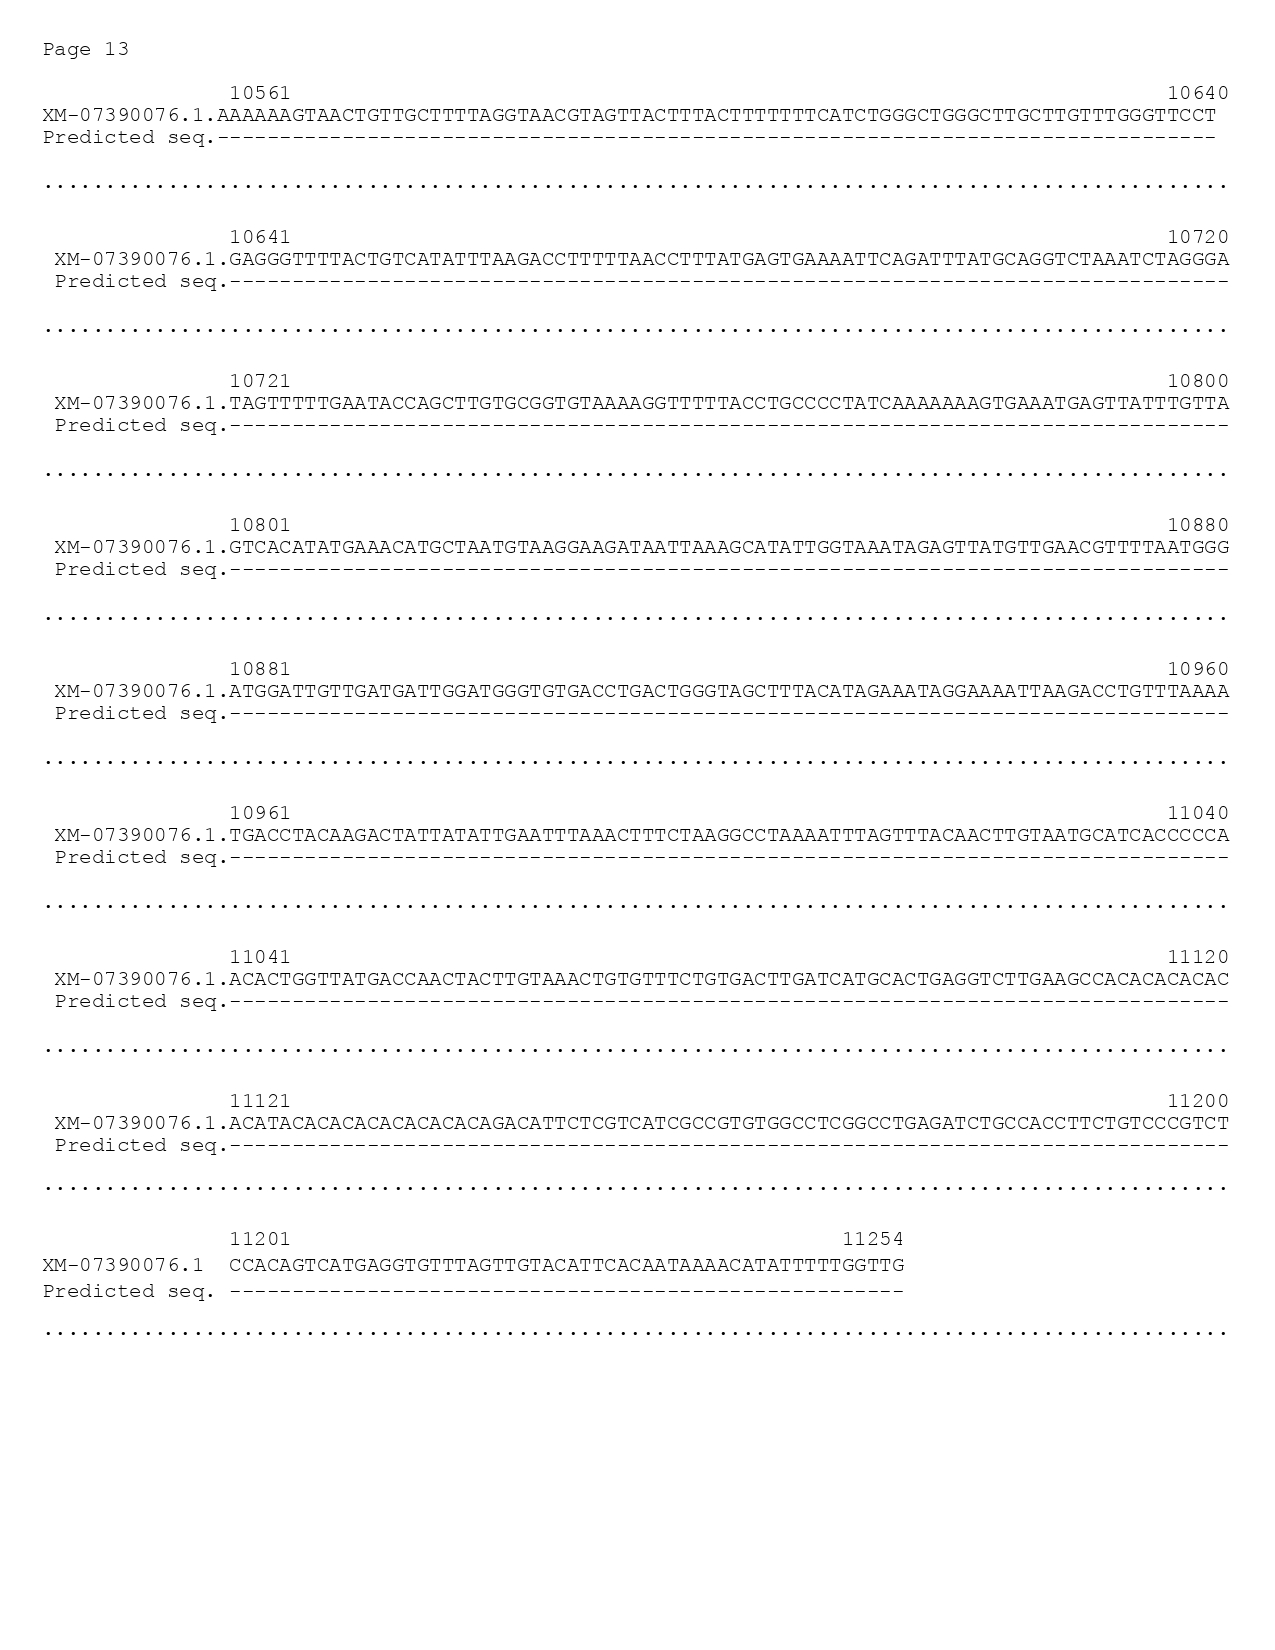
**

**Supplemental Figure 1.** Prediction of full-length *fbn1* mRNA sequence (XM_073930076.1).

Alignment of the *Danio rerio* *fbn1* mRNA sequence (XM_073930076.1) to our in-house predicted mRNA *fbn1* sequence through Sanger sequencing. Red indicates single-nucleotide polymorphisms (SNPs).

**
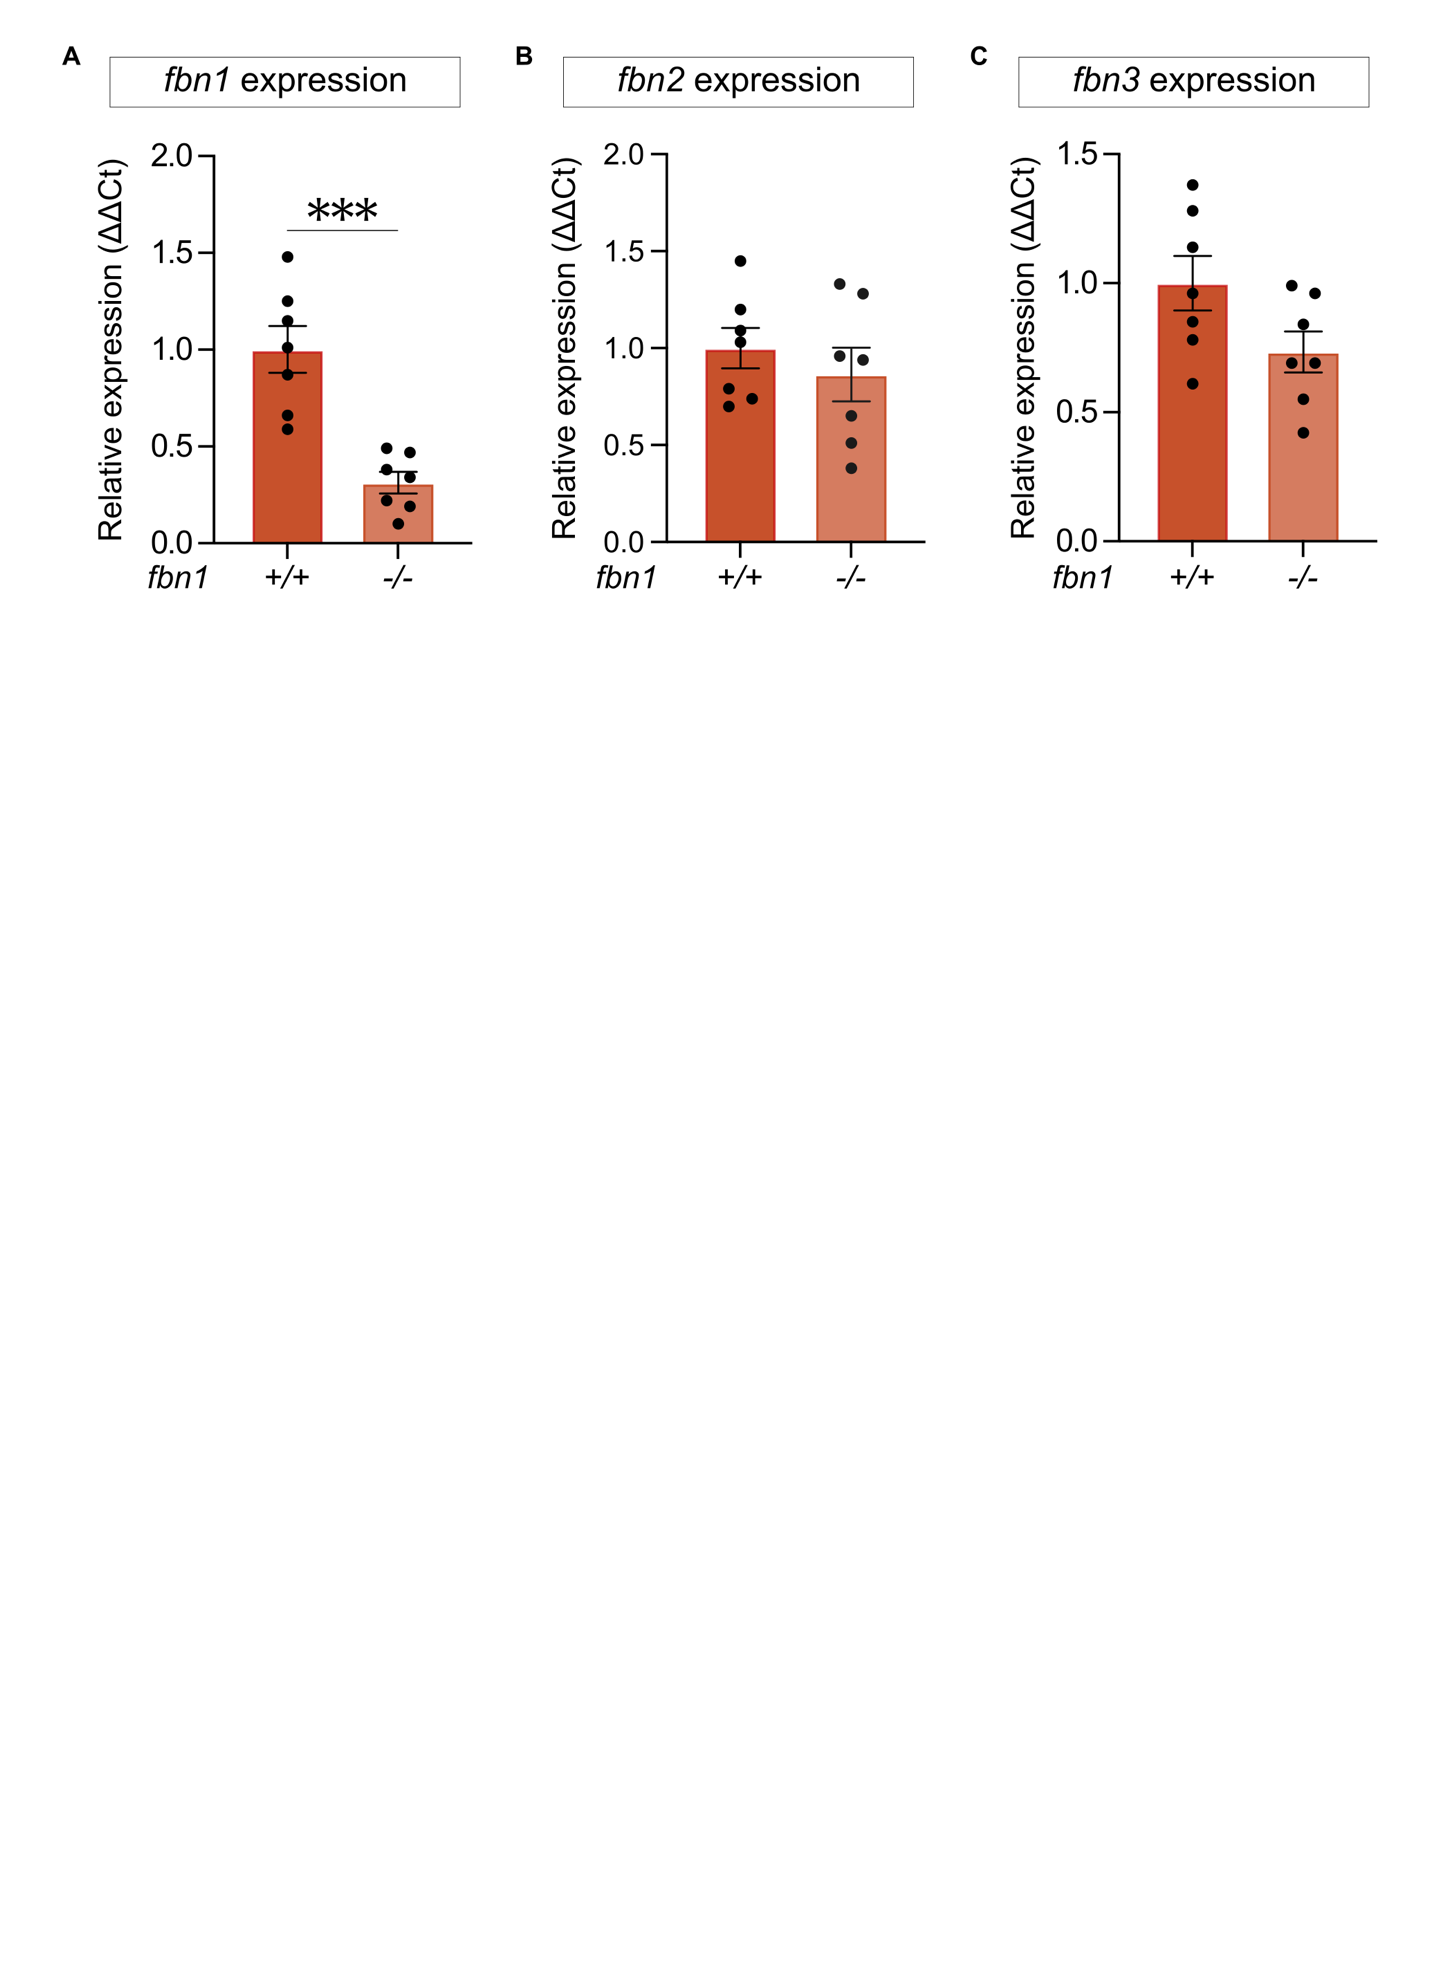
**

**Supplemental Figure 2.** *fbn1*, *fbn2* and *fbn3* expression in *fbn1^-/-^* zebrafish.

RT-qPCR analysis of *fbn1* **(A)**, *fbn2* **(B)** and *fbn3* **(C)** mRNA expression in 5 dpf WT and *fbn1^-/-^* (Cmg80) larvae (n = 7). Each data points represents the mean of 2 technical repeats. Data are expressed as mean ± SEM. Statistical analysis: unpaired t-test. ***p<0.001.

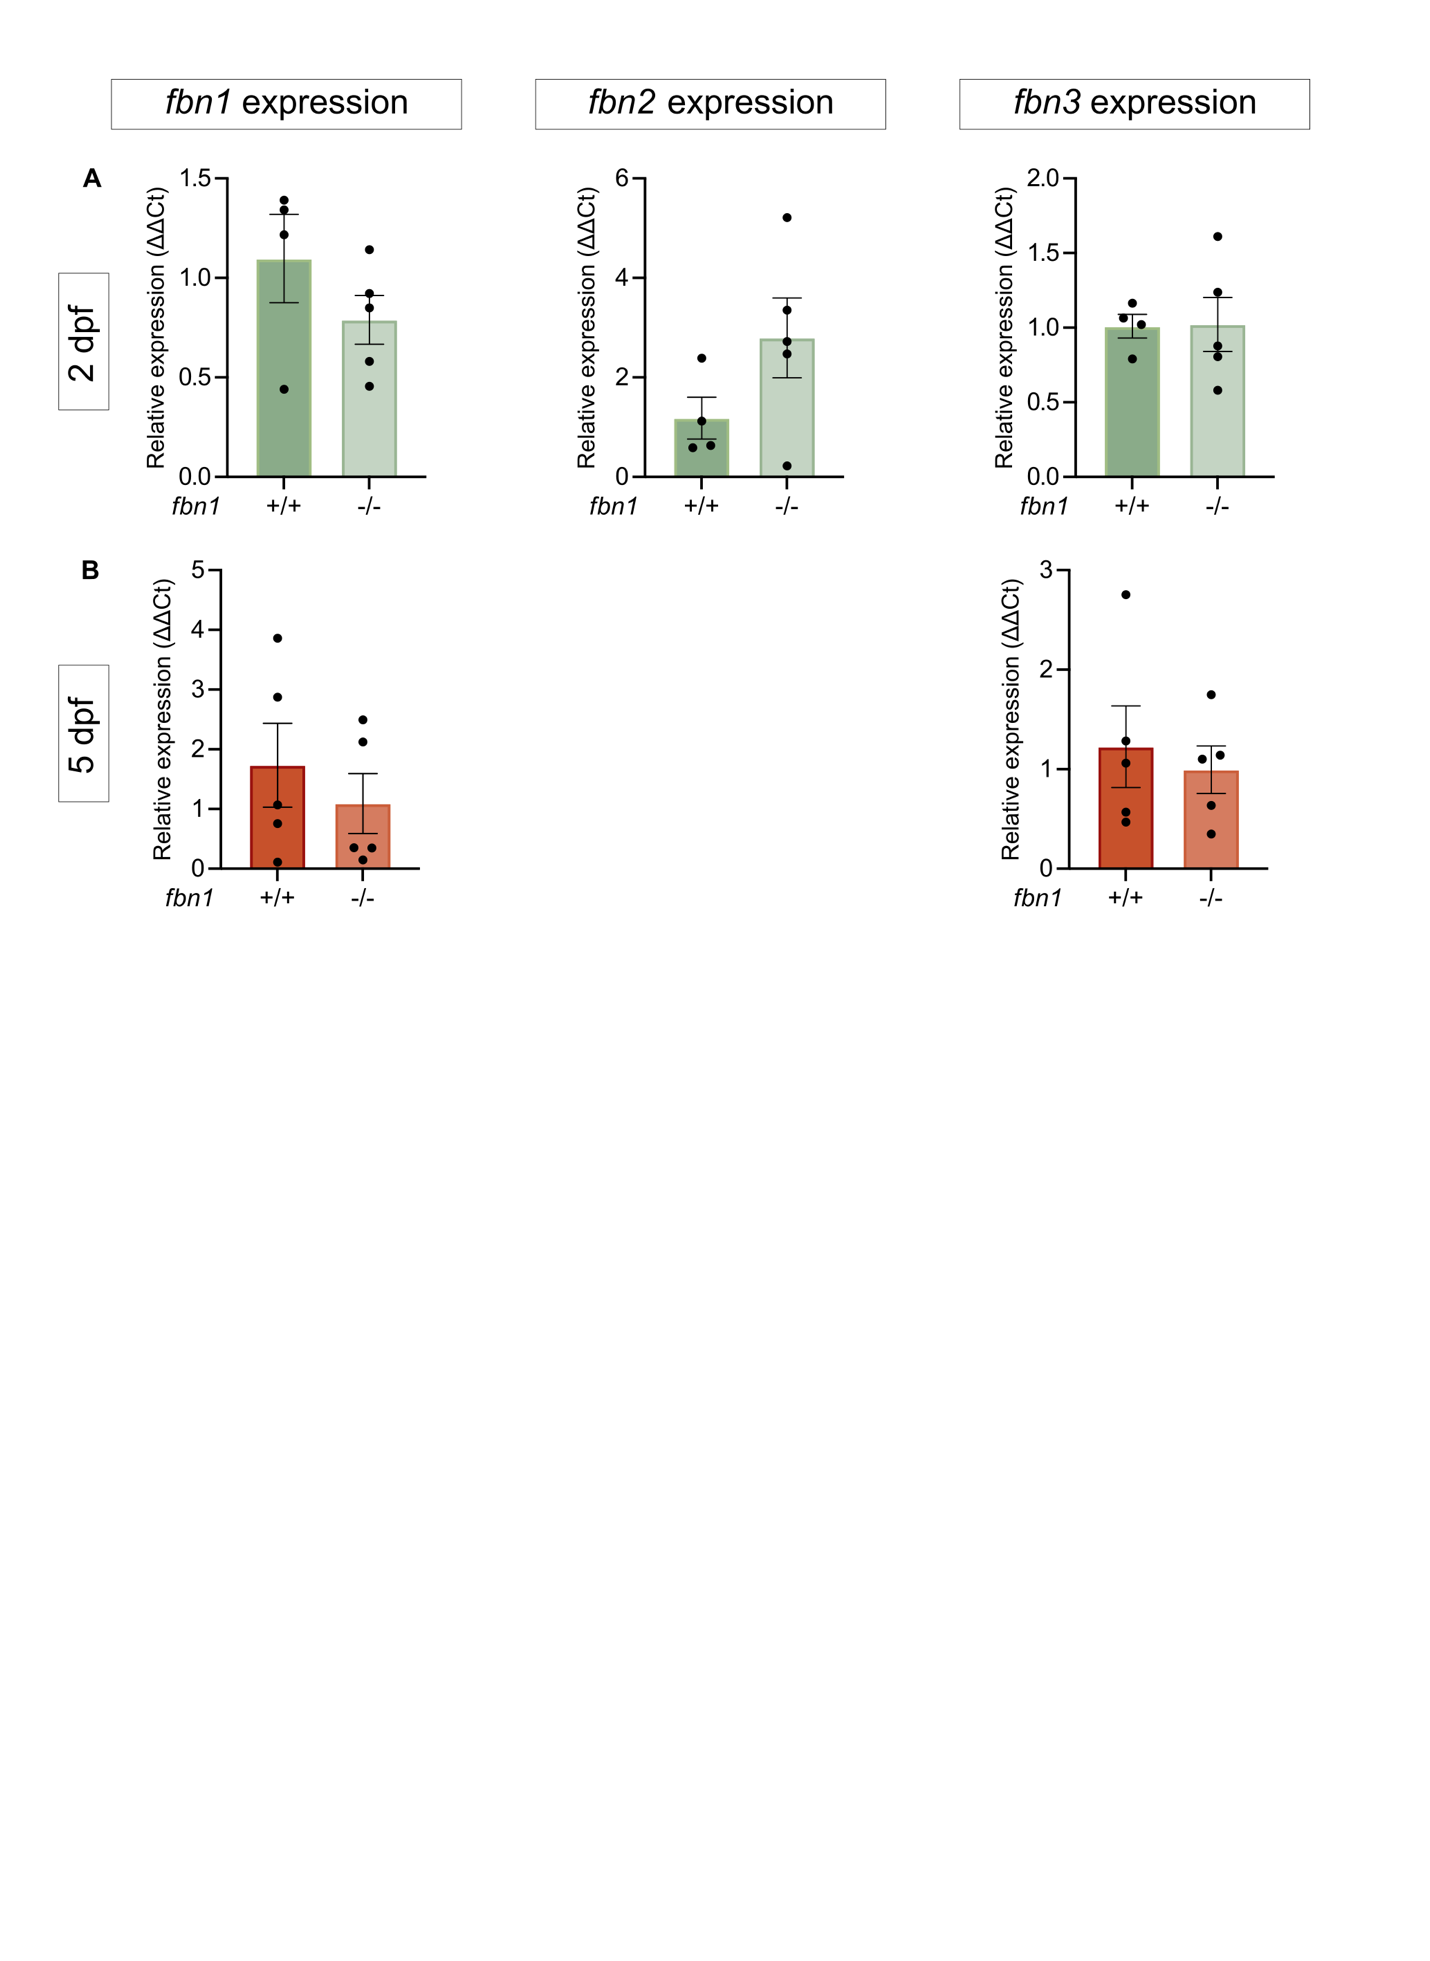

**Supplemental Figure 3.** *fbn1*, *fbn2* and *fbn3* expression in embryonic isolated hearts*.*

RT-qPCR analysis of *fbn1*, *fbn2* and *fbn3* mRNA expression in **(A)** 2 dpf and **(B)** 5 dpf isolated hearts of WT and *fbn1^-/-^* (Cmg80) larvae (n = 4-5). The expression level of *fbn2* was below the limit of detection in the 5 dpf samples. Each data point represents the mean of two technical repeats. Data are expressed as mean ± SEM. Statistical analysis: unpaired t-test.

**
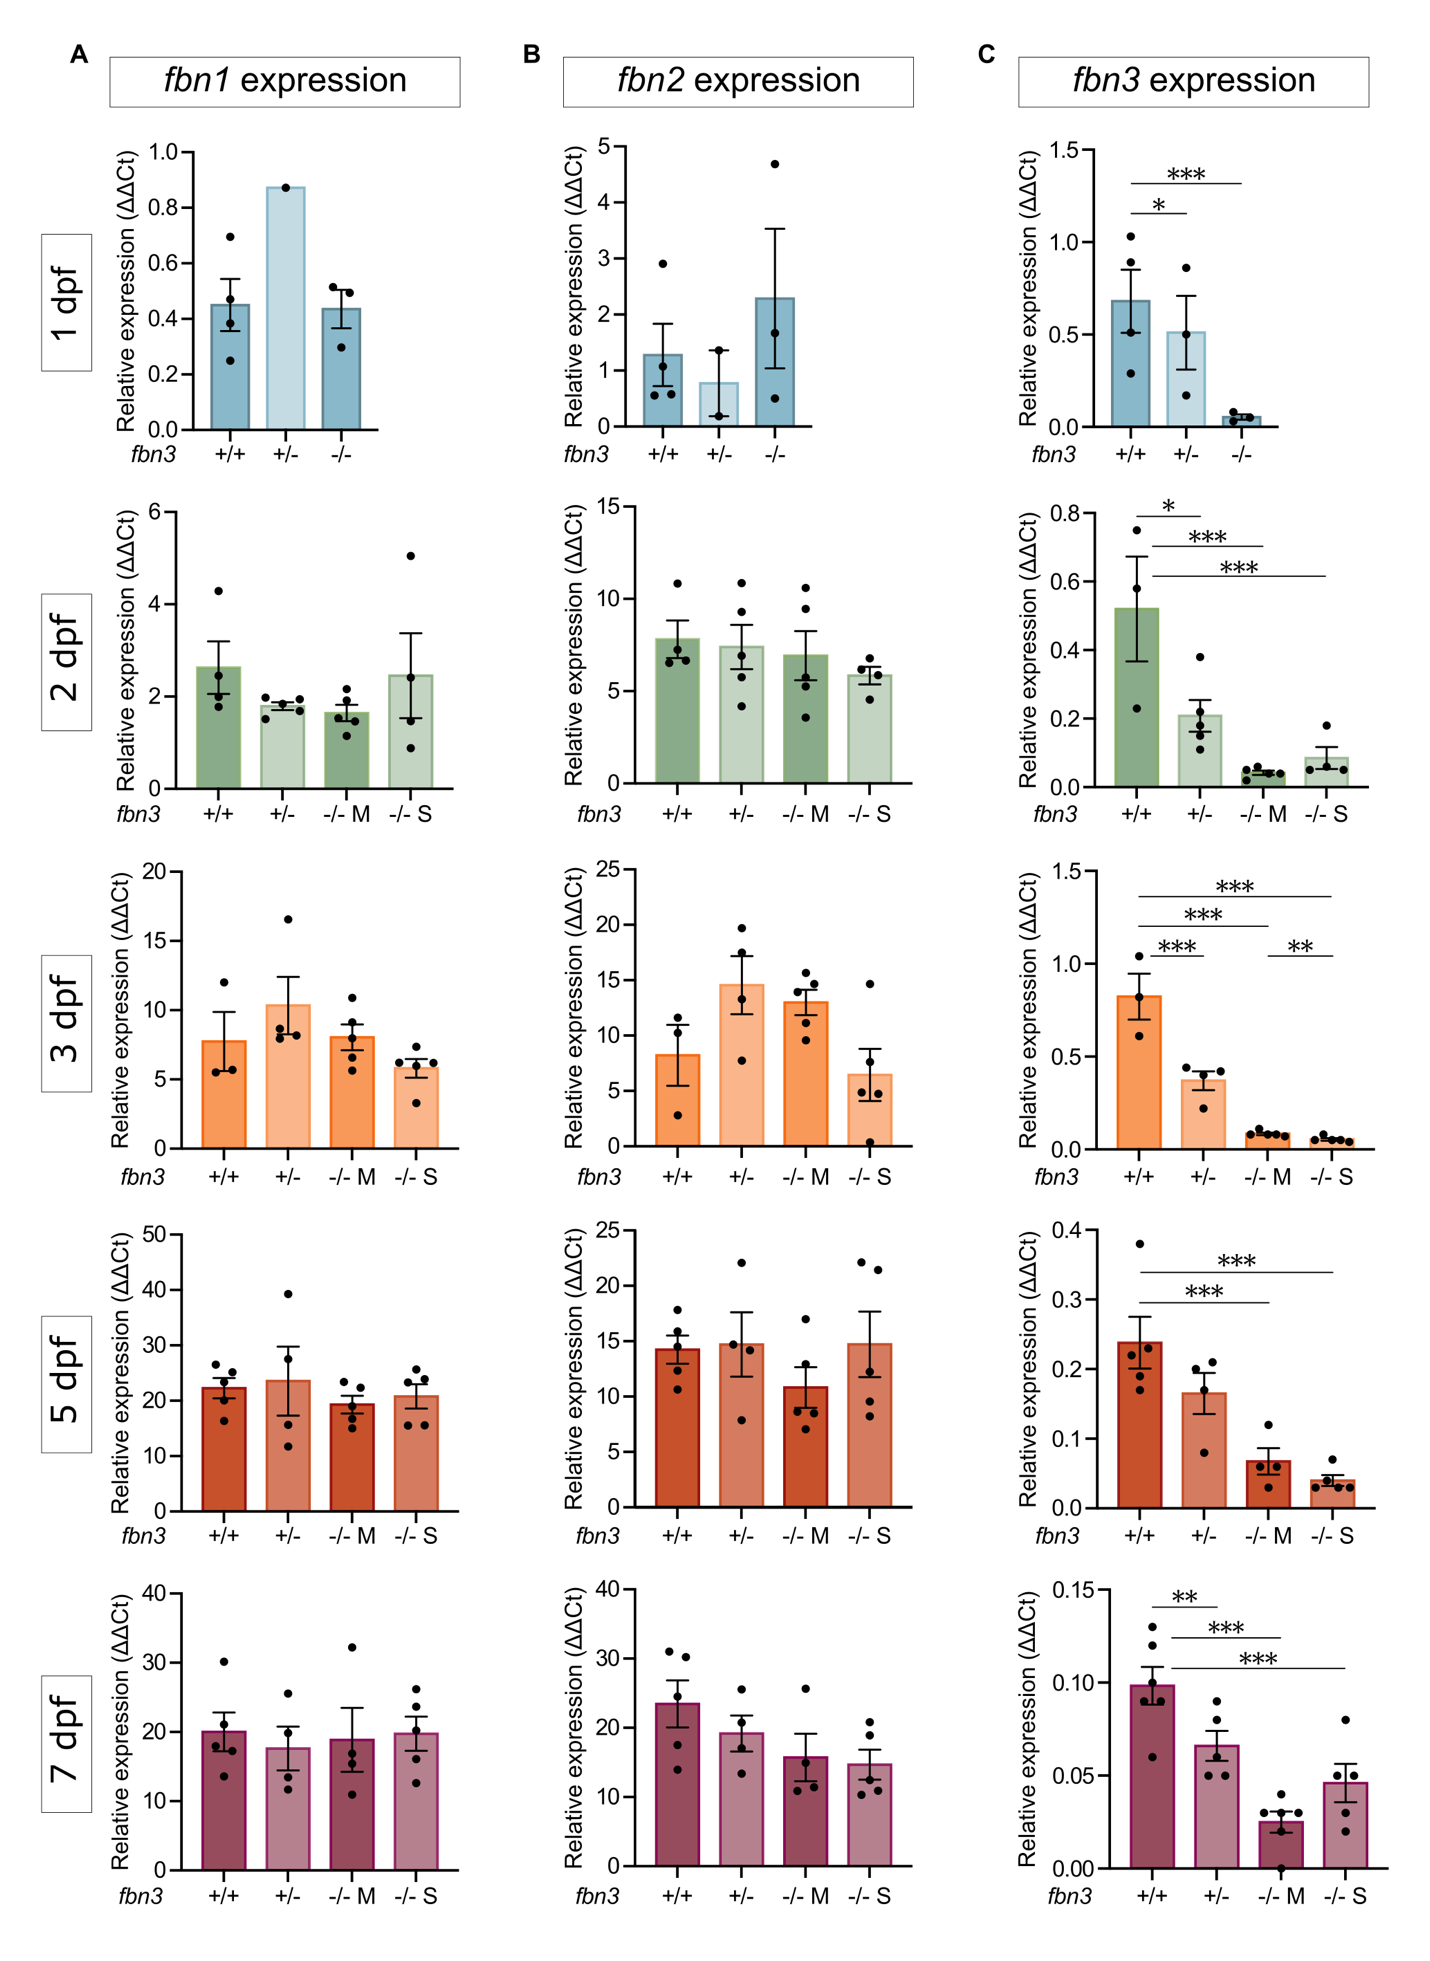
**

**Supplemental Figure 4.** *fbn1*, *fbn2* and *fbn3* expression patterns in *fbn3^-/-^* zebrafish.

RT-qPCR analysis of *fbn1* **(A)**, *fbn2* **(B)** and *fbn3* **(C)** mRNA expression in WT and *fbn3^-/-^* (mild and severe) on RNA extracted from whole embryos at 1, 2, 3, 5 and 7 dpf (n = 2-5 for each developmental stage). Each datapoint represents the mean of two technical replicates. Statistical analysis: One-way ANOVA followed by Tukey multiple comparison’s test on log-transformed data and tested for trend. Data are expressed as mean ± SEM. ***p<0.001, **p<0.01, *p<0.05. M = mild pericardial phenotype, S = severe pericardial phenotype.

**
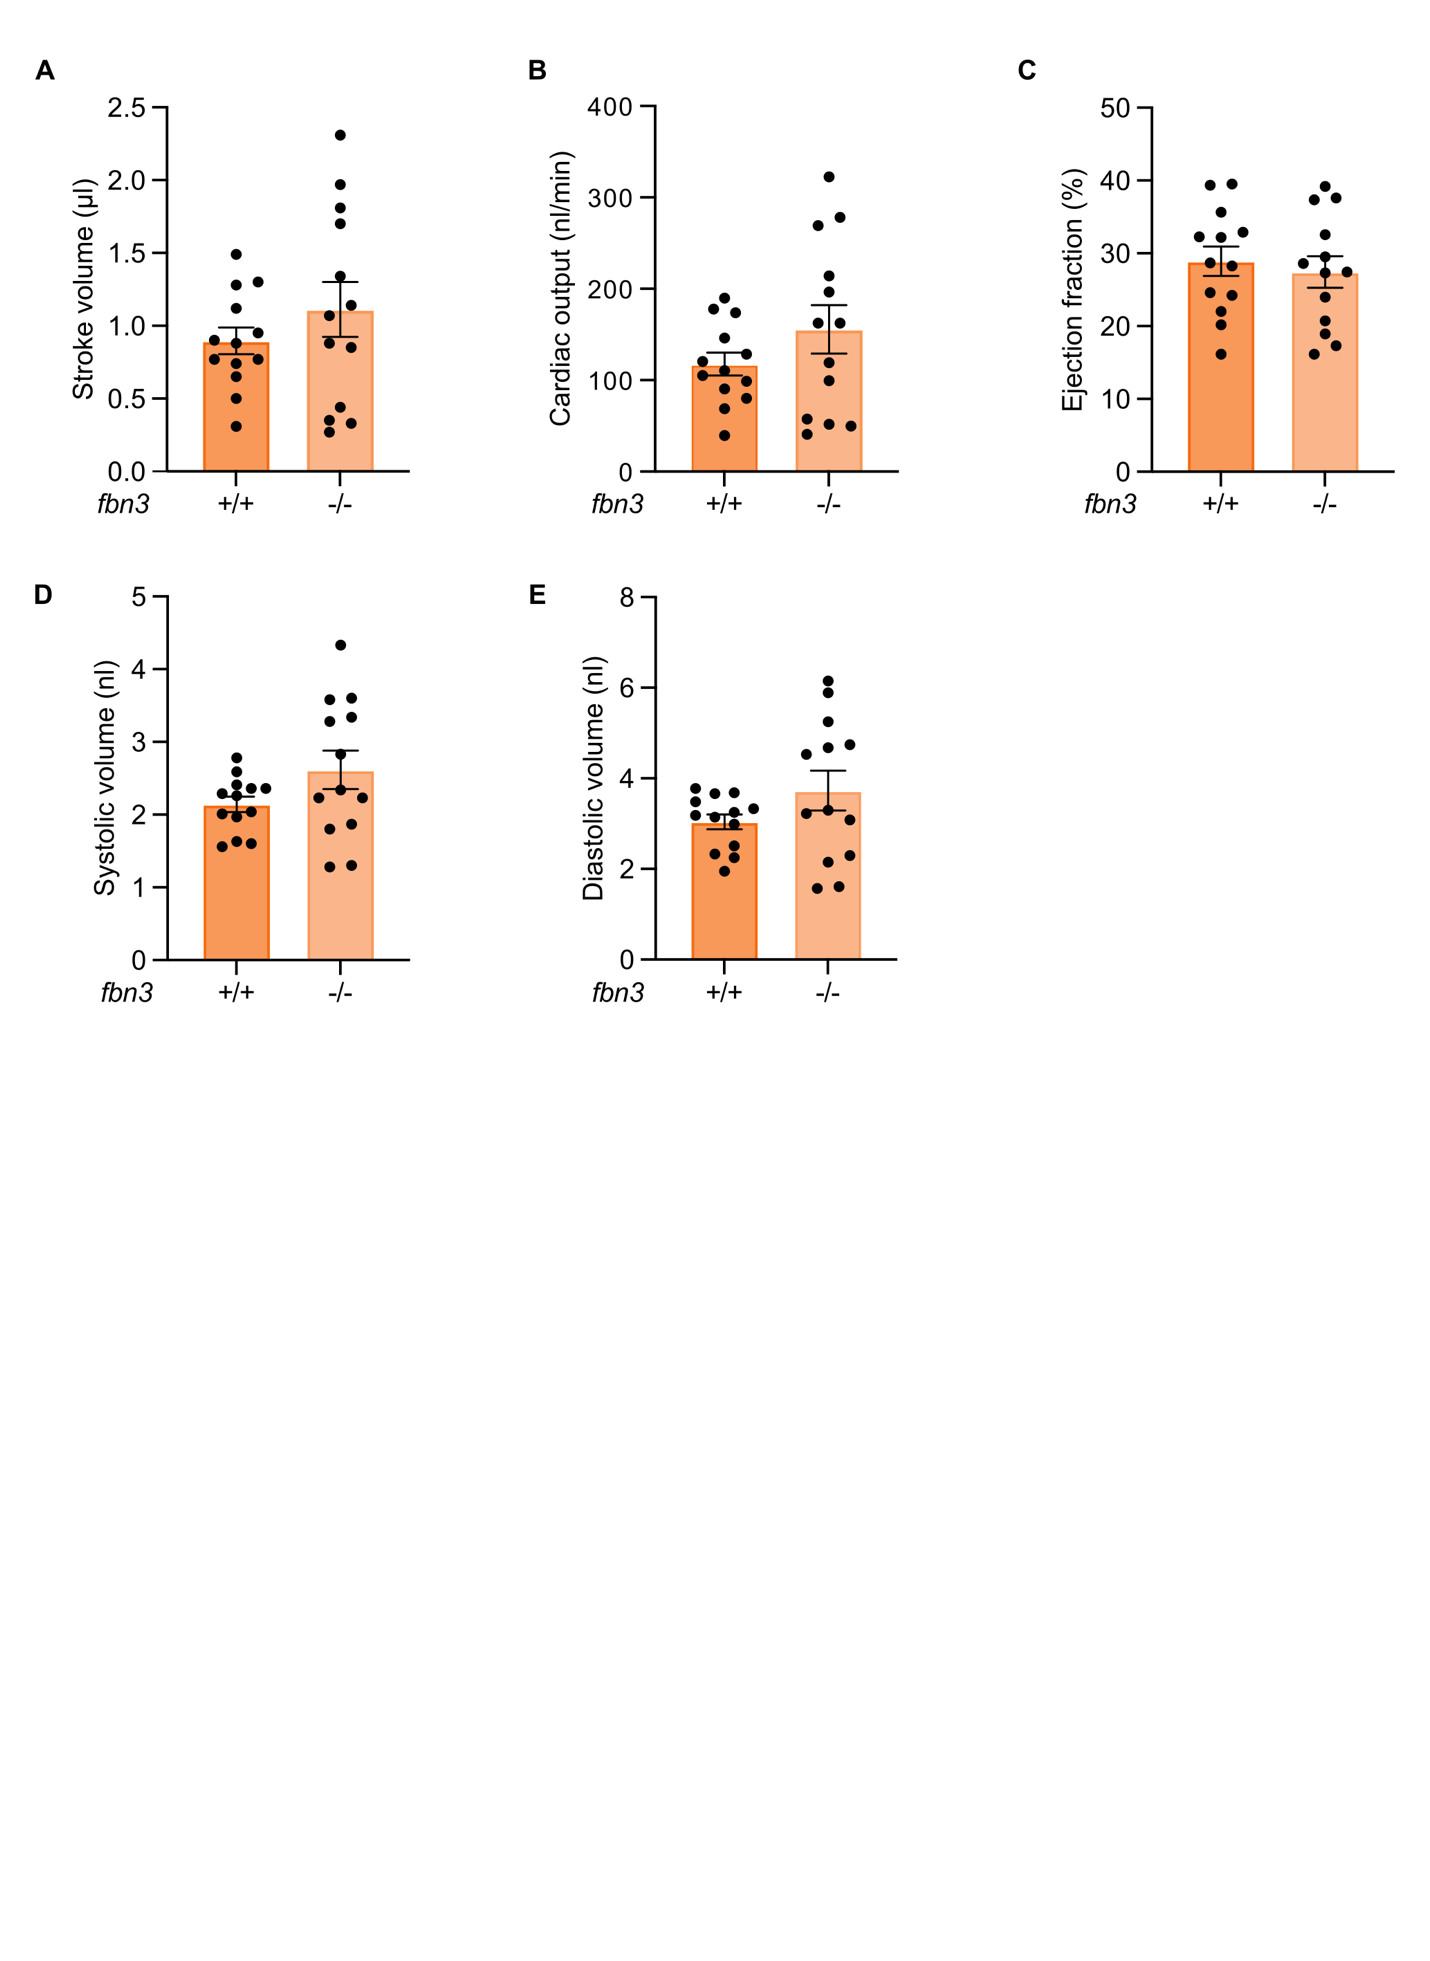
**

**Supplemental Figure 5.** Heart function analysis of 3 dpf *fbn3^-/-^* zebrafish.

Brightfield microscopy was used to quantify cardiac parameters in 3dpf *fbn3^-/-^* larvae and WT siblings: **(A)** stroke volume (mL), **(B)** cardiac output (nl/min), **(C)** ejection fraction (%), **(D)** systolic volume (Vsys, nl) and **(D)** diastolic volume (Vdias, nl) (n = 13). Data are expressed as mean ± SEM. Statistical test analysis: unpaired t-test. No statistical differences were reached.

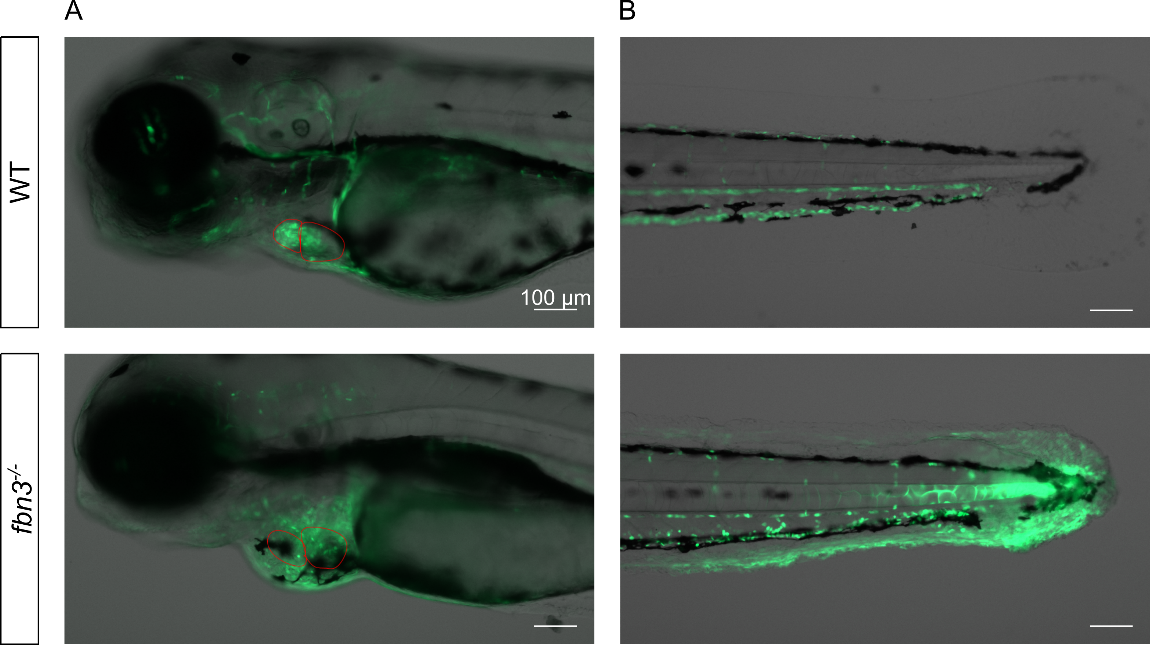

**Supplemental Figure 6.** Decreased endothelial integrity in *fbn3^-/-^* embryos.

Overlayed brightfield and fluorescent images *Tg(globin:GFP)* WT (top) and *fbn3^-/-^* embryos (bottom) at 72 hpf. Anterior views, including the heart (**A**), and posterior tail regions (**B**) are shown. The heart is outlined in red. *fbn3*^-/-^ embryos exhibit leakage of erythrocytes into the pericardial cavity and tail region, indicating compromised endothelial barrier integrity. Scale bar: 100 µm.

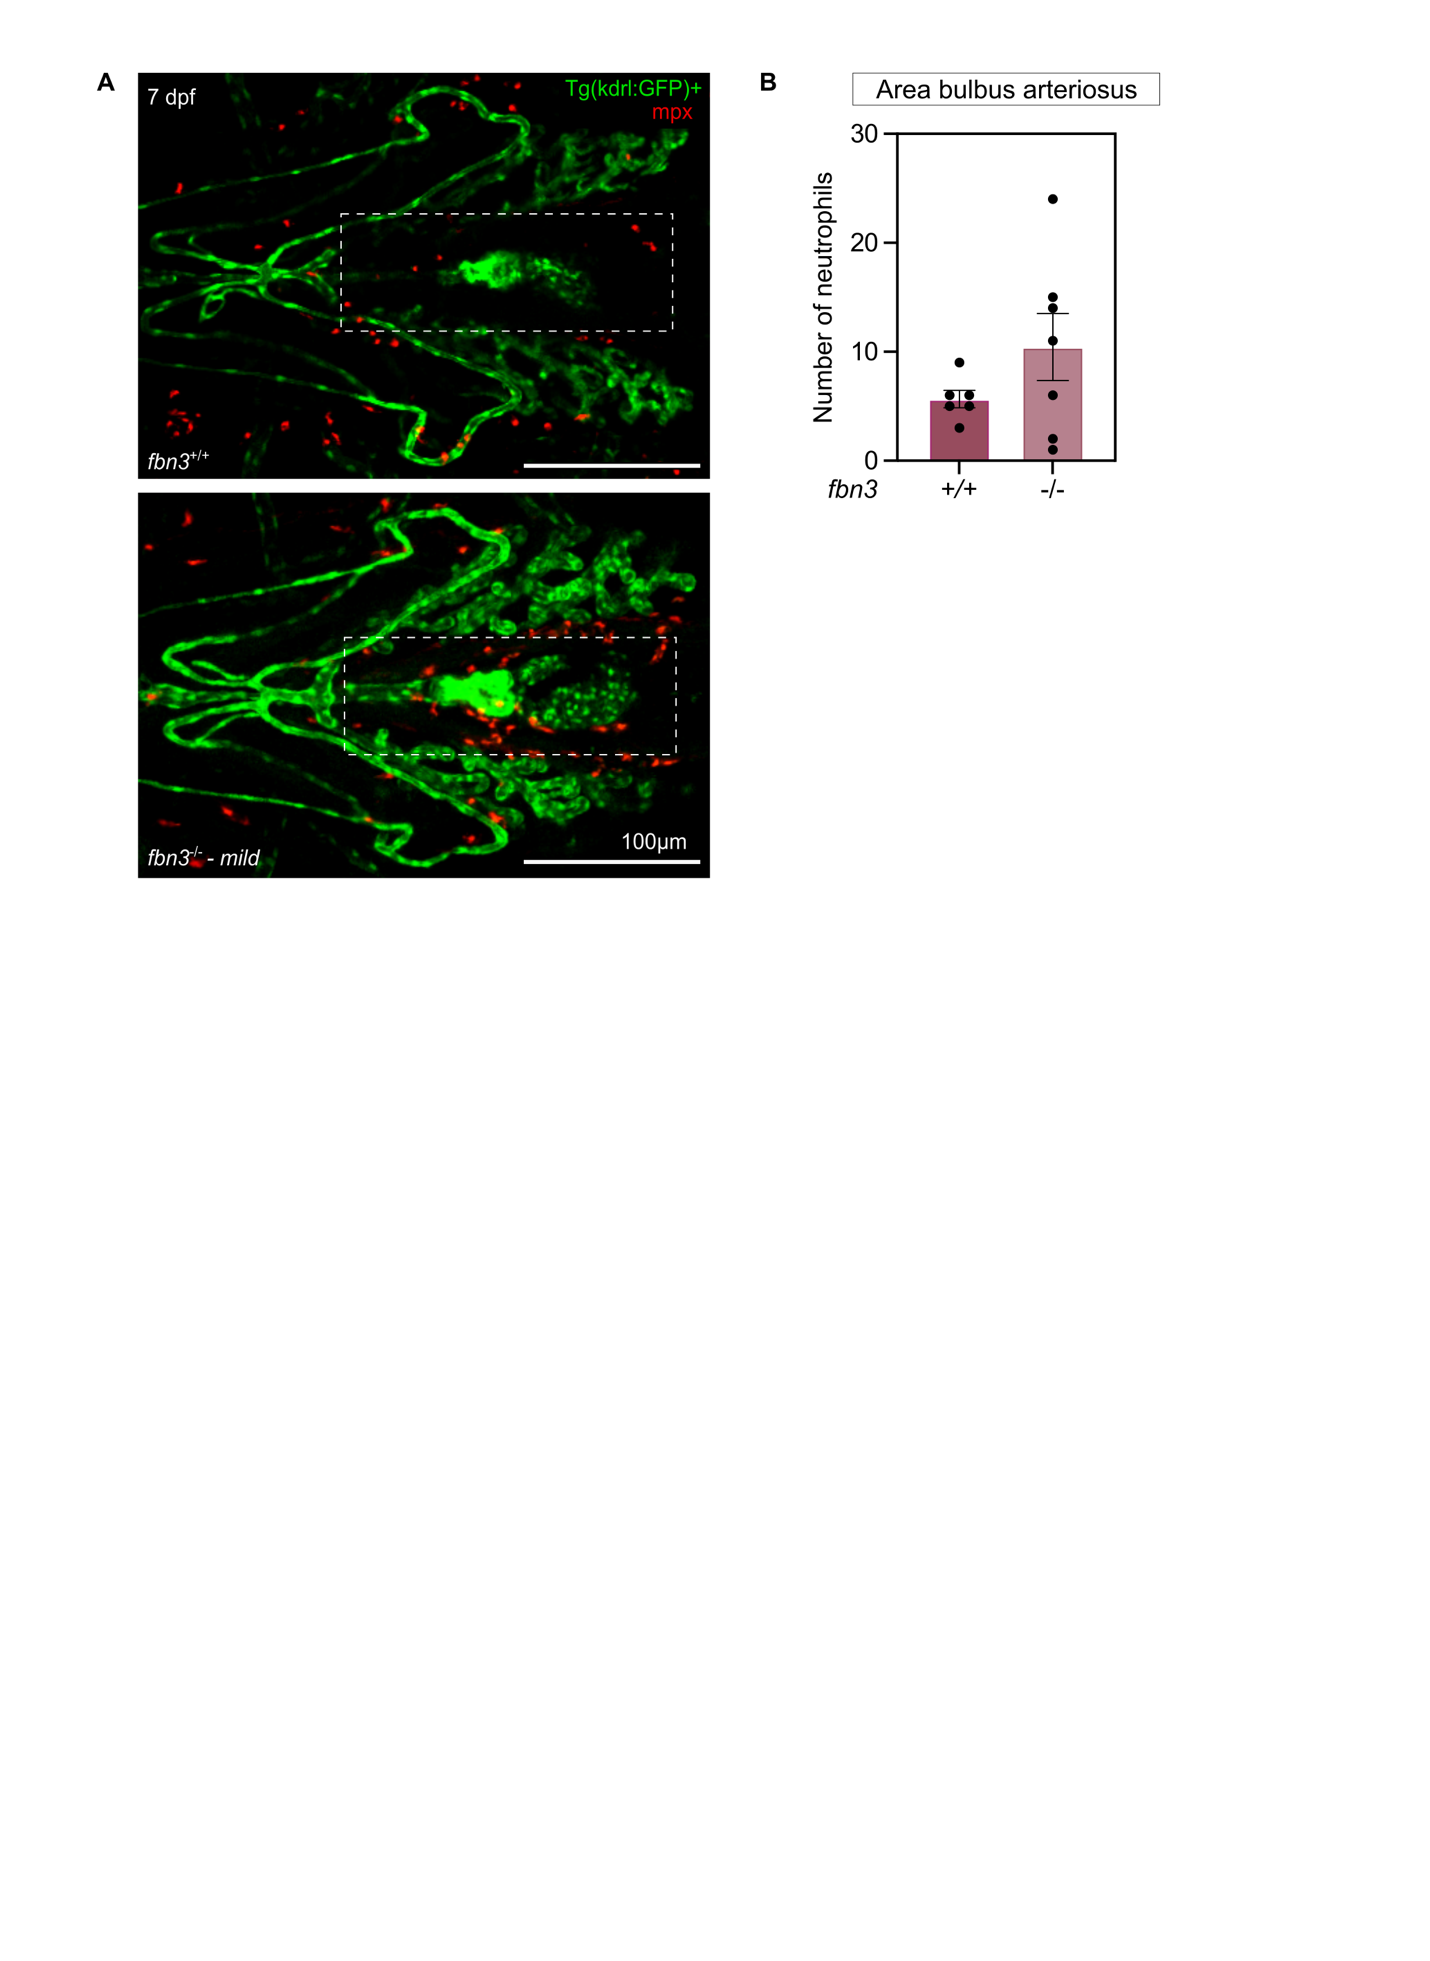

**Supplemental Figure 7.** Whole-mount neutrophil staining of 7 dpf *fbn3^-/-^* zebrafish.

**(A)** Confocal projection images of 7 dpf WT and *fbn3^-/-^* embryos whole-mount stained to visualize the immune response. Endothelial cells are labelled by the *Tg(kdrl:GFP)* reporter (green), and neutrophils are labelled by anti-mpx antibody staining (red). Scalebar: 100 µm. **(B)** Quantification of 7 dpf WT and *fbn3^-/-^* embryos (n = 6-7), showing the total number of neutrophils surrounding the bulbus arteriosus and heart. Statistical analysis: unpaired t-test. All data are expressed as a mean ± SEM.

**
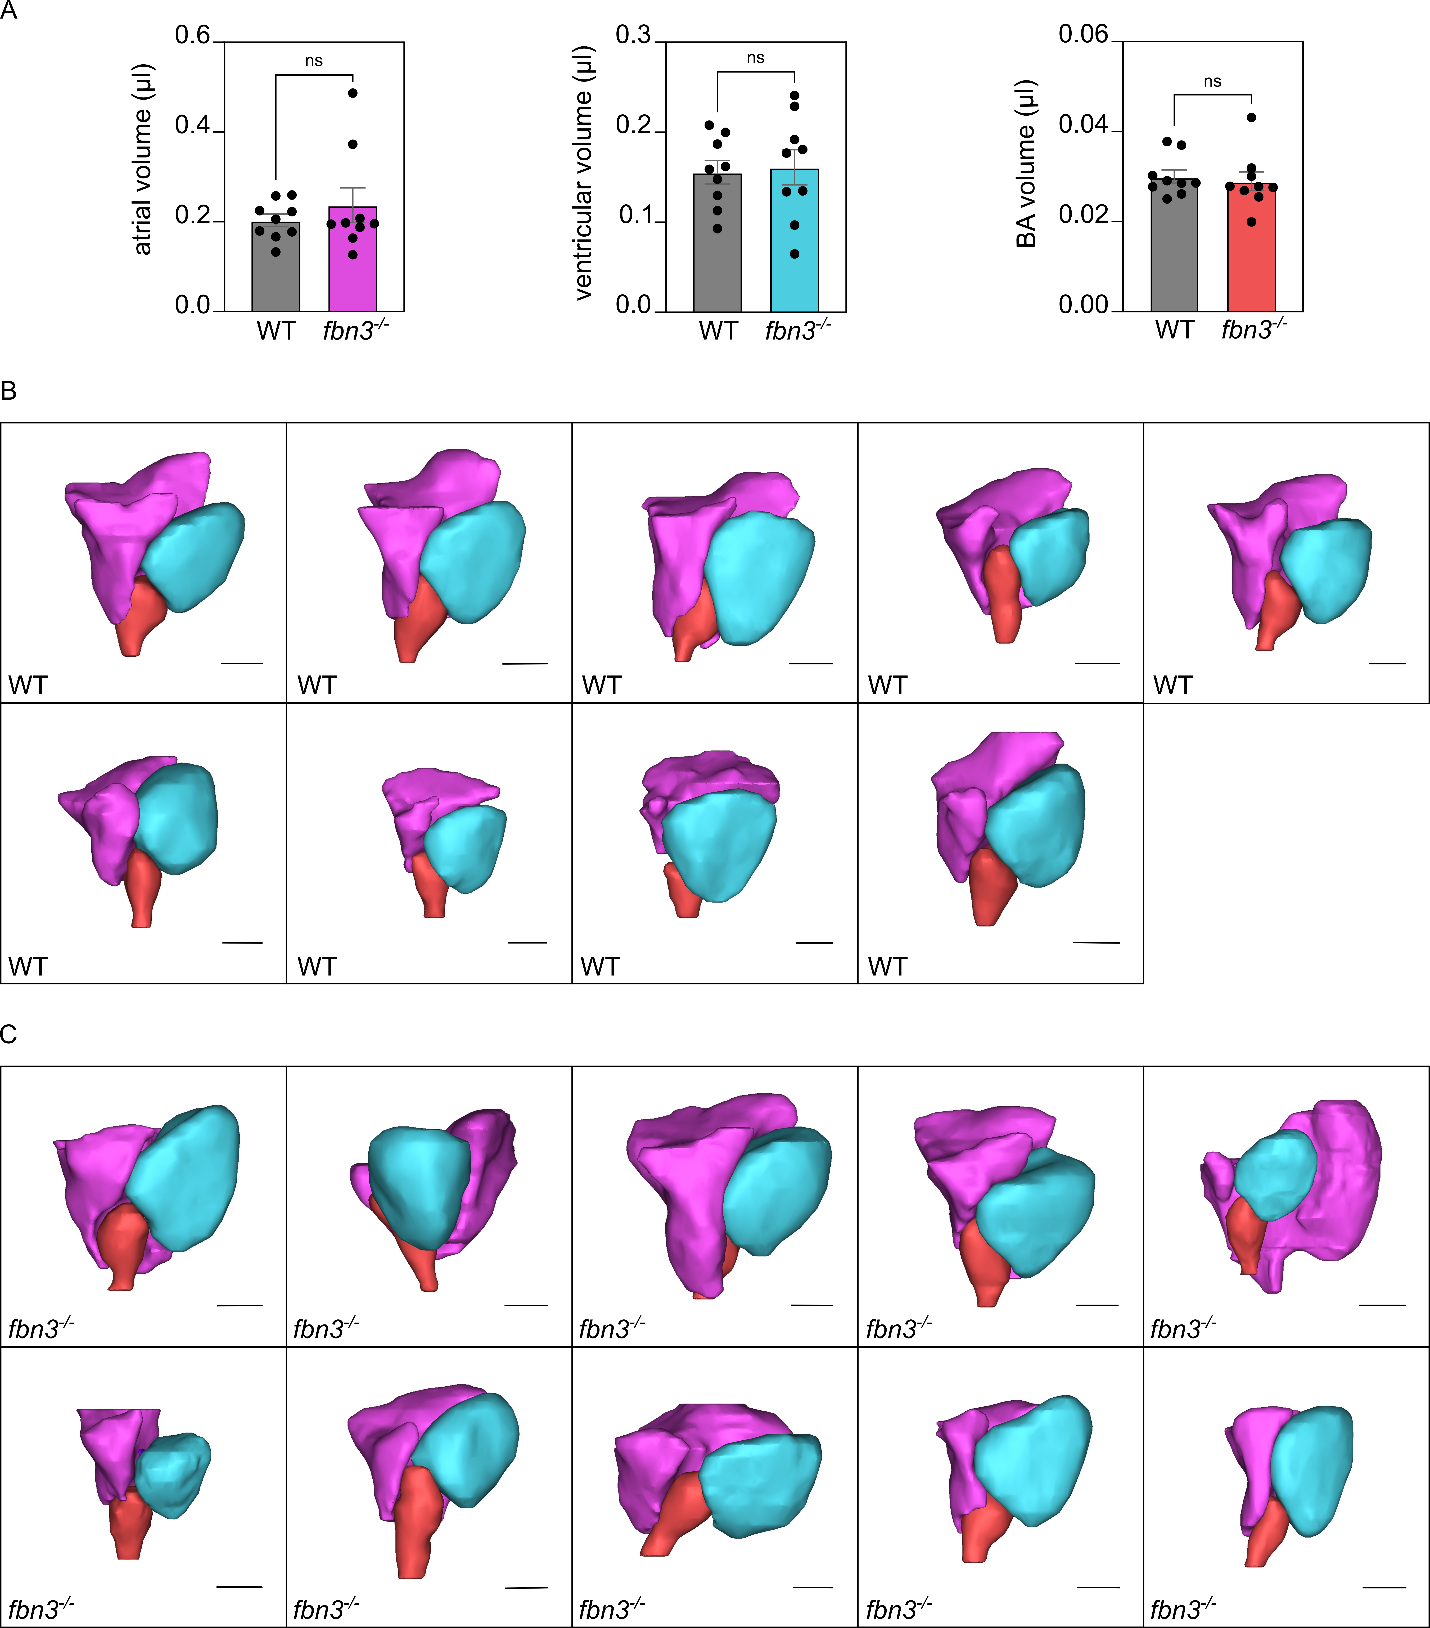
**

**Supplemental Figure 8.** 3D reconstructions of whole zebrafish hearts.

(**A**) Volumes of atrium, ventricle, and BA were obtained from 3D models based on synchrotron X-ray imaging. Reported volumes include combined lumen and wall. While no statistically significant differences were observed between WT and *fbn3^-/-^* zebrafish, a greater variability was evident in the mutant group. These differences are visually apparent in the 3D zebrafish heart models of WT (**B**) or *fbn3^-/-^* mutants (**C**). The atrium is displayed in pink, the ventricle in slightly translucent blue, and BA in red. Data are expressed as a mean ± SEM. ns = non-significant. Statistical test analysis: unpaired t-test. Scale bar: 500 µm. WT = wild type.

**
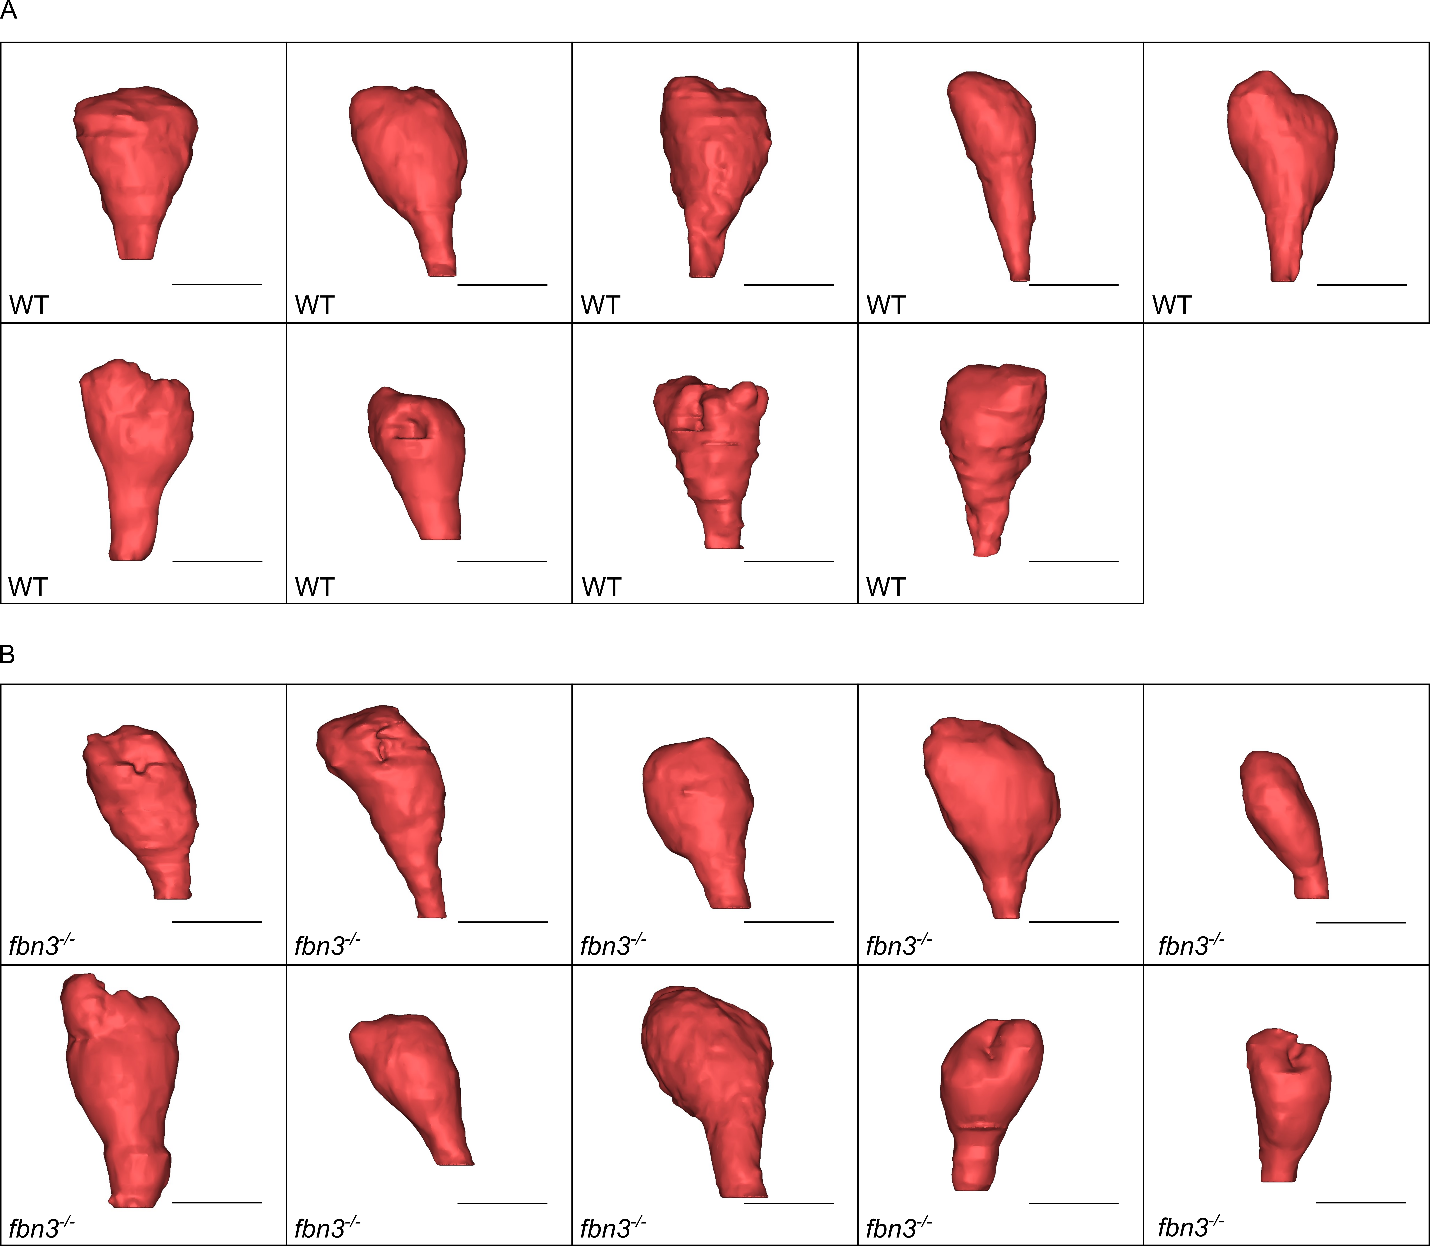
**

**Supplemental Figure 9.** 3D reconstructions of zebrafish BA.

Reconstructions based on synchrotron scans of BA from WT **(A)** and *fbn3^-/-^* mutants **(B)**. All images from the 3D models were captured from the same perspective. Scale bar: 100 µm. WT = wild type.

**
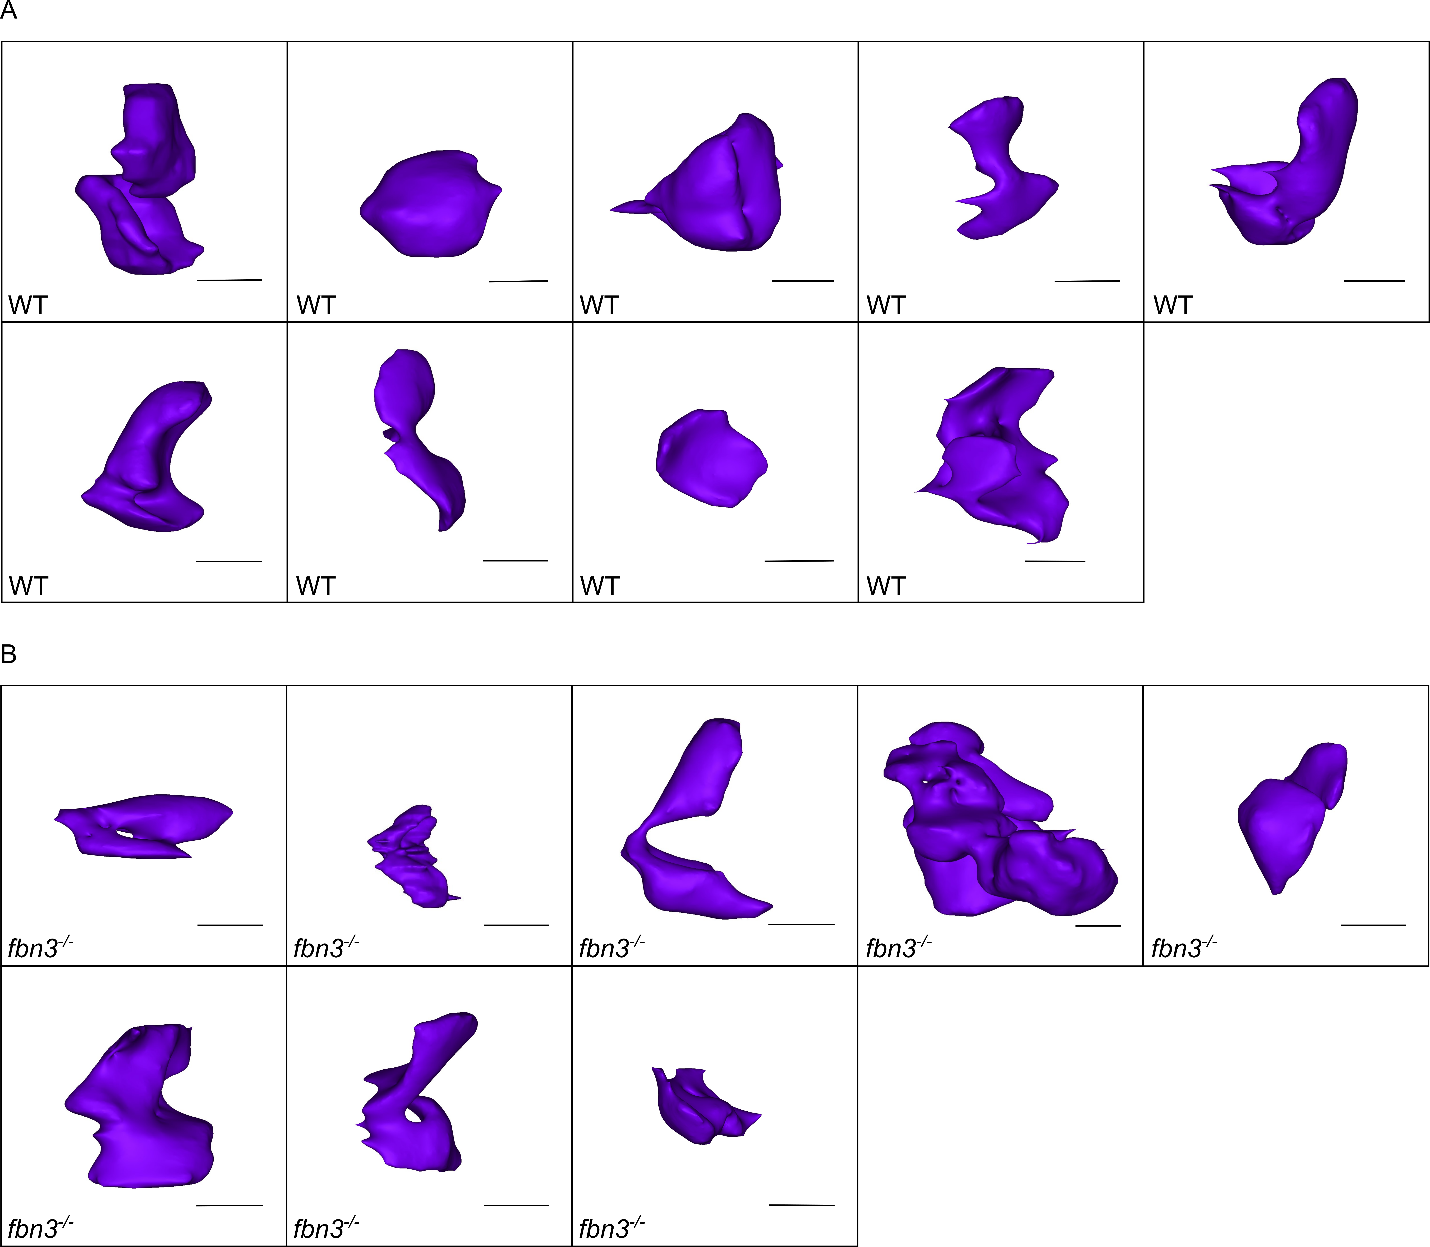
**

**Supplemental Figure 10.** 3D reconstructions of zebrafish AV valves.

Reconstructions based on synchrotron scans of AV valves from WT (**A**) and *fbn3^-/-^* mutants (**B**). The shape of the valve leaflets varied depending on their position during sample fixation, leading to inconsistencies. As a result, precise 2D dimensions (e.g. length and thickness) could not be accurately determined. All images from the 3D models were captured from the same perspective. Scale bar: 100 µm. WT = wild type.

**
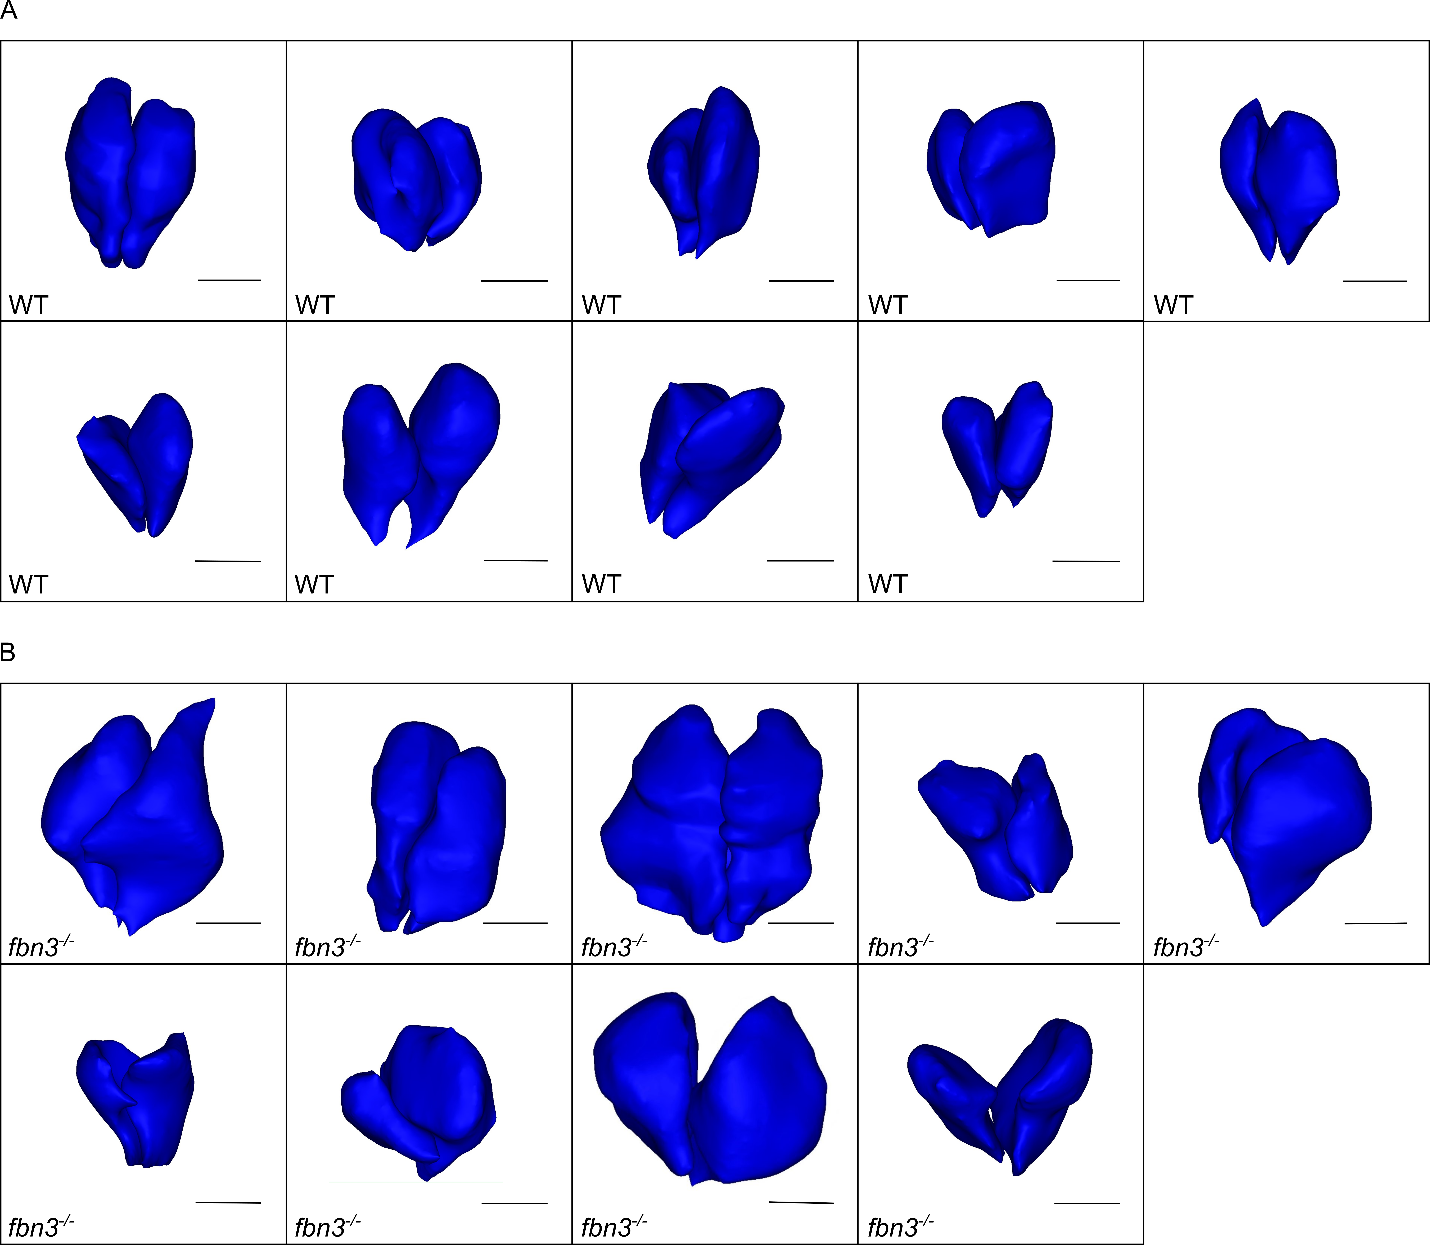
**

**Supplemental Figure 11.** 3D reconstructions of zebrafish BV valves.

Reconstructions based on synchrotron scans of BV valves from WT (**A**) and *fbn3^-/-^* mutants (**B**). The difference in leaflet sizes between WT and mutants can be visually observed. All images from the 3D models were captured from the same perspective. Scale bar: 100 µm. WT = wild type.

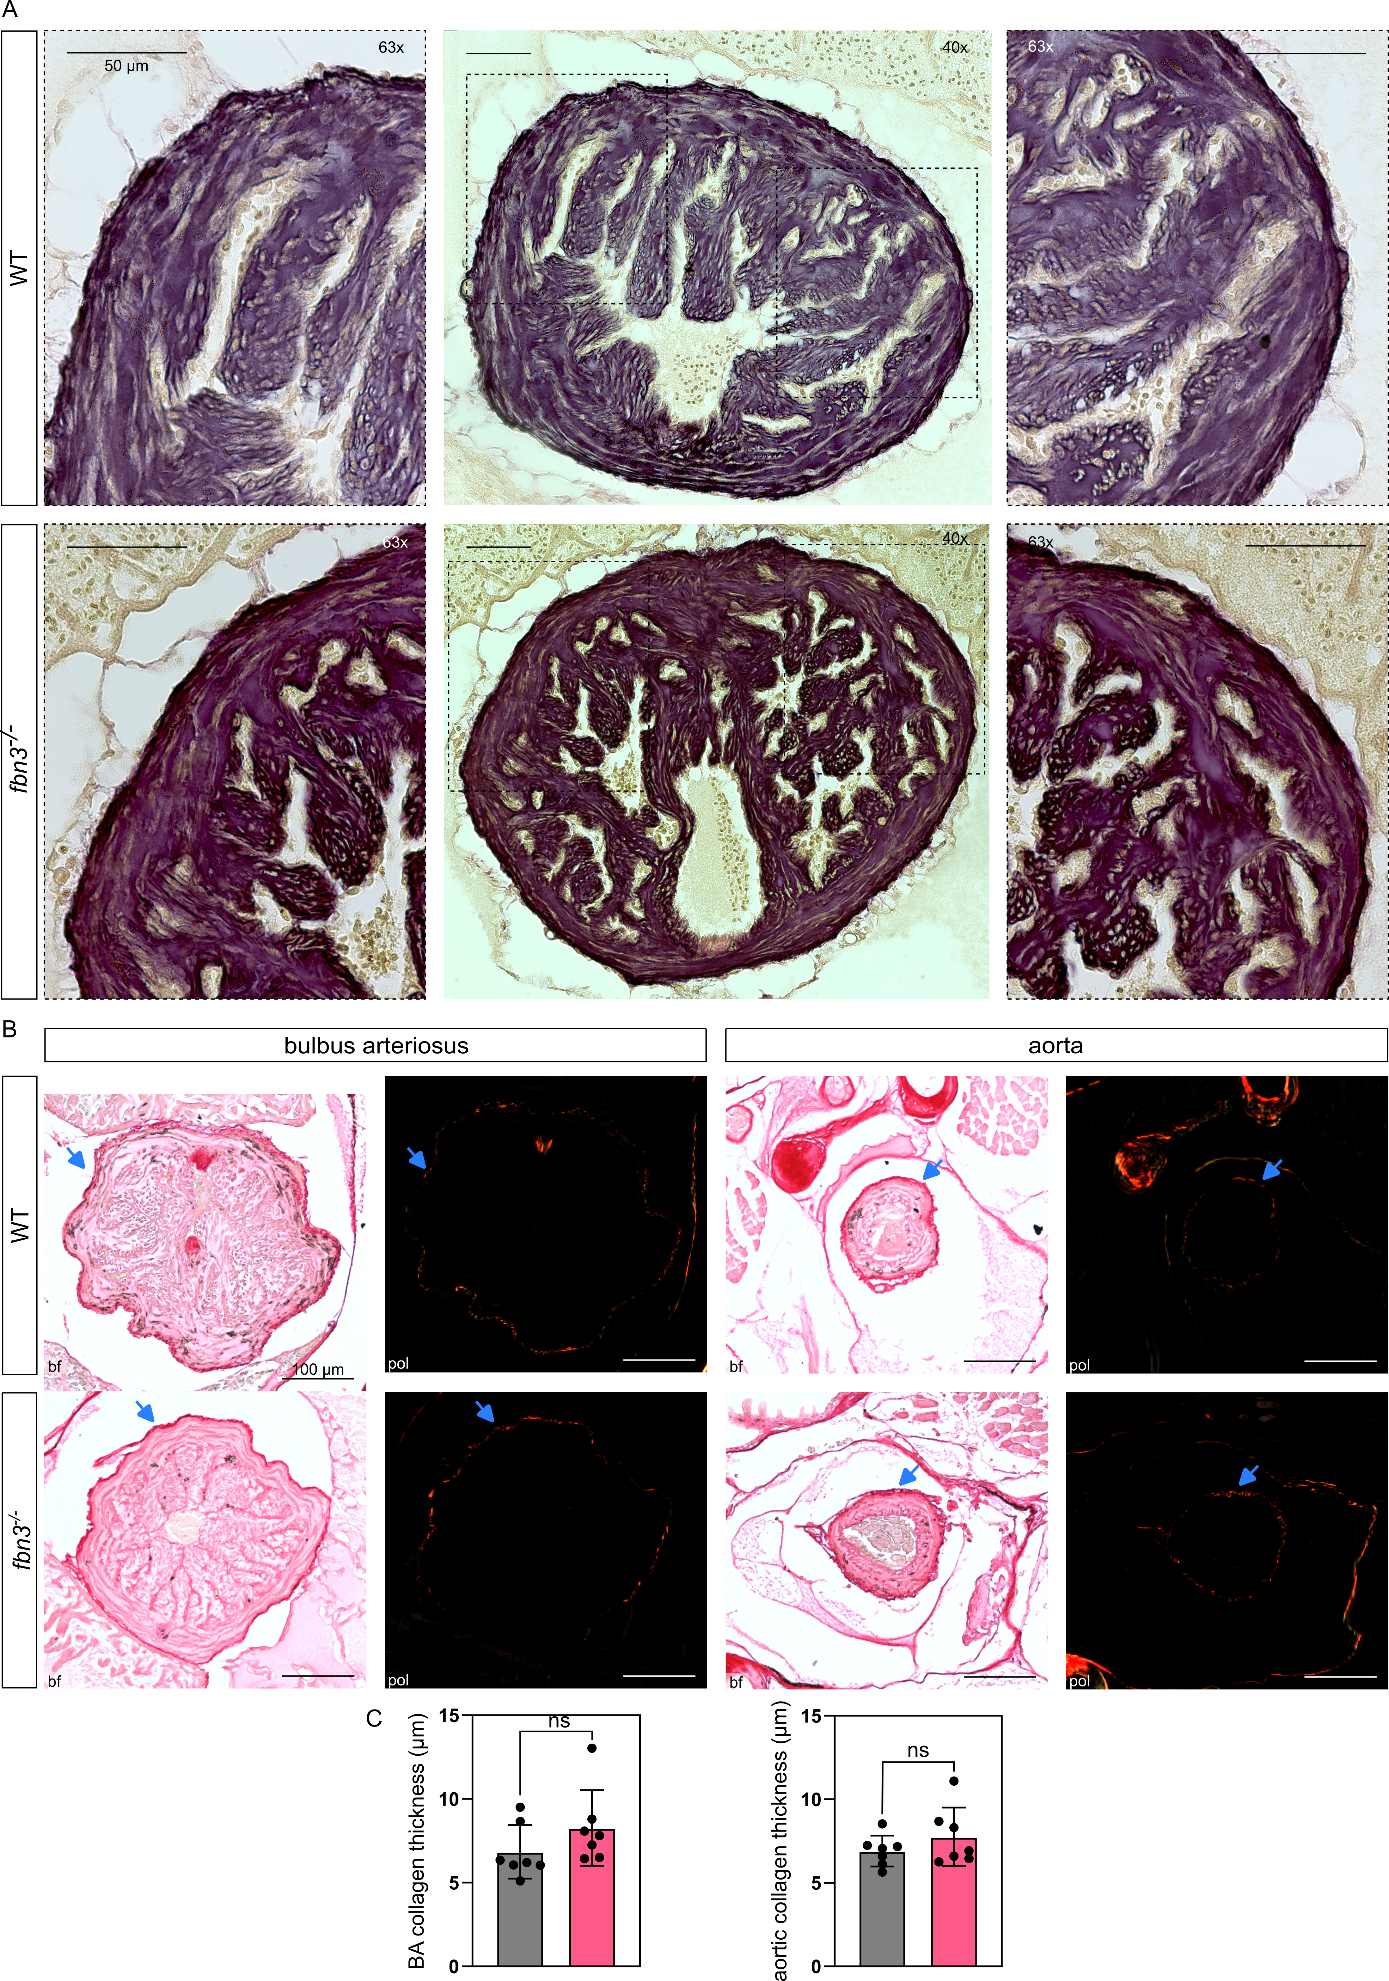

**Supplemental Figure 12.** Histological analysis of the BA in *fbn3^-/-^* zebrafish.

(**A**) High-magnification (40× and 60×) images of the BA from WT (top) and *fbn3^-/-^* zebrafish (bottom), stained for elastin (dark purple). (**B**) Sirius Red staining of collagen (dark red in brightfield image, bright red signal in polarized light image) in WT (top) and *fbn3^-/-^* zebrafish (bottom). Blue arrow: the collagen layer outlining the BA and aorta. (**C**) Quantification of collagen layer thickness in the BA and aorta (n = 7, average of three measurements on five slices per sample). Data are expressed as mean ± SEM. Statistical test analysis: unpaired t-test, ns = non-significant. bf = brightfield, pol = polarized light. Scale bars: 50 and 100 µm.

**
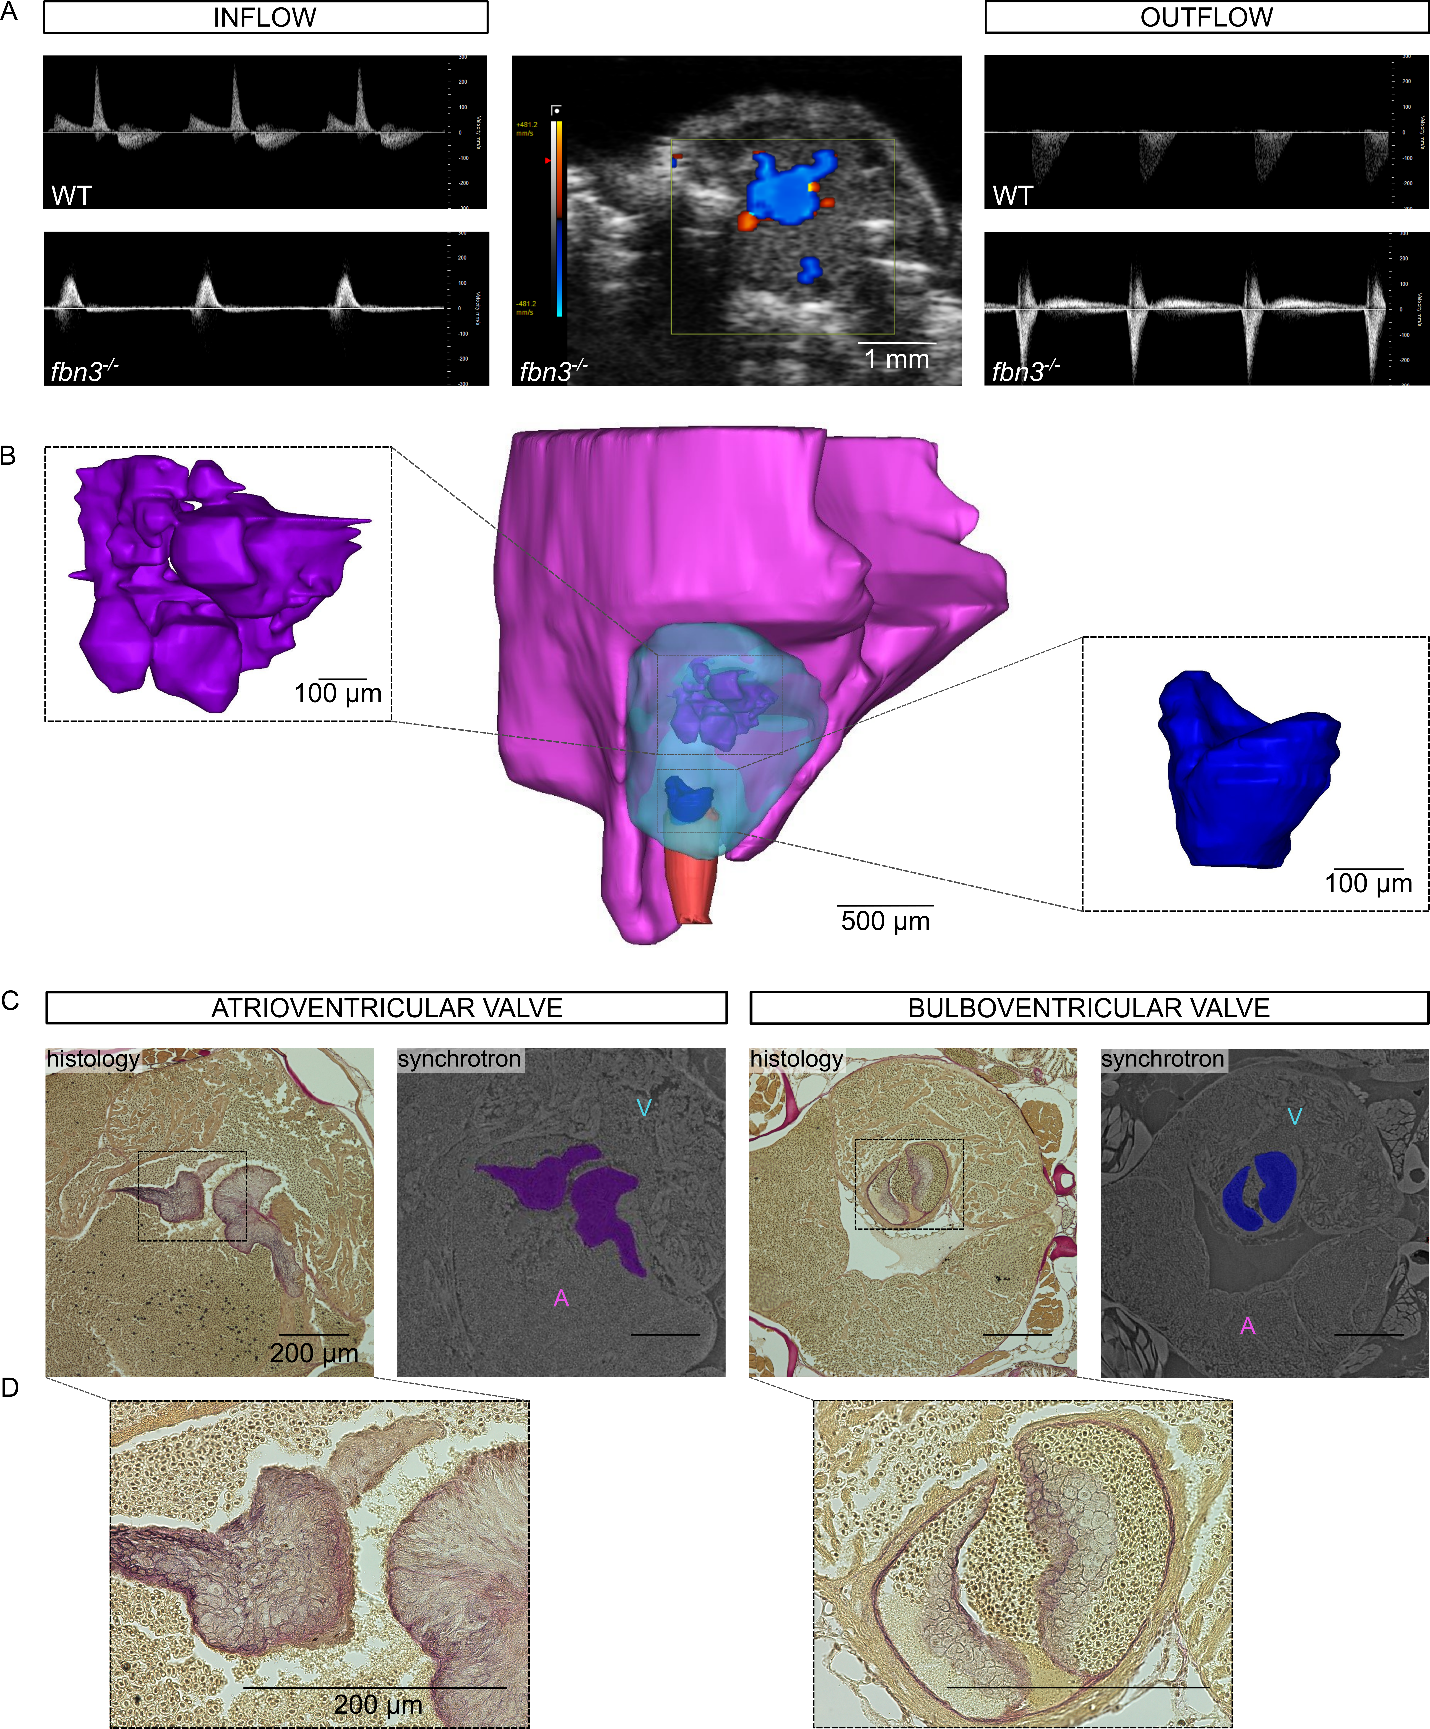
**

**Supplemental Figure 13.** Multimodal assessment of *fbn3^-/-^* zebrafish with an exceptionally severe cardiac phenotype.

(**A**) Pulse Wave Doppler images showing blood inflow into the ventricle (left) and outflow from the ventricle into BA (right), of WT zebrafish (top) in comparison to a highly abnormal *fbn3^-/-^* zebrafish (bottom). This mutant zebrafish exhibited pronounced regurgitation of the BV valve, which is evident in CFD imaging, showing simultaneous inflow (orange) and outflow (blue) at the same location (middle image). (**B**) 3D heart model of the same mutant zebrafish, created by synchrotron X-ray scanning. The atrium is displayed in pink, the ventricle in slightly translucent blue, BA in red, the AV valve in purple, and the BV valve in dark blue. The AV valve appears amorphic with various folded and fused segments, as well as being hypertrophic. The atrium is notably large, so much so that its uppermost segment was not captured in the synchrotron field of view. In contrast, the ventricle and BA are relatively small. (**C**) The same AV and BV valve sections were visualised using histological elastin staining (purple) and synchrotron imaging (purple and blue), demonstrating the similarities between the two techniques. (**D**) Higher magnification pictures of the cardiac valves. AV valve (left) shows excessive hypertrophy of the valve interstitial cells, which make up the interior of the leaflet. A = atrium, V = ventricle, WT = wild type.

# **Supplemental References**

1. Westerfield M. *The Zebrafish Book. A Guide for the Laboratory Use of Zebrafish (Danio Rerio)*. 4th ed. University of Oregon Press; 2000.

2. Andrews S. FastQC: a quality control tool for high throughput sequence data. 2010. Accessed June 9, 2025. https://www.bioinformatics.babraham.ac.uk/projects/fastqc/

3. Dobin A, Davis CA, Schlesinger F, et al. STAR: Ultrafast universal RNA-seq aligner. *Bioinformatics*. 2013;29(1):15-21. doi:10.1093/bioinformatics/bts635

4. Sayols S, Scherzinger D, Klein H. dupRadar: A Bioconductor package for the assessment of PCR artifacts in RNA-Seq data. *BMC Bioinformatics*. 2016;17(1). doi:10.1186/s12859-016-1276-2

5. Ewels P, Magnusson M, Lundin S, Käller M. MultiQC: Summarize analysis results for multiple tools and samples in a single report. *Bioinformatics*. 2016;32(19):3047-3048. doi:10.1093/bioinformatics/btw354

6. Liao Y, Smyth GK, Shi W. FeatureCounts: An efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics*. 2014;30(7):923-930. doi:10.1093/bioinformatics/btt656

7. Robinson MD, McCarthy DJ, Smyth GK. edgeR: A Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics*. 2009;26(1):139-140. doi:10.1093/bioinformatics/btp616

8. Chen Y, Lun ATL, Smyth GK. From reads to genes to pathways: differential expression analysis of RNA-Seq experiments using Rsubread and the edgeR quasi-likelihood pipeline. *F1000Res*. 2016;5:1438. doi:10.12688/f1000research.8987.1

9. Yu G, Wang LG, Han Y, He QY. ClusterProfiler: An R package for comparing biological themes among gene clusters. *OMICS*. 2012;16(5):284-287. doi:10.1089/omi.2011.0118

10. Vanhauwaert S, Lefever S, Coucke P, et al. RT-qPCR gene expression analysis in zebrafish: Preanalytical precautions and use of expressed repetitive elements for normalization. *Methods Cell Biol*. 2016;135:329-342. doi:10.1016/bs.mcb.2016.02.002

11. Lombardo VA, Otten C, Abdelilah-Seyfried S. Large-scale zebrafish embryonic heart dissection for transcriptional analysis. *Journal of Visualized Experiments*. 2015;(95). doi:10.3791/52087

12. Werdich AA, Brzezinski A, Jeyaraj D, et al. The zebrafish as a novel animal model to study the molecular mechanisms of mechano-electrical feedback in the heart. *Prog Biophys Mol Biol*. 2012;110(2-3):154-165. doi:10.1016/j.pbiomolbio.2012.07.006

13. Forster B, Van De Ville D, Berent J, Sage D, Unser M. Complex wavelets for extended depth-of-field: A new method for the fusion of multichannel microscopy images. *Microsc Res Tech*. 2004;65(1-2):33-42. doi:10.1002/jemt.20092

14. Shin JT, Pomerantsev E V., Mably JD, MacRae CA. High-resolution cardiovascular function confirms functional orthology of myocardial contractility pathways in zebrafish. *Physiol Genomics*. 2010;42(2):300-309. doi:10.1152/physiolgenomics.00206.2009

15. Van Impe M, Caboor L, Deleeuw V, et al. Application of an automated analysis framework for pulsed-wave Doppler cardiac ultrasound measurements to generate reference data in adult zebrafish. *Am J Physiol Regul Integr Comp Physiol*. 2023;325(6):R782-R796. doi:10.1152/ajpregu.00103.2023

16. Niimi A. Relationship of body surface area to weight in fishes. *Can J Zool*. 1975;53(8):1192-1194. doi:0.1139/z75-141

17. Mallory FB. *Pathological Tecniques*. Hafner Publishing Co.; 1961.

18. Rittié L. *Fibrosis*. Vol 1627. (Rittié L, ed.). Springer New York; 2017. doi:10.1007/978-1-4939-7113-8

19. Paganin D, Mayo SC, Gureyev TE, Miller PR, Wilkins SW. Simultaneous phase and amplitude extraction from a single defocused image of a homogeneous object. *J Microsc*. 2002;206(1):33-40. doi:10.1046/j.1365-2818.2002.01010.x

20. Van Impe M, Caboor L, Deleeuw V, et al. Fluid-Structure Interaction Modeling of the Aortic Hemodynamics in Adult Zebrafish: A Pilot Study Based on Synchrotron X-Ray Tomography. *IEEE Trans Biomed Eng*. 2023;70(7):2101-2110. doi:10.1109/TBME.2023.3236488

How the deposited data were processed for this re-analysis (not part of the article)

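RNA of pools of 10 whole embryos was sequenced from WT and *fbn3*-/- zebrafish at 1 and 2 dpf. The authors prepared stranded total RNA libraries, aligned the reads to GRCz11 with STAR, and deposited the number of reads counted on each gene, as whole-number counts without normalization. The table has 32520 genes and 23 count columns. By name, 15 columns matched a listed sample, and these were used, with 4 WT and 3 *fbn3*-/- libraries at 1 dpf and 3 WT and 5 *fbn3*-/- libraries at 2 dpf. The other 8 columns matched no listed sample and were not used, and 1 of the 16 listed samples, WT replicate 3 at 1 dpf, matched no column. Genotype, stage, and replicate number were taken from the sample labels. Genes are named as in the count table, in which the paper's *fbn3* is *fbn2b* and its *fbn2* is *fbn2a*, and no gene is named *fbn1*. The samples were mapped on the basis that *fbn2b* and *fbn3* name the same mutated gene.

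Counts were analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1, and DESeq2 1.42.0, and with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1, and matplotlib 3.10.9. Genes were kept with edgeR's filterByExpr over the 4 groups (minimum count 10, minimum total 15), which left 23555 genes. Libraries were scaled with TMM. All libraries were fitted together with 1 coefficient per group, with edgeR's quasi-likelihood method and its argument legacy set to FALSE, and contrasts compared genotypes at each stage, the difference between these effects (the interaction), and the stages in WT. Benjamini-Hochberg adjustment was applied over the genes tested in each contrast. A gene was differentially expressed at FDR under 0.05 and absolute log_2_FC above 1. The paper states edgeR, Benjamini-Hochberg adjustment, and these thresholds, and that normalization and filtering followed standard workflows in R. For the differential expression it cites edgeR and a description of edgeR's quasi-likelihood pipeline. Its text does not name the filter or the scaling, or say whether the stages were fitted together.

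Named genes were selected by a fixed rule. These were every gene the paper names from the RNA sequencing, the 5 genes with the lowest FDR in each direction at each stage among differentially expressed genes whose *fbn3*-/- libraries all lay beyond all WT libraries, genes differentially expressed in the same direction at both stages, and members of the complement and MMP lists that were differentially expressed at 2 dpf. The 10 gene lists were tested at both stages with limma's fry test and adjusted over 20 tests. For a list, the mean log_2_ CPM (prior count 2) of its genes in each library was compared between genotypes with an exact permutation test, 2-sided. Fisher's exact test, 1-sided for more, compared list members among the up-regulated genes with all genes tested. Genes near *fbn3* were found by symbol in an annotation of another assembly, GRCz12tu, which matched 18996 (80.6%) of the genes tested. A developmental stage score placed each library on the change from WT at 1 dpf to WT at 2 dpf.

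The total counts of each group are given with the introduction of the experiment. With 3 counts as the smallest amount taken to differ from none, folds against a group in which every library had 3 counts or fewer are given as lower bounds. Such floors cover counting error only, since the spread between libraries was larger than the sampling noise. The alternatives tried were RLE and upper-quartile scaling, DESeq2, the likelihood ratio test, limma-voom, robust empirical Bayes, the legacy quasi-likelihood method, no filter on low counts (29616 genes), a filter on CPM of at least 1 in at least 3 libraries (19368 genes), separate fits of the stages, each library left out in turn, and replicates 1 to 3 with and without a term for replicate, where replicates were paired by the replicate numbers in the labels. Gene lists were also tested with limma's camera at an inter-gene correlation of 0.01, and the stage score with the top 1000 genes and with RLE scaling. Leaving out libraries was set beforehand for numbers of differentially expressed genes and for named genes. Added after the data were seen were the batch and the stage score as covariates, counts thinned to the smallest library, combinations of separate fits with other tests, and, for gene lists, interaction genes, stage scores, and WT stage changes, leaving out libraries, with the replicate term for gene lists. Of the 22 other settings of a gene list, camera, RLE scaling, and the separate fits were set beforehand. The 22 include each of the 15 libraries left out, of which 8 are outside the contrast of a 1 dpf list and 7 outside that of a 2 dpf list. Those settings keep all libraries of the contrast and are weak checks.

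The procedure was tested on simulated data. Of 200 genes changed in counts of 23555 genes, the quasi-likelihood test recovered 189 (94.5%), and 16 of its 205 calls (7.8%) were false. A changed gene list had an FDR of 7.58e-13, and 0 of 19 unchanged lists had an FDR under 0.05. Gene ontology enrichment, quantitative PCR, and staining of neutrophils are not analysed here.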

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

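The comparisons with other groupings of the libraries for the numbers of differentially expressed genes, the test of linkage to *fbn3*, and the test of the stage scores were set before their results were seen, and all other tests below were chosen after the result was seen. Single libraries were compared with the others of their group in 50 groups of 4 or 5 libraries. In 8 of the 50, 1 library lay far from the others, where chance gives about 1 in 20.

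In WT replicate 1 at 1 dpf, *mmp9* was at 17.4 CPM against 5.05 to 5.59 CPM in the other WT libraries, *c7a* at 12.9 CPM against at most 5.18, and *fbn2* (*fbn2a* in the table) at 2.6 CPM against at most 1.01. The *ccl19a.2* value of 0.0219 CPM in this library stands for 1 count and the others have none, so it carries no information. A pool ahead in development was tested as an explanation. This library had the highest stage score of the 1 dpf libraries (0.134, with 0 of the others higher). With it left out of the baseline, 2 of the 3 genes rose in WT between the stages, *c7a* (log_2_ change 1.93, FDR 1.05e-05) and *fbn2* (2.47, FDR 0.000103), and the rise of *mmp9* (0.63, standard error 0.35) was not past the threshold (FDR 0.141). The value of *mmp9* in this library was also above the WT libraries at 2 dpf (7.27 to 8.53 CPM), so being ahead along the WT change does not account for *mmp9*. For *c7a* and *fbn2*, the excess over the other WT libraries was 0.785 and 0.623 of their change between the stages, against an excess of 0.092 in the stage score, so a pool that far ahead does not account for their size either, unless these genes rise early in that interval. No other explanation was tested. Without this library, the number of differentially expressed genes at 1 dpf was 2.

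In *fbn3*-/- replicate 5 at 2 dpf, *mmp9* was at 98.9 CPM with the next library at 51.2, *mpx* at 45.2 CPM with the next at 36.0, and the *mmp13a* gene ENSDARG00000114451 at 22.1 CPM with the next at 11.6. More neutrophil RNA in that pool was tested as an explanation. In the 14 neutrophil markers other than MMP genes and *mpx*, 0 of the other *fbn3*-/- libraries had a higher mean than this library (0.35 against 0.15 to 0.22), a rank that chance gives in 1 of 5 libraries. The excess of this library over the others was 0.17 in these markers on the log_2_ scale, against 1.19 for *mmp9*, 1.21 for this *mmp13a* gene, and 0.37 for *mpx*. More neutrophil RNA of that size does not account for the excess of the MMP genes, and no other explanation was tested.

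The total counts of *fbn3*-/- replicate 4 at 2 dpf were 179887580, with the next library at 73893435. With the counts of all libraries thinned to the smallest, which removes this difference, the complement list at 2 dpf had an FDR of 0.0039, over a range from 2.18e-12 to 0.079 in the 22 other settings.

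The change of *cart3* differed between the stages, with an interaction log_2_ difference of 2.53 (FDR 0.00403, edgeR). It was higher in 5 of 5 *fbn3*-/- libraries than in every WT library at 2 dpf, with a log_2_FC of 2.56, and unchanged within error at 1 dpf (log_2_FC 0.03, FDR 0.984). Among 100 groupings of the libraries, the real one and others drawn at random, 19 had at least 1 gene with an interaction FDR under 0.05, so 1 such gene is not more than regrouping gives.

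The paper does not discuss the other genes that had the lowest FDR at 2 dpf. These were *htra3a* (log_2_FC 3.19), *ccl19a.2* (at least 14.7-fold higher), ENSDARG00000097080 (4.26), *cxcl18a.1* (2.40), *pygl* (−1.27), *si:rp71-36a1.3* (−2.35), *cyp2x10.2* (−1.57), and *hce2l2* (−2.21), each selected with all 5 *fbn3*-/- libraries beyond all WT libraries. A difference by library batch was tested with the batch as a covariate, and 0 of the 9 genes, *cart3* included, lost an FDR under 0.05 (FDR 2.02e-05 to 0.019). With counts thinned to the smallest library, *cyp2x10.2* (FDR 0.163) and *hce2l2* (FDR 0.0798) no longer passed. The gene *si:rp71-36a1.3* was also lower at 1 dpf, at 0.455 ± 0.19 CPM in WT and 0.0204 ± 0.0353 CPM in *fbn3*-/- libraries (exact permutation test, 2-sided *P* = 0.0286, n = 4 and 3, FDR 0.33 in edgeR). In the GRCz12tu annotation it lies on the chromosome of *fbn3* and within 10 Mb of it, the only 1 of the 9 genes to do so, and a haplotype linked to the *fbn3* mutation could carry a variant of its own. It was also the only 1 of the 37 differentially expressed genes at 2 dpf with a known place that lay within 10 Mb of *fbn3* (Fisher's exact test, 1-sided *P* = 0.434), and a test of frequency cannot rule out linkage for a single gene. The whole chromosome of *fbn3* held 2.7% of such genes and 3.29% of the genes tested (Fisher's exact test, 1-sided *P* = 0.71). Over the other settings its share of such genes ranged from 0% to 7.69%. The lowest *P* was 0.0777 (Fisher's exact test, 1-sided), in the separate fit with the likelihood ratio test and batch, where the share was 5.93%.

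The list of cardiac muscle genes was lower at 1 dpf, with a median log_2_FC of −0.27, 19 of 19 genes lower, and a fry FDR of 0.00467. The list mean was below all WT libraries in 3 of 3 *fbn3*-/- libraries, with a difference of −0.41 on the log_2_ scale (exact permutation test, 2-sided *P* = 0.0286, the smallest that 3 against 4 libraries allow). Within batch A the difference was −0.39. No gene of the list had an FDR under 0.05 over all genes, and 1 had over the list alone. At 2 dpf, the list was not detectably different (fry FDR 0.433, median log_2_FC 0.08, 12 of 19 genes higher). Its list mean was higher by 0.26 (exact permutation test, 2-sided *P* = 0.0893, n = 3 and 5), 0.06 in batch A and 0.51 in batch B, which rests largely on 1 gene, *actc1a* ENSDARG00000076126, chosen after its values were seen. It was at 237 CPM in *fbn3*-/- replicate 4 and 102 CPM in replicate 5, both of batch B, against 0.67 to 1.63 CPM in the other libraries at 2 dpf (log_2_FC 6.03, standard error 1.65, FDR 0.191, edgeR), and the cause was not tested. Without it, the difference at 2 dpf was 0.11 (exact permutation test, 2-sided *P* = 0.161), 0.07 in batch A and 0.12 in batch B, with 4 of 5 *fbn3*-/- libraries above all WT libraries. At 1 dpf, the list without it was lower by −0.43 with a fry FDR of 0.00384. The change differed between the stages with it (interaction FDR 0.00275) and without it (FDR 0.00381). The FDR at 1 dpf was 0.0138 with the library batch as a covariate, 0.00497 with the stage score as a covariate, and 0.00699 with thinned counts, and ranged from 1.07e-06 to 0.375 over 22 other settings, 21 of them under 0.05. Of these 22, 8 leave out a 2 dpf library, which is outside the 1 dpf contrast. In WT, the median log_2_ change of these genes from 1 to 2 dpf was −0.66, so *fbn3*-/- pools further along in development would also have had lower values, but their stage scores at 1 dpf were not higher (difference −0.082, exact permutation test, 2-sided *P* = 0.229). Replicates 2 and 3 of *fbn3*-/- scored below all WT libraries (−0.061 and −0.092) and had the lowest list means (−0.46 and −0.51). Replicate 1 scored 0.102, within the WT range, with a list mean of −0.25. Pools behind in development are not excluded, since the score follows only the WT change after 1 dpf. Library batch, stage as measured by this score, and library size thus do not fully account for the difference, and lower cardiac muscle expression in *fbn3*-/- embryos at 1 dpf is a hypothesis. Differences in the make-up of the pools were not tested.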

How the results depend on the processing

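The alternatives on scaling, test, filter, and separate fits, and leaving out single libraries for the numbers of differentially expressed genes and for named genes, were chosen before the data were examined. Chosen after the results were seen were those on batch, stage score, thinned counts, and combinations of choices, leaving out libraries for the gene lists, the interaction genes, the stage scores, and the WT stage changes, the replicate block for gene lists, and the cardiac muscle list without *actc1a*, with which 2 gene lists had an FDR under 0.05. Each alternative chosen was run. The median log_2_FC over all genes moved by less than 0.1 under each scaling.

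At 1 dpf, the number of differentially expressed genes was 1 under RLE, upper-quartile scaling, limma-voom, robust empirical Bayes, the legacy method, both filters, and the stage covariate. It was 49 with DESeq2, 38 with the likelihood ratio test, 3 with the batch covariate, 2 with thinned counts, and 15 without *fbn3*-/- replicate 1 and with the stage covariate. With separate fits of the stages it was 0 (1499 genes with unadjusted *P* under 0.05), 64 with the likelihood ratio test, 53 with the exact test, 102 with the likelihood ratio test and batch, and 5 with batch. Leaving out each library gave from 1 to 52. At 2 dpf, the number was 107 with DESeq2, 93 with the likelihood ratio test, 13 with the legacy method, 25 with the CPM filter, 70 with the batch covariate, 23 with thinned counts, and 228 without WT replicate 1 and with the stage covariate. With separate fits it was 25, 137 with the likelihood ratio test, 125 with the exact test, and 192 with the likelihood ratio test and batch. Leaving out each library gave from 13 to 190. Interaction genes numbered 37 with DESeq2, 29 with the likelihood ratio test, 3 with the batch covariate, and from 1 to 5 with each library left out. Of the 42 genes at 2 dpf, 41 were shared with the likelihood ratio test, 40 with DESeq2, 29 with limma-voom, 13 with the legacy method, and 40 with the batch covariate. For each of these changes the cause was not tested.

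The 8 complement and MMP symbols the paper names cover 10 genes of the count table, since *c6* and *mmp13a* each name 2 genes. Of these 10 genes, 6 had an FDR under 0.05, against 3 with the legacy method, 3 with replicates 1 to 3 only, and from 1 to 6 with each library left out. The *fbn3* decrease kept an FDR under 0.05 in 24 of 27 alternatives at 1 dpf and 28 of 28 at 2 dpf. The change of *fbn3* in WT between the stages (0.12, FDR 0.733) ranged from −0.06 to 0.53 with each library left out, and the stage score difference at 2 dpf (−0.005) from −0.088 to 0.055. For *mpx* at 2 dpf (log_2_FC −0.08), the sign turned with the stage covariate (0.05), without WT replicate 1 and with the stage covariate (0.13), and with separate fits and batch under either test (0.05), and it ranged from −0.30 to 0.33 with each library left out. None of these *mpx* values was past the threshold. Of 641 comparisons of 23 named genes at 2 dpf with an alternative, 549 kept direction and side of the threshold, 71 were weaker, 16 stronger, and 5 reversed. Of the 20 gene list tests, 2 had an FDR under 0.05, against 4 with camera, which added the neutrophil list at 2 dpf and the actinotrichia and fin fold list at 1 dpf, and from 2 to 4 with each library left out. The cause was not tested.

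With the replicate block, replicates 1 to 3 gave 92 differentially expressed genes at 1 dpf and 19 at 2 dpf, against 2 and 29 with replicates 1 to 3 only. The block also gave 2 of the 10 complement and MMP genes under a symbol the paper names, and 0 gene lists. Libraries of the same replicate number were not alike beyond their group, with a mean residual correlation of 0.09 at 1 dpf (2 pairs) and −0.1 at 2 dpf (3 pairs), so the block was not used elsewhere.

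Depth limited single genes. The WT libraries at 2 dpf held 7 to 19 counts of *mmp13b* and at most 2 of *ccl19a.2*, so the fold of the former is imprecise and that of the latter is a lower bound.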

Differences from the paper's values

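Settings with separate fits combined with another test, batch, stage, or thinned counts were chosen after seeing the values.

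At 1 dpf, the paper's number of differentially expressed genes is 42, and the number here was 1. The paper's number may also rest on WT replicate 3 at 1 dpf, which was not used here, and this was not tested. Of the alternatives set before the data were examined, DESeq2 (49), the likelihood ratio test (38), and leaving out *fbn3*-/- replicate 1 (52) came within 1.5 times the paper's number, and the others did not. Separate fits with edgeR's exact test, chosen after seeing the values, gave 53. At 2 dpf, the paper's number is 361, and the number here was 42. None of the alternatives set before the data were examined closed the gap, the largest being 190 without WT replicate 1, nor did those chosen after seeing the values, the largest being 228 without that replicate and with the stage covariate. With the FDR threshold alone, 458 genes passed without WT replicate 1, 402 without it and with the stage covariate, 341 in the separate fit with the likelihood ratio test and batch, and 245 without batch, the last 3 settings chosen after seeing the values.

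For the *c6* gene ENSDARG00000057113, the log_2_FC at 2 dpf was 1.43 against the paper's 3.69, and for the *mmp13a* gene ENSDARG00000114451 it was 1.20 against the paper's 2.57. The paper gives 1 value per symbol, and the other gene of each name was within the standard error of it. None of the alternatives, set before the data were examined or added, closed either gap.

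The paper calls *c7a*, *c7b*, and *mmp13b* up-regulated at 2 dpf, and here their FDR was 0.282, 0.174, and 0.1, with a positive log_2_FC in each. Of the alternatives set before the data were examined, DESeq2 gave an FDR under 0.05 for *c7b* (0.0185) and *mmp13b* (0.00108), the likelihood ratio test for *c7b* (0.0233) and *mmp13b* (0.00806), and leaving out WT replicate 1 for *mmp13b* (0.0473). Separate fits, chosen after seeing the values, gave an FDR for *c7a*, *c7b*, and *mmp13b* of 0.00163, 0.0107, and 3.03e-05 with the likelihood ratio test, 0.00186, 0.0143, and 5.55e-05 with the exact test, and 0.000202, 0.0159, and 8.32e-06 with the likelihood ratio test and batch, and with batch alone 0.0301 for *mmp13b*. Over all alternatives, the FDR ranged from 0.000202 to 0.911 for *c7a*, from 0.0107 to 0.47 for *c7b*, and from 8.32e-06 to 0.612 for *mmp13b*.

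The paper reports enrichment of endothelial and blood vessel terms at 1 dpf. The endothelial list had an FDR of 0.801 at this stage (median log_2_FC 0.04, range 0.444 to 0.953 over the alternatives), and the terms themselves were not tested here.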

Other observations

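The groupings for the numbers of differentially expressed genes, the linkage test, and the stage scores were set before their results were seen, and the other tests below were chosen after the result was seen.

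Other groupings of the libraries were fitted within each stage. At 1 dpf, the separate fit of the genotypes had 0 differentially expressed genes (1499 with unadjusted *P* under 0.05), and with a count of 0 the comparison cannot decide, since all 35 of 35 splits of the 7 libraries, and all 12 of the 12 that part as many same-numbered pairs, must have at least as many. Of the other splits, 3 had any differentially expressed gene. The largest, WT replicate 5 with *fbn3*-/- replicates 2 and 3, had 90. At 2 dpf, the real split had 25, and 4 of 56 splits of the 8 libraries, the real one included, had at least as many, a share above 1 in 20, while 52 of the 55 other splits had fewer. Of the 8 splits that part as many same-numbered pairs, 2 had at least as many, and so few splits cannot decide. The other splits with as many were WT replicates 2 and 3 with *fbn3*-/- replicate 1 (126), WT replicate 1 with *fbn3*-/- replicates 4 and 5 (30), and WT replicate 3 with *fbn3*-/- replicates 4 and 5 (27). The last of these sets 3 libraries of batch B against the rest. With the library batch as a covariate, the genotypes had 70 differentially expressed genes at 2 dpf in the fit of all libraries, against 42 without it and 40 of these 42 shared, and 62 in the separate fit, against 25, so library batch does not account for the number of genes. The other splits were not fitted with the batch. In both largest splits, 3 of the 3 libraries of the smaller group were those at one end of the stage scores, so a difference in developmental stage between pools may be part of them.

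For the complement and MMP genes, 1 of the 56 splits, the real one, had 4 or more up-regulated complement and MMP genes, and none of the other splits had any. Of 100 groupings of all libraries, drawn at random apart from the real one, 1, the real one, had 2 or more gene lists with an FDR under 0.05.

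The complement list at 2 dpf had an FDR of 0.00328 with the library batch as a covariate, 0.00497 with the stage score as a covariate, and 0.0039 with thinned counts (range over 22 settings 2.18e-12 to 0.079). It was higher in 5 of 5 *fbn3*-/- libraries, by 0.71 on the log_2_ scale. These tests leave higher complement expression in *fbn3*-/- embryos at 2 dpf as a hypothesis that library batch, stage, and library size do not fully account for. Pool composition was not tested. For the raised MMP genes, more neutrophil RNA in the mutants would raise neutrophil markers other than MMP genes, and that list was higher with an unadjusted *P* of 0.149 with fry and of 0.00494 with camera. In the 14 of these markers other than *mpx*, the means were between 0.15 and 0.35 in *fbn3*-/- and between −0.16 and 0.23 in WT libraries. The difference of these means was 0.22 (exact permutation test, 2-sided *P* = 0.0893, n = 3 and 5), against a log_2_FC of 2.78 for *mmp9* and 2.57 for *mmp13a* ENSDARG00000012395, while *mpx* had −0.08 and *lyz* −0.62. Whether neutrophil RNA was slightly higher stays open, but a difference of that size does not account for the rise of these MMP genes. MMP expression in each neutrophil was not measured.

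On the stage score, 2 of 3 *fbn3*-/- libraries at 1 dpf were below all WT libraries and 1 of 5 *fbn3*-/- libraries at 2 dpf was above all WT libraries, so the scores of the genotypes overlapped at both stages (difference −0.082, exact permutation test, 2-sided *P* = 0.229, n = 4 and 3, and −0.005, *P* = 0.946, n = 3 and 5).

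Without *fbn3*-/- replicate 1, which had the highest stage score of the *fbn3*-/- libraries at 1 dpf, 52 genes were differentially expressed, and 15 with the stage score as a covariate. Among them were *her7* (log_2_FC 2.14, FDR 0.00671), *her1* (1.66, FDR 0.00891), *mespaa* (2.34, FDR 0.00671), and *tbx16* (1.29, FDR 0.00891), all chosen after their values were seen. With all libraries, their FDR was between 0.608 and 0.611, and over the alternatives, in which each passed in 1 setting, it reached 1.0. Without WT replicate 1 at 2 dpf, 190 genes were differentially expressed, and 228 with the stage score as a covariate. Since the remaining *fbn3*-/- libraries at 1 dpf had the lowest scores and the remaining WT libraries at 2 dpf had high scores, the covariate also takes up genotype, and a difference in developmental stage cannot be told apart from genotype here.

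At 1 dpf, *cyp27a1.4* (ENSDARG00000055159), chosen after its values were seen, was at 3.14 ± 1.67 CPM in WT and 0.297 ± 0.0219 CPM in *fbn3*-/- libraries (log_2_FC −3.41, FDR 0.141, edgeR). Its FDR was under 0.05 in 10 of 27 alternatives (range 1.5e-08 to 0.631), among them the likelihood ratio test (5.85e-06), the batch covariate (0.0353), and the fit without *fbn3*-/- replicate 1 (0.0397). It was lower in 3 of 3 *fbn3*-/- libraries than in all WT libraries.

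In WT, *fbn2* rose from 1 to 2 dpf (log_2_ change 1.97, standard error 0.4, FDR 0.00066, edgeR), and *fbn3* did not change detectably (0.12, FDR 0.733). At 2 dpf, *fbn2* was at 5.05 ± 1.34 CPM in WT and 3.51 ± 0.547 CPM in *fbn3*-/- libraries (log_2_FC −0.53, standard error 0.33, FDR 0.603).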
